# Transcriptomic Analysis for Differentially Expressed Genes in Ovarian Follicle Activation in the Zebrafish

**DOI:** 10.3389/fendo.2018.00593

**Published:** 2018-10-11

**Authors:** Bo Zhu, Lakhansing Pardeshi, Yingying Chen, Wei Ge

**Keywords:** transcriptomics, RNA-seq, follicles, folliculogenesis, puberty, zebrafish

## Abstract

In teleosts, the onset of puberty in females is marked by the appearance of the first wave of pre-vitellogenic (PV) follicles from the pool of primary growth (PG) follicles (follicle activation) in the ovary during sexual maturation. To understand the mechanisms underlying follicle activation and therefore puberty onset, we undertook this transcriptomic study to investigate gene expression profiles in the event. Our analysis revealed a total of 2,027 up-regulated and 859 down-regulated genes during the PG-PV transition. Gene Ontology (GO) analysis showed that in addition to basic cellular functions such as gene transcription, cell differentiation, and cell migration, other biological processes such as steroidogenesis, cell signaling and angiogenesis were also enriched in up-regulated genes; by comparison, some processes were down-regulated including piRNA metabolism, gene silencing and proteolysis. Further Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis identified a variety of signaling pathways that might play pivotal roles in PG-PV transition, including MAPK, TGF-β, Hedgehog, FoxO, VEGF, Jak-STAT, and phosphatidylinositol signaling pathways. Other pathways of particular interest included endocytosis and glycosaminoglycan biosynthesis. We also analyzed expression changes of genes expressed in different compartments viz. oocytes and follicle cells. Interestingly, most oocyte-specific genes remained unchanged in expression during follicle activation whereas a great number of genes specifically expressed in the follicle cells showed significant changes in expression. Overall, this study reported a comprehensive analysis for genes, biological processes and pathways involved in follicle activation, which also marks female puberty onset in the zebrafish when occurring for the first time in sexual maturation.

## Introduction

In each mammalian ovarian cycle, a limited number of primordial follicles are recruited to undergo a gonadotropin-independent growth phase (primary and secondary follicles) leading to antral formation (initial recruitment). This is followed by gonadotropin-dependent selection toward formation of pre-ovulatory follicles (cyclic recruitment) (1). As a critical stage of ovarian folliculogenesis, follicle recruitment or activation has been extensively studied in different mammalian models. Despite this, our understanding of the event and its controlling mechanisms is still limited (2), partly due to the limited supply of early follicles for study.

Similar to that in mammals, the process of folliculogenesis in fish has also been divided into gonadotropin-independent stage (primary growth, PG) and gonadotropin-dependent stage (secondary growth, SG), which are equivalent to preantral and antral stages in mammals respectively (3), although this view has recently been revised by emerging genetic data (4). During fish life cycle, the first transition from PG to SG in the ovary is considered an early visible marker for puberty onset or activation of the hypothalamic-pituitary-gonad (HPG) axis in females (5–7). Although the PG-SG transition has been described in many fish species, the mechanisms that control this important developmental event remain poorly understood. Studies in different fish species have provided lines of evidence for roles of pituitary hormones especially gonadotropins (FSH and LH), gonadal steroids and growth factors in regulating the event. A classical experiment of hypophysectomy in the goldfish showed an arrest of folliculogenesis at the transition from PG to previtellogenic (PV, the beginning of SG with cortical alveoli) stage without pituitary, strongly suggesting important roles for pituitary hormones in controlling follicle activation (8). This idea has been supported by studies in other species. For example, PG follicle growth and PG-PV transition in salmons were associated with increased plasma FSH level and gonadal FSH receptor expression (9, 10). Similar results have also been reported in the zebrafish (11, 12). Our recent study in the zebrafish using gene knockout approach provided further genetic evidence for the importance of gonadotropin signaling, especially FSH-FSHR pathway in controlling follicle activation (4, 13). In addition to pituitary gonadotropins, gonadal steroids especially androgens have also been implicated in regulating early follicle growth and possibly activation as well. In the shortfinned eel (*Anguilla australis*), treatment with fish-specific androgen 11-ketotestosterone (11-KT) significantly promoted the growth of PG follicles *in vitro* (14) and PG-PV transition *in vivo* (15). Similar results have also been reported in the Atlantic cod (*Gadus morhua* L.) (16, 17). Recent *in vitro* studies in the coho salmon (*Oncorhynchus kisutch*) confirmed the stimulatory effect of 11-KT on PG follicles and their transition to PV follicles. Interestingly, these studies provided evidence for sequential roles of androgens and estrogens in early follicle development. Androgens [11-KT and testosterone (T)] but not estrogens (E2) promoted the growth of PG follicles and their transition to PV stage; however, E2 exhibited strong stimulatory effect on the development of PV follicles after the transition (18, 19). Evidence has also accumulated for roles of growth factors in controlling early folliculogenesis. Both IGF-I and II increased their plasma levels during PG-PV transition together with FSH and E2 (10). In agreement with this, IGF-I, but not insulin and leptin, increased the size of eel PG follicles *in vitro* (14).

As a daily spawner with continual development of ovarian follicles, the zebrafish has become a popular model for studying follicle development and its controlling mechanism (20). In a recent study, we demonstrated that the female zebrafish entered puberty when the first cohort of PV follicles appeared in the ovary. This happened when the body weight reached 100 mg or standard body length above 1.8 cm, suggesting a role for the somatotrophic or growth axis in activating the reproductive axis (7), similar to the situation in salmons (10) and mammals (21). By using candidate gene approach, a variety of genes especially growth factors and their receptors have been shown to display differential expression patterns during the PG-PV transition in zebrafish, including activin-inhibin-follistatin family (22, 23), transforming growth factor β (TGF-β) family (24), bone morphogenetic protein (BMP) family (25–28), epidermal growth factor (EGF) family (29–31), insulin-like growth factor (IGF) family (32–34), Kit family (35), and anti-Müllerian hormone (AMH) (36). The candidate gene approach has recently been boosted by the emergence of powerful genome editing technologies such as TALEN and CRISPR/Cas9. An increasing number of genes have been analyzed for their functions in early folliculogenesis in fish models. For example, disruption of oocyte-specific transcription factor *figla* in zebrafish (37) and ovarian aromatase (*cyp19a1a*) in zebrafish (28, 38, 39), medaka (40) and tilapia (41) blocked early folliculogenesis and induced female-to-male sex reversal. In addition, inactivation of *foxl2a/b* in zebrafish (42) and tilapia (41), *sf1* in tilapia (43), *foxl3* in medaka (44), and *bmp15* in zebrafish (28) all resulted in female-to-male sex reversal. Interestingly, the loss of *fshr* in female zebrafish caused complete failure of follicle activation or PG-PV transition followed by sex reversal to males (4, 45).

While the candidate target gene approach is still the major form of study for gene functions in folliculogenesis, there has been an increasing number of studies using high-throughput approaches such as transcriptomics using either microarray or next generation sequencing (NGS)-based RNA sequencing (RNA-seq) to investigate differentially expressed genes (DEGs) and regulatory networks. In humans, thousands of genes were shown by microarray analysis to be differentially expressed between mature oocytes and the somatic tissues (46). Similar approach also revealed hundreds of DEGs between the cumulus granulosa cells and the granulosa cells in the follicular fluid (47). Similar transcriptome studies have also been performed in a variety of mammalian species on temporal expression profiles at different stages of folliculogenesis, including bovine follicles of different sizes (48), primary and secondary follicles in sheep (49), secondary and early antral (tertiary) follicles in the goat (50), three different stages of antral follicles (small, medium and large) in the pig (51), and unassembled, primordial and primary follicles in the rat (2). In contrast to mammalian models, similar studies are limited in non-mammalian species. In the pigeon, pre-ovulatory and post-ovulatory ovaries were analyzed for transcriptomes, and more than 400 DEGs were identified (52). In teleosts, a few studies on ovarian transcriptomes have been reported using subtractive hybridization, serial analysis of gene expression (SAGE), microarray, or RNA-seq. In the flatfish, microarray analysis on three stages of follicle development, i.e., oocyte growth (vitellogenesis), maturation and follicle atresia, identified 118 DEGs (53). In the rainbow trout, three stages of precocious ovaries were analyzed for DEGs as compared to normal ovary by subtractive hybridization and microarray (54). A recent RNA-seq study in the common carp examined gene expression profiles at three stages of ovarian development, namely undifferentiated gonads, immature juvenile ovary and mature adult ovary, with a large number of DEGs assigned to biological processes related to reproduction (55). In the zebrafish, an early study used SAGE to analyze the transcriptome of full-grown follicles and compared it with similar transcriptomes of other vertebrate species (56). Despite these studies, there is a lack of transcriptome analysis on early folliculogenesis, which is critical for understanding the underlying mechanisms controlling follicle activation and therefore puberty onset. Using subtractive hybridization, a study in the coho salmon compared PG (perinucleolar stage) and PV follicles (early stage of SG with cortical alveoli) with the aim to identify DEGs between the two stages in early folliculogenesis. Some differentially expressed genes were identified, including zona pellucida glycoprotein (*zp*) genes, vitellogenin receptors (*vldlr*), anti-Müllerian hormone (*amh*), gonadal soma-derived growth factor (*gsdf* ), and follicle-stimulating hormone receptor (*fshr*) (57). Also in the coho salmon, a recent study demonstrated significant changes in ovarian transcriptome in response to 11-KT, which stimulates PG-PV transition. The DEGs identified included those involved in gonadotropin, steroid and growth factor signaling (19).

Using zebrafish as the model, we undertook this transcriptomic study to analyze gene expression profiles during follicle activation/recruitment or PG-PV transition by NGS-based RNA-seq. This high-throughput approach of gene expression analysis promises to provide us a comprehensive and global view on genes and regulatory networks or pathways involved in follicle recruitment or activation. The data obtained from the present study together with the availability of genome editing technologies in the zebrafish will make this species an excellent platform for studying gene functions in ovarian folliculogenesis.

## Materials and methods

### Animals

The wild type zebrafish (*Danio rerio*) of AB strain was used in this study. The fish were maintained in the ZebTEC multilinking rack system (Tecniplast; Buguggiate, Italy) under an artificial photoperiod of 14 h light:10 h dark. The temperature, pH and conductivity of the system were 28 ± 1C°, 7.5 and 400 μS/cm, respectively. The fish were fed with paramecia, brine shrimp, and Otohime fish diet (Marubeni Nisshin Feed, Tokyo, Japan) twice a day during larval, juvenile and adult stages, respectively.

All experiments were performed under a license from the Government of the Macau Special Administrative Region (SAR), and approved by the Animal Experimentation Ethics Committee of the University of Macau.

### Histological examination

For histological examination, the dissected ovarian samples were immediately fixed in Bouin's solution overnight at room temperature. The fixed samples were dehydrated and embedded in paraffin according to our previous report (6), and then serially cut into 7-μm sections on a microtome (Leica, Wetzlar, Germany). Slides were stained with hematoxylin and eosin (H&E), followed by observation and photographing on Nikon ECLIPSE Ni-U microscope (Nikon, Tokyo, Japan).

### Follicle isolation and RNA preparation

Zebrafish were anesthetized by ice shock and decapitated before dissection. Before follicle isolation, ovaries were carefully removed from three female zebrafish and placed in a 100-mm Petri dish containing 60% Leibovitz L-15 medium (Gibco Invitrogen, Carlsbad, CA). Fat tissue and ligaments surrounding the ovaries were stripped off using a BD Microlance 26G needle (BD, San Diego, CA). To separate follicles, a transfer pipette (JET Biofil, Guangzhou, China) was used to pipet ovarian fragments up and down a few times, followed by further pipetting with a BD 23G needle for a few times. After separation of follicles, the PG (<100 μm) and PV follicles (~180–250 μm) were isolated by filtering through sieves with different pore sizes, including 100 μm (SPL Lifesciences, Waunakee, WI), 180 and 250 μm (Jiu Feng, Heng Shui, China). The PG follicles that passed through the 100 μm sieve were collected by centrifugation at 3,000 rpm for 2 min, and the PV follicles retained between 180 and 250 μm were collected also by centrifugation. The PG and PV follicles were washed twice with 1 X PBS. In total, nine zebrafish were used and divided into three groups (3 fish per group) for follicle isolation and RNA preparation (*n* = 3). The entire process of ovary dissection, follicle isolation and washing was finished within 1–1.5 h to minimize changes of gene expression *in vitro*. Total RNA from PG and PV follicles of each group was extracted using Tri-Reagent (Molecular Research Center, Cincinnati, OH) according to the protocol of the manufacturer and our previous report (58). The RNA was then treated with DNase for 10 min at 37°C to remove genomic DNA [10 μg RNA in 100 μl reaction buffer with 2U DNase I from NEB (Ipswich, MA)] followed by phenol-chloroform extraction and ethanol precipitation.

### RNA sequencing and differential expression analysis

For RNA library construction, the integrity of the RNA samples was first analyzed on the Bioanalyser 2100 (Agilent, Stockport, UK). RNA libraries were prepared using the NEBNext Ultra Directional RNA Library Prep Kit (NEB) and sequenced on the HiSeq 2500 Sequencing System (Illumina, San Diego, CA) with 100-bp paired end reads. FastQC (v0.11.5) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used for quality checking of the raw fastq data. These raw reads were aligned against zebrafish reference genome (assembly GRCz10) using TopHat2 (v2.1.1) (https://ccb.jhu.edu/software/tophat/manual.shtml) (59) with default parameters. StringTie (v1.3.3b) (https://ccb.jhu.edu/software/stringtie/index.shtml) (60, 61) and prepDE.py Python script provided with StringTie tool were used to assemble the alignments into transcripts and extract the raw read counts for reference genomic features respectively. The read count matrix was processed by DeSeq2 package (v1.16.1) (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) (62) for differential gene expression analysis. Genes with *p*-values <= 0.05 and log2 (fold change) >= 1 were considered as differentially expressed genes (DEGs) with statistical significance.

The transcriptome data analysis was performed at the Genomics and Bioinformatics Core (Faculty of Health Sciences, University of Macau), and all the raw data were submitted to NCBI GEO database with accession number GSE99308.

### Functional enrichment analysis

Significant DEGs were subject to GO and KEGG pathway enrichment analysis using online resource DAVID (v6.8) (63). GO terms and KEGG pathways with *p*-values < 0.05 were considered significantly enriched. DEGs with significant Log2 (fold change) were mapped onto the enriched KEGG pathway maps using Pathview package (v1.16.5) (http://bioconductor.org/packages/release/bioc/html/pathview.html) (64).

### Reverse transcription and real-time quantitative PCR (RT-qPCR)

Reverse transcription was performed at 37°C for 2 h in a total volume of 10 μl reaction solution containing 3 μg RNA, 0.5 μg oligo (dT), 1X MMLV RT buffer, 0.5 mM each dNTP, 0.1 mM dithiothreitol, and 100 U M-MLV reverse transcriptase (Invitrogen, Carlsbad, CA). To validate the RNA-seq data, we determined the expression levels of some selected genes by RT-qPCR in both PG and PV follicles, including *fshr, cyp19a1a, inha, inhbaa, notch3, amh, gadd45ga, lpl, march4, ube2ql1, zp2.1*, and *zp2.5*. The expression levels were normalized to that of the housekeeping gene *ef1a*. The standard for each gene was prepared by PCR amplification of cDNA fragments with specific primers (Supplemental Table 1). After purification from the gel, the amplicons were quantitated by electrophoresis along with O'GeneRuler DNA Ladder Mix (Thermo Scientific, Waltham, MA), and the copy number of DNA molecule was calculated. The real-time qPCR assay was performed on the CFX96 Real-time PCR Detection System (Bio-Rad, Hercules, CA) and repeated twice.

### Data analysis

The mRNA level of each target gene was normalized to the internal control *ef1a*. All values were expressed as the mean ± SEM (*n* = 3), and the data were analyzed by *t*-test using Prism 6 on Macintosh OS X (GraphPad Software, San Diego, CA).

## Results

### Differential gene expression profiles in PG and PV follicles

The PG and PV follicles were isolated as described. The PG follicles were small and transparent with diameters less than 100 μm, whereas the PV follicles were much larger and less transparent. The PV follicles collected for analysis ranged from 180 to 250 μm in diameter. In histological sections, the PV follicles were bigger with numerous cortical alveoli in the oocytes and a continual layer of follicle cells surrounding the oocyte (Figure 1). 

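The expression data came from 6 libraries, 3 of PG follicles and 3 of PV follicles, each prepared from the pooled ovaries of 3 fish. PG follicles had passed a 100 μm sieve and PV follicles were retained between 180 and 250 μm. The authors deposited the number of reads assigned to each of 31540 Ensembl genes of the GRCz10 assembly in each library, without normalization, together with the same counts divided by 1 size factor per library. They had aligned the reads with TopHat2 and extracted the counts with StringTie and its prepDE script, which converts the coverage of each gene into a read number. The counts summed to between 14492086 and 36603108 per library, with a median of 29043424 in PG follicles and 22536756 in PV follicles. The smallest share that 3 counts can show was 2.07e-05% of a library in PG replicate 3, which had the fewest counts. This limit covers counting error alone, since the methods describe no molecular identifiers. The 10 genes with the most counts took between 6.62% and 6.81% of each PG library and between 3.24% and 3.94% of each PV library. The counts were normalized by the TMM method of edgeR and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a model with stage as its factor, on the 15899 genes that passed edgeR's expression filter. A gene was taken as a DEG at an adjusted p of 0.05 or less and a log2 fold change of at least 1 in either direction, and a positive log2 fold change means a higher level in PV follicles. Gene symbols were taken from the paper's supplementary table and figures, which name 4816 of the genes. Across the 12241 genes with a mean normalized count of at least 50, the log2 values of libraries of the same stage had correlations across genes between 0.98 and 0.992, and those of different stages between 0.897 and 0.927. Genes are not independent replicates, so no p-value is attached to these correlations.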

Sequence analysis of mRNAs from PG and PV follicles showed that on average 84% reads were aligned to the zebrafish reference genome. 

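Of the 15899 genes tested, 3054 passed both thresholds, which is 19.2% of them. Another 6889 genes had an adjusted p of 0.05 or less with a log2 fold change of less than 1 in size. Only 389 genes had a log2 fold change of at least 1 in size with an adjusted p above 0.05, and 5567 genes passed neither threshold. The replicates were close to each other, with a biological coefficient of variation of 8.4% in the edgeR model, and 62.5% of the tested genes passed the adjusted p.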

The DEGs between PG and PV follicles are shown in four groups in the Volcano plot based on log2(fold change) and *q*-value (Benjamini-Hochberg adjusted *p*-value) [-log10(*q*-value)]: (1) significant for both fold change and *q*-value, (2) significant for fold change but nonsignificant for *q*-value, (3) nonsignificant for fold change but significant for *q*-value, and (4) nonsignificant for both fold change and *q*-value (Figure 2A). 

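In total, 2105 genes were higher and 949 genes were lower in PV follicles by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that 68.9% of the DEGs were higher in PV. The median log2 fold change was 1.70 among the former and -1.41 among the latter, while the median over all tested genes was 0.03. PG and PV follicles were isolated from the same groups of fish, so the model was also fitted with the replicate number as a block. With the block, 1983 genes were higher and 860 were lower, of which 1944 and 843 were also called without it. The deviations of same-numbered PG and PV libraries from their stage means had a mean correlation across genes of -0.01, against 0.00417 for libraries with different numbers. Of the scalings tried, the library total moved the counts most. With each library scaled by its total alone, 3664 genes were higher and 415 lower, a share of 89.8% higher, and the median log2 fold change of all genes shifted by 0.42. Scaling by the genes that the paper lists as specific to the oocyte gave 2503 genes higher and 731 lower, a share of 77.4%, with a shift of 0.12.

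**Figure D1:**
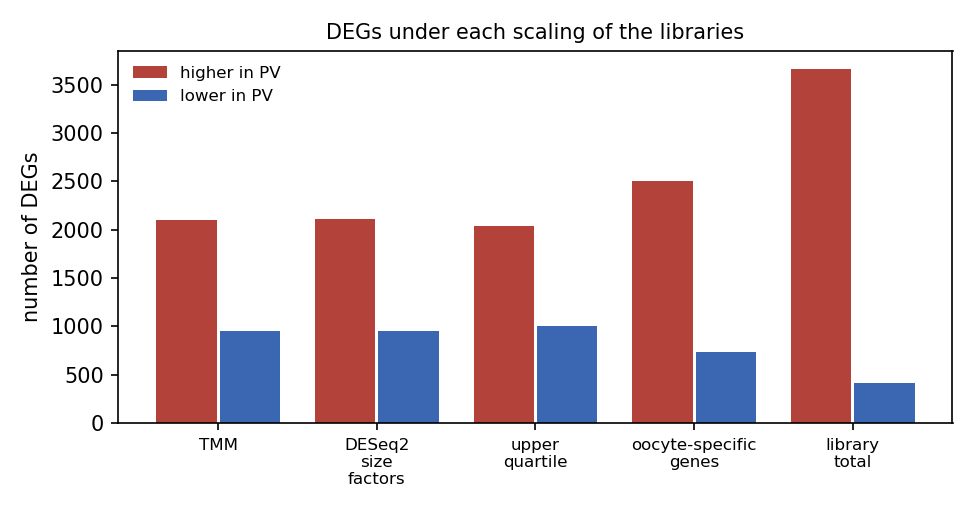
Number of DEGs (y axis) that were higher (red bars) or lower (blue bars) in PV follicles, under 5 scalings of the 6 libraries (x axis). More genes were higher than lower under each scaling, with 2105 against 949 under TMM and 3664 against 415 under the library total.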

A large number of genes showed significant differential expression between the two stages (Figure 2B). To confirm the RNA-seq result, we evaluated 6 up-regulated genes (*cyp19a1a, fshr, inha, inhbaa, notch3*, and *amh*) and 6 down-regulated genes (*gadd45ga, lpl, march4, ube2ql1, zp2.1*, and *zp2.5*) (marked in Figure 2A) using RT-qPCR. 

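In the sequencing data, all 12 genes were DEGs in the directions given above, and for each of them the 3 PG values lay apart from the 3 PV values. The largest rise was in amh (ENSDARG00000014357), which had 0.95 ± 1.65 normalized counts (SD, n = 3) in PG follicles and 88.2 ± 15.5 (SD, n = 3) in PV follicles, a log2 fold change of 5.98 (standard error 0.57, adjusted p = 9.05e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 PG counts of it were in 1 library, so the fit without that library gives no size for the rise, and the lowest log2 fold change with a library left out was 5.37. The log2 fold change was 4.66 for fshr (ENSDARG00000071494), 4.55 for inhbaa (ENSDARG00000012671), 4.07 for notch3 (ENSDARG00000052139), 3.94 for cyp19a1a (ENSDARG00000041348) and 2.90 for inha (ENSDARG00000052433). Among the genes that fell, lpl (ENSDARG00000098720) had 74.2 ± 24.5 normalized counts (SD, n = 3) in PG and 3.82 ± 4.54 (SD, n = 3) in PV follicles, a log2 fold change of -4.44 with the largest standard error of the fallen genes, 0.67. The log2 fold change was -2.54 for gadd45ga (ENSDARG00000019417), -2.31 for march4 (ENSDARG00000055839), -1.64 for ube2ql1 (ENSDARG00000079276), -1.59 for zp2.5 (ENSDARG00000086522) and -1.52 for zp2.1 (ENSDARG00000086352). The primer table of the paper gives the same primers for zp2.1 and zp2.5, and where these genes share sequence the counting could have split reads between them. The identifiers are those the supplementary table lists under these symbols. The accession that the primer table gives for march4 belongs to marchf4b in RefSeq, while the supplementary table's gene is marchf4a, and the accession it gives for notch3 belongs to hoxa11a. The accessions it gives for lpl, inha and amh had no match in RefSeq, so these genes could not be compared. RefSeq names the supplementary table's lpl gene LOC101884800. The largest adjusted p of the 12 genes was 0.000225 over all tested genes, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5.98e-05 when adjusted over these genes alone. With the replicate number as a block, the largest was 0.00202 over all genes.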

The result showed that all these genes exhibited significant difference in their expression between PG and PV stages, fully agreeing with the RNA-seq result (Figure 3).

**Figure 1:**
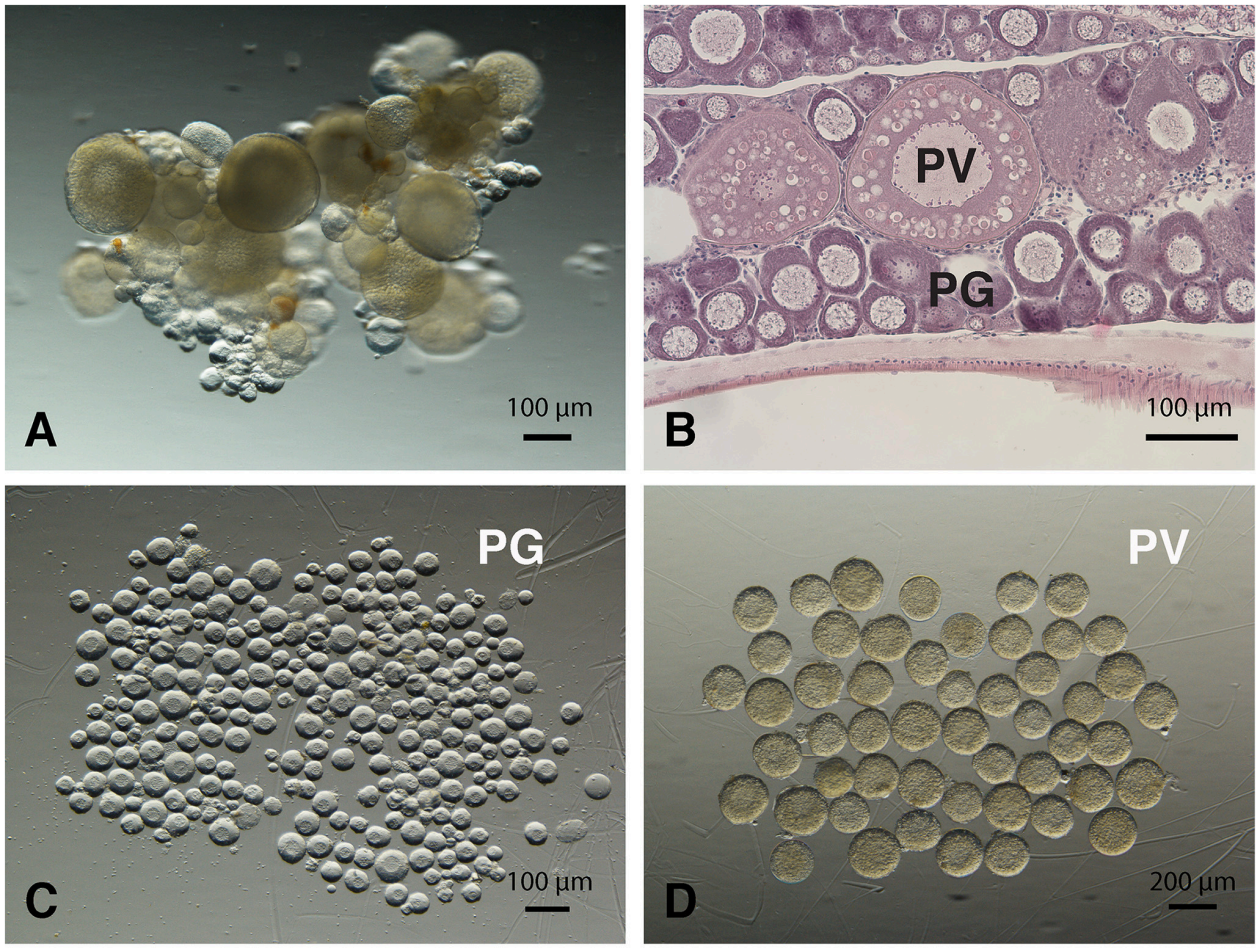
Morphology of zebrafish PG and PV follicles. **(A)** Ovarian fragments with PG and PV follicles. **(B)** Histological morphology of PG and PV follicles. **(C)** Isolated PG follicles (< 100 μm in diameter). **(D)** Isolated PV follicles (180 to 250 μm in diameter).

**Figure 2:**
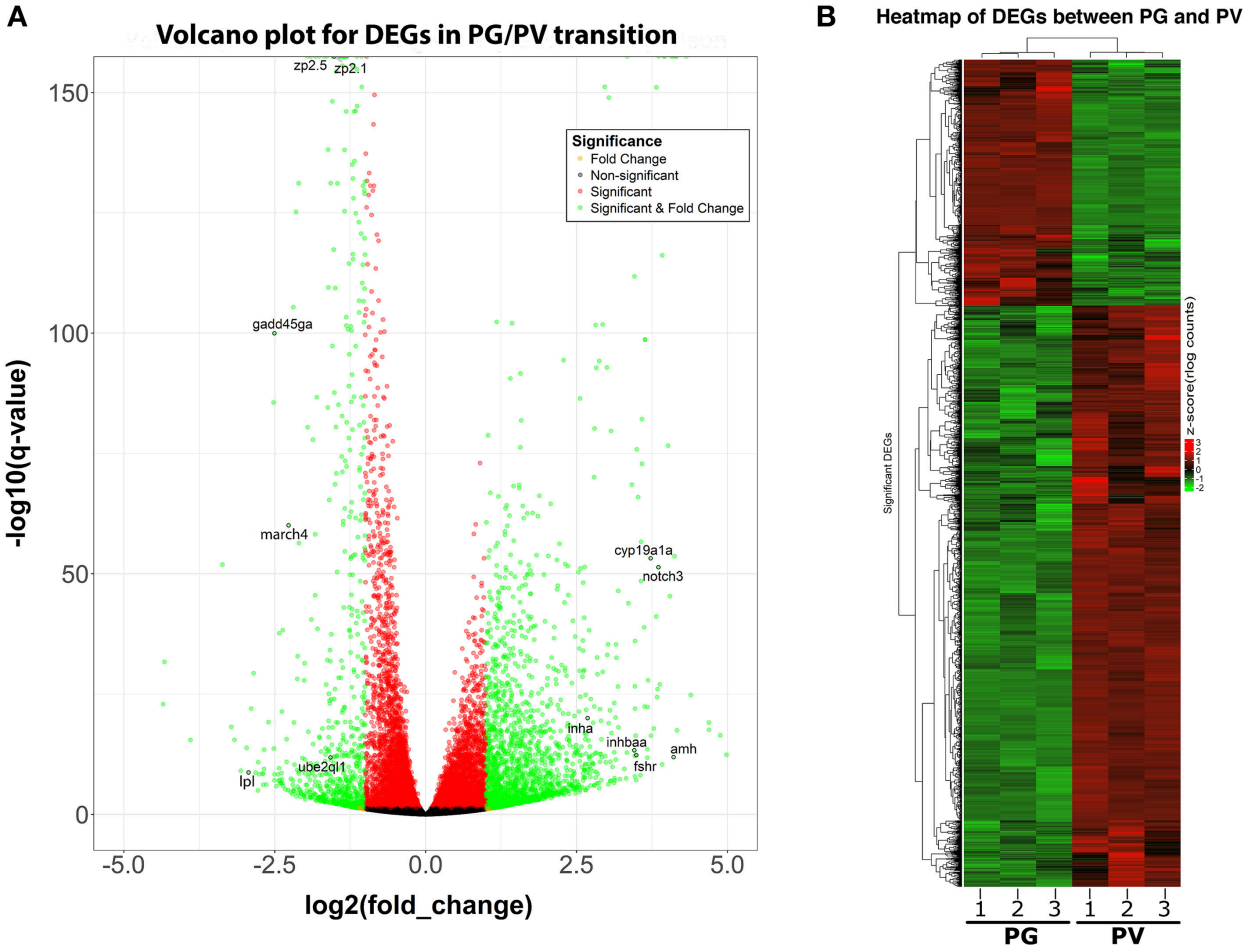
Volcano plot and heatmap for DEGs between PG and PV follicles. **(A)** Volcano plot for DGEs in PG/PV transition, showing distribution of significance [-log10(*q*-value)] vs. fold change [log2(fold change)] for all genes. The genes selected for qPCR validation are highlighted with black circles and gene symbols marked, including 6 down-regulated and 6 up-regulated genes. Genes in green are significant DEGs [*q*-value < = 0.05 and log2(fold change) > = 1]. **(B)** Heatmap of significant DGEs between PG and PV stage. Regularized log transformed (rlog) count matrix was generated using DeSeq2 package. Significant DEGs were used to plot the heatmap of rlog counts.

**Figure 3:**
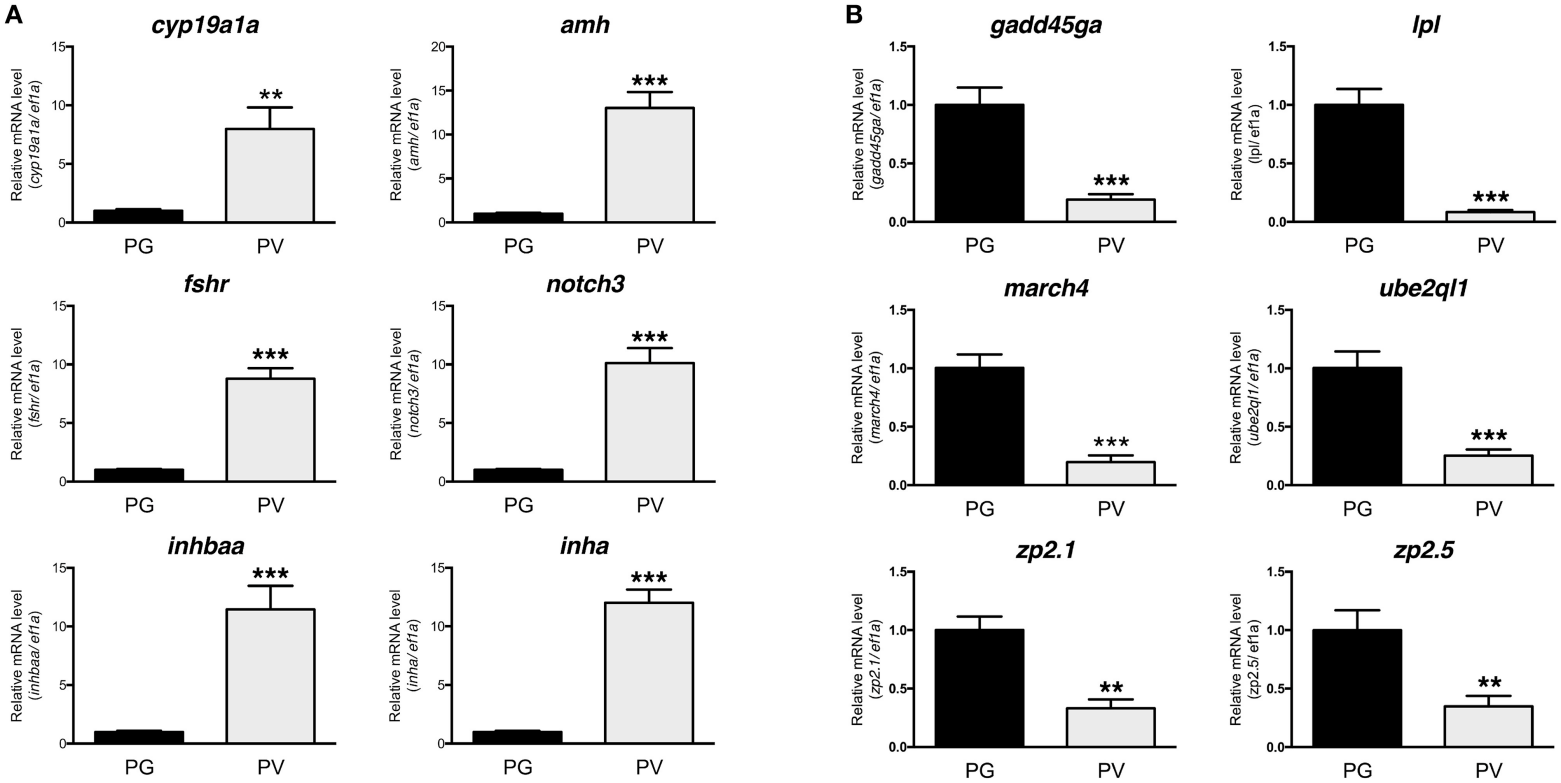
Validation of RNA-seq data by real-time qPCR on 12 significant DEGs highlighted in the Volcano plot, including 6 up-regulated and 6 down-regulated DEGs. **(A)** Up-regulated DGEs (PG vs. PV): *cyp19a1a, amh, fshr, notch3, inhbaa*, and *inha*. **(B)** Down-regulated DGEs (PG vs. PV): *gadd45ga, lpl, march4, ube2ql1, zp2.1*, and *zp2.5*. All the selected DGEs showed the same expression pattern in both RNA-seq and qPCR analyses. **P < 0.01; ***P < 0.001.

To classify the genes expressed in PG and PV follicles, including total expressed genes and DEGs (both up- and down-regulated genes), we generated the Venn diagram by an online software (http://bioinformatics.psb.ugent.be/webtools/Venn/). 

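With a gene taken as detected when at least 1 of the 3 libraries of a stage held at least 1 count of it, 23059 genes were detected. Of these, 19826 were detected in both stages, 1337 in PG follicles only and 1896 in PV follicles only. Among the genes detected in both stages, 16811 were not DEGs. For the genes seen in 1 stage only, the counts summed over the 3 libraries had a median of 3 for the PG-only genes and of 3 for the PV-only genes, with the highest at 605 and 135, and 75.4% of the PG-only genes and 64.8% of the PV-only genes were seen in 1 library. Of the PG-only genes 2 were DEGs, and of the PV-only genes 37. At this depth a gene with a few counts cannot be called absent from the other stage. The detection rule moved the PG-only number most, to 666 genes when at least 1 count was required in all 3 libraries. Under that rule a gene missing from 1 PV library counts as not detected in PV, so most of the 666 genes had some PV counts. Of the 1337 PG-only genes, 60 had counts in all 3 PG libraries.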

In total, 20,173 genes were detected with 17,074 expressed in both PG and PV follicles, and 1,313 and 1,786 detected in PG and PV only respectively. Among the genes expressed in both stages, 1,917 and 835 genes were up- and down-regulated in PV follicles respectively with statistical significance in both fold change and *q*-value. 

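Among the 19826 genes detected in both stages here, 2068 were higher and 947 were lower in PV follicles in the edgeR model. Of the 1998 up-regulated genes that could be read from the paper's supplementary table, 1866 were also called higher here, and of its 859 down-regulated genes, 790 were also called lower. Another 127 of the up-regulated and 69 of the down-regulated genes did not pass the expression filter and were not tested. No gene was called in opposite directions.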

For 1,786 genes specifically expressed at PV stage, 110 showed significance in in both fold change and *q*-value whereas 24 PG-specific down-regulated genes showed significance (Figure 4A; for details see Supplemental Table 2). 

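In the edgeR model, 37 PV-only genes were called higher and 2 PG-only genes were called lower. The expression filter left only 37 PV-only and 2 PG-only genes to test, and each of those was called. DESeq2, which was run without that filter, called 164 PV-only genes with unshrunken fold changes and 110 with shrunken ones.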

All these DEGs with significant change were subject to further GO analysis.

**Figure 4:**
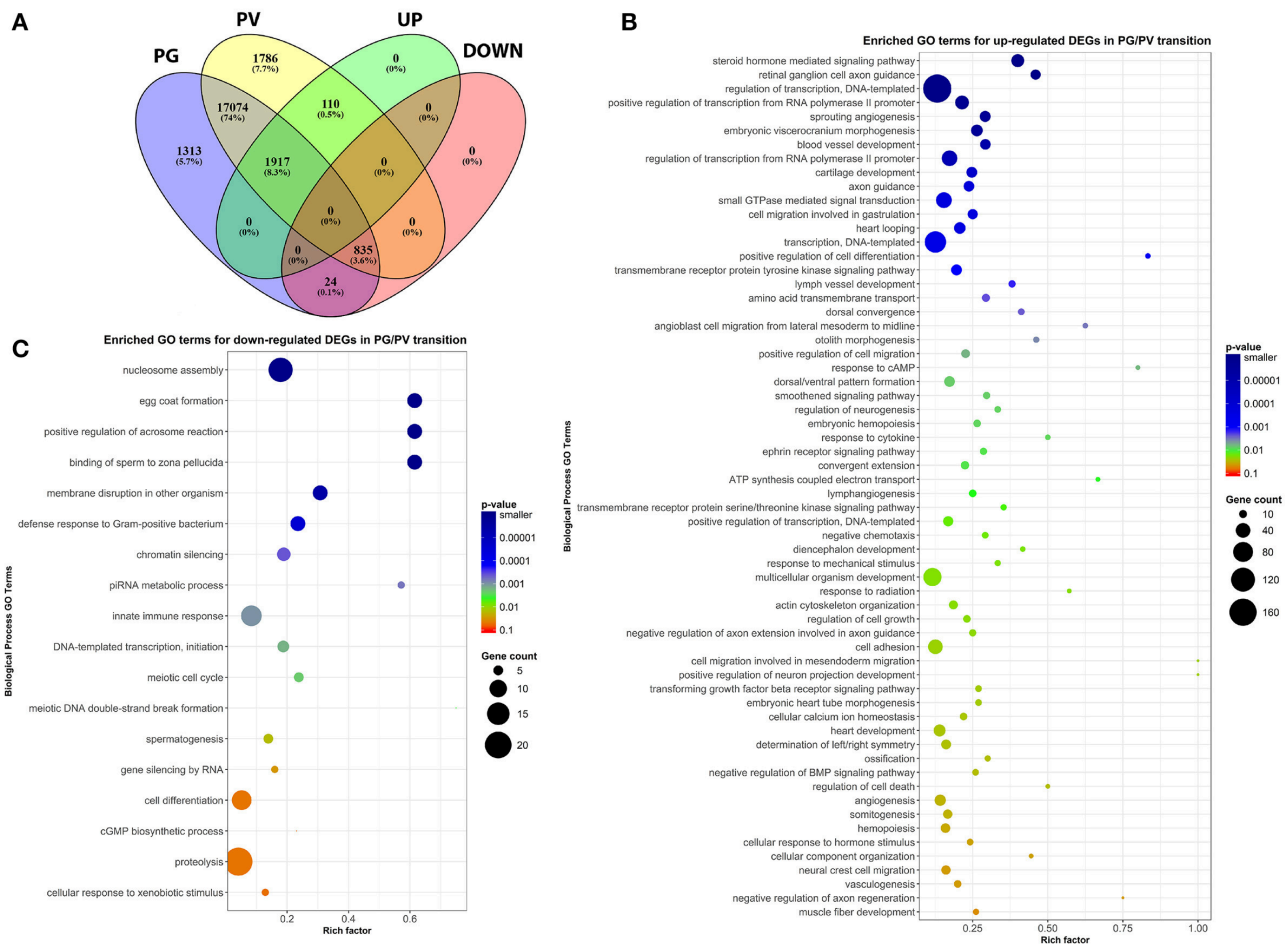
Venn diagram and scatter plots of enriched GO terms for up-regulated and down-regulated DEGs in PG/PV transition. **(A)** Venn diagram showing distribution of significant DEGs in different classes, including groups for expressed genes in PG and PV follicles, and up- and down-regulated gene groups. Among the genes expressed in both PG and PV follicles, 17,074 genes showed no significant difference in expression, and 1,917 and 835 were significantly up- and down-regulated, respectively, from PG to PV stage. A total of 1,786 genes were detected in PV follicles only, and 110 were significantly up-regulated in PG/PV transition. On the other hand, a total of 1,313 genes were detected in PG follicles only, and 24 were significantly down-regulated genes in PG/PV transition. **(B)** Scatter plot for enriched GO terms for up-regulated DEGs in PG/PV transition. **(C)** Scatter plot for enriched GO terms for down-regulated DEGs in PG/PV transition. Rich factor is the ratio of number of DEGs for particular GO term over the number of genes in background for that GO term. The size and color of the circles in scatter plots are scaled with respect to the number of DEGs and *p*-value respectively.

### GO analysis for DEGs in PG and PV follicles

After analysis of gene expression profiles in PG and PV follicles, the DEGs with statistical significance were subject to further GO enrichment analysis, which covered all 2,027 (1917 + 110) up-regulated and 859 (835 + 24) down-regulated genes mentioned above. Among the three GO domains, we focused our analysis on the domain of Biological Process (BP).

The analysis revealed significant enrichment of a large number of GO terms during PG-PV transition. As expected, many GO terms associated with fundamental biological processes were enriched for up-regulated genes during follicle activation, including transcription (e.g., *DNA-templated transcription*), translation (e.g., *amino acid transmembrane transport*), metabolism (e.g., *ATP synthesis coupled electron transport*), and key cellular activities (*cell growth, differentiation, migration, adhesion*, and *death*). In addition, a variety of key signal transduction processes were enhanced, as indicated by the enrichment of up-regulated genes in GO terms associated with *steroid hormone mediated signaling pathway, small GTPase mediated signal transduction, receptor tyrosine kinase signaling pathway, receptor serine/threonine kinase signaling pathway, TGF-*β *receptor signaling pathway, BMP signaling pathway, response to cAMP, response to cytokine, smoothened signaling pathway, ephrine receptor signaling pathway*, and *cellular response to hormone stimulus* (Figure 4B). The up-regulated genes of some of these GO terms and their expression levels are illustrated in Figure 5. 

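Figure 5 lists 85 gene symbols, of which 83 could be paired with an identifier of the count table and 80 passed the expression filter. Of the tested genes, 79 were called higher in PV follicles and none lower, with log2 fold changes from 1.03 to 4.29 and a median of 1.85. The tested gene without a call was scube1 (ENSDARG00000063097), chosen for mention after its value was seen, with a log2 fold change of 1.80 (standard error 0.74, adjusted p = 0.054 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, scube1 was called. The symbols were plotted by the paper because it had called them, so these numbers describe the size of the changes and do not test the list. In the transmembrane receptor tyrosine kinase panel, flt1 (ENSDARG00000019371) rose from 1.49 ± 2.58 to 34.3 ± 9.28 normalized counts (SD, n = 3 each), a log2 fold change of 4.29. All 5 PG counts of flt1 were in 1 library, and its lowest log2 fold change with a library left out was 3.52. The serine/threonine kinase panel was led by tgfbr1b (ENSDARG00000042259), with a log2 fold change of 3.89 and a standard error of 0.88. In the steroid hormone panel, nr2f1a (ENSDARG00000052695) had a log2 fold change of 3.53 and nr1h3 (ENSDARG00000098439), the gene with the highest mean count of the panel, one of 1.12. The TGF-β receptor panel was led by tgfb2l (ENSDARG00000071879) at 3.16 and the BMP panel by rgma (ENSDARG00000012248) at 3.07, both as log2 fold changes. In the former panel, smad6b (ENSDARG00000031763) had a log2 fold change of 2.63 (standard error 0.87). The call for smad6b was lost without PG replicate 2, PG replicate 3, PV replicate 1 or PV replicate 2. The Notch panel held jag1b (ENSDARG00000013168) at 2.92 and hey1 (ENSDARG00000070538) at 2.90. In the estrogen panel, nupr1 (ENSDARG00000094557) had 45.2 ± 0.356 normalized counts in PG and 531 ± 72.1 in PV follicles (SD, n = 3 each), a log2 fold change of 3.56 (standard error 0.14). Over Figures 5 to 7 together, 163 of 164 tested genes were DEGs when adjusted over all genes, 164 when adjusted over the plotted genes alone, and 155 with the replicate number as a block. Testing against a fold change of 2 in place of no change left 96 of them.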

Interestingly, a series of GO terms associated with angiogenesis and vascularization were also up-regulated during follicle activation, including *angiogenesis, sprouting angiogenesis, lymphangiogenesis, lymph vessel development, vasculogenesis*, and *blood vessel development* (Figures 4B, 6). 

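All 67 tested genes of Figure 6 were called higher in PV follicles, out of 69 symbols listed, with a median log2 fold change of 1.74. The median was 1.58 over the 22 genes of the angiogenesis panel, 1.64 over the 20 tested genes for sprouting angiogenesis and 2.65 over the 8 genes for lymph vessel development. The largest change was in has2 (ENSDARG00000036987) of the blood vessel development panel, with 1.49 ± 2.58 normalized counts in PG and 142 ± 16.8 in PV follicles (SD, n = 3 each), a log2 fold change of 6.35 (standard error 0.52, adjusted p = 3.16e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 5 PG counts of has2 were in 1 library, and the lowest log2 fold change with a library left out was 5.53. In the angiogenesis panel, pdgfba (ENSDARG00000086778) rose by a log2 fold change of 3.02 and amotl2a (ENSDARG00000061923), the gene with the highest mean count there, by 1.42. The sprouting angiogenesis panel held vegfab (ENSDARG00000034700) at a log2 fold change of 3.49 and hlx1 (ENSDARG00000009134) at 3.58. In the hypoxia panel, ncam2 (ENSDARG00000017466) was 3.75 higher and arnt2 (ENSDARG00000103697) 1.17 higher on the log2 scale. For cxcl12b (ENSDARG00000055100) of the vasculogenesis panel, the call rested on few counts, at most 5 in a PG and 18 in a PV library, and it was lost in 2 of the 6 fits that each left out 1 library. For bmp2a and runx1, which Figures 5 and 6 list, the PG libraries held 0 counts and the PV libraries 37 and 30, too few to pass the filter. The gene lists do not distinguish vessel cells from follicle cells, since whole follicles were sequenced.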

While a large number of GO terms were up-regulated during PG-PV transition, a number of GO terms were enriched for down-regulated genes, and they are mostly associated with chromatin structure (e.g., *nucleosome assembly* and *chromatin silencing*), egg-sperm interaction (e.g., *egg coat formation, acrosome reaction*, and *sperm binding*), RNA silencing (e.g., *piRNA metabolic process* and *gene silencing by RNA*), meiosis (e.g., *meiotic cell cycle* and *meiotic DNA double-strand break formation*), and *proteolysis* (Figure 4C). The representative GO terms enriched for down-regulated genes and the expression levels of these genes are plotted in Figure 7.

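Each of the 31 tested genes of Figure 7 was called lower in PV follicles, out of 33 symbols. Their log2 fold changes ran from -3.44 to -1.01, with a median of -1.36. In the panel of egg coat formation and sperm binding, the gene ENSDARG00000090768 had the highest mean count, 178697 ± 7197 normalized counts in PG and 65688 ± 526 in PV follicles (SD, n = 3 each), and a log2 fold change of -1.44 (standard error 0.04, adjusted p = 1.65e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest fall of that panel was in si:ch211-67f13.7 (ENSDARG00000077845), with a log2 fold change of -2.14. The others were zpcx (ENSDARG00000059252) at -1.36 and si:ch211-14a17.7 (ENSDARG00000038720) at -1.30 on the log2 scale, together with 3 zp3 genes. Where related genes share sequence, the counting could have split reads between them. Most of these calls depended on the scaling. With each library scaled by its total, where the median of all genes moved by 0.42, all 31 genes of Figure 7 were still lower but 8 were called, 2 of the 7 in the egg coat panel. There the log2 fold change of zpcx was -0.95 and that of si:ch211-14a17.7 was -0.89, and the 3 zp3 genes also lost their calls. Under scaling by the oocyte-specific genes 27 of the 31 were called.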

**Figure 5:**
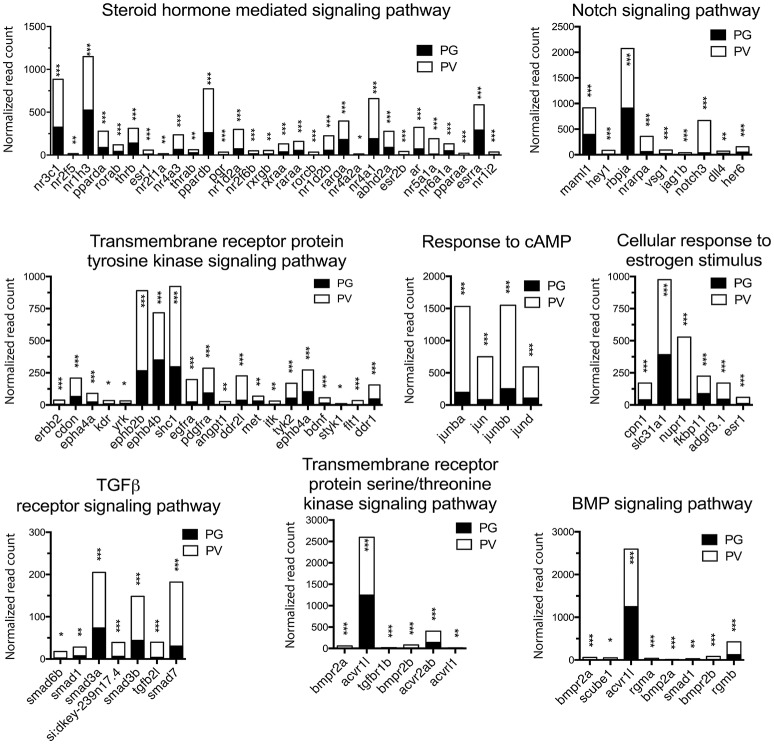
Graphic illustration of expression levels of various DEGs up-regulated in different biological processes related to cell signaling in PV follicles. The GO terms chosen for plotting were those with *P* < 0.1. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 6:**
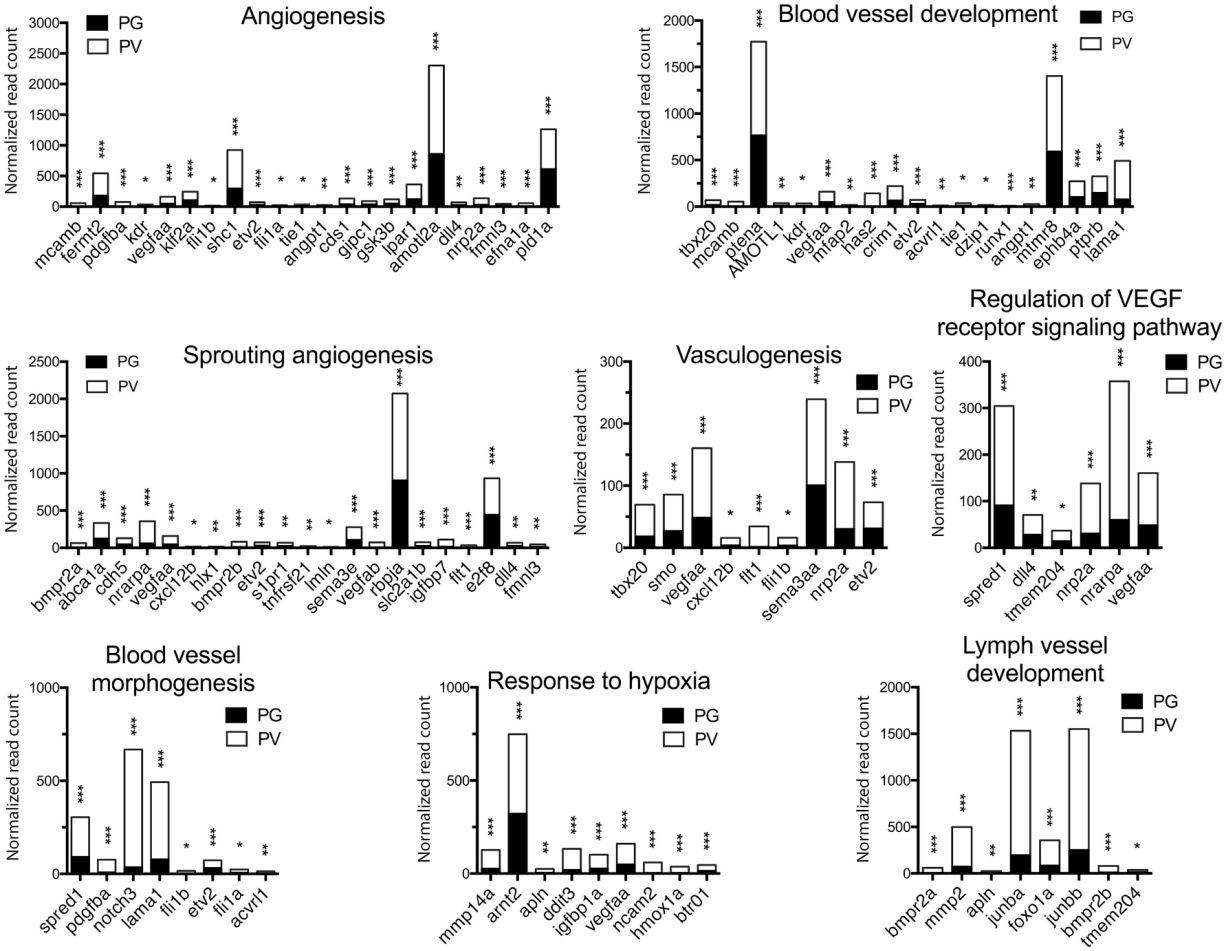
Graphic illustration of expression levels of various DEGs up-regulated in different biological processes related to angiogenesis and blood vessel formation in PV follicles. The GO terms chosen for plotting were those with *P* < 0.1. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 7:**
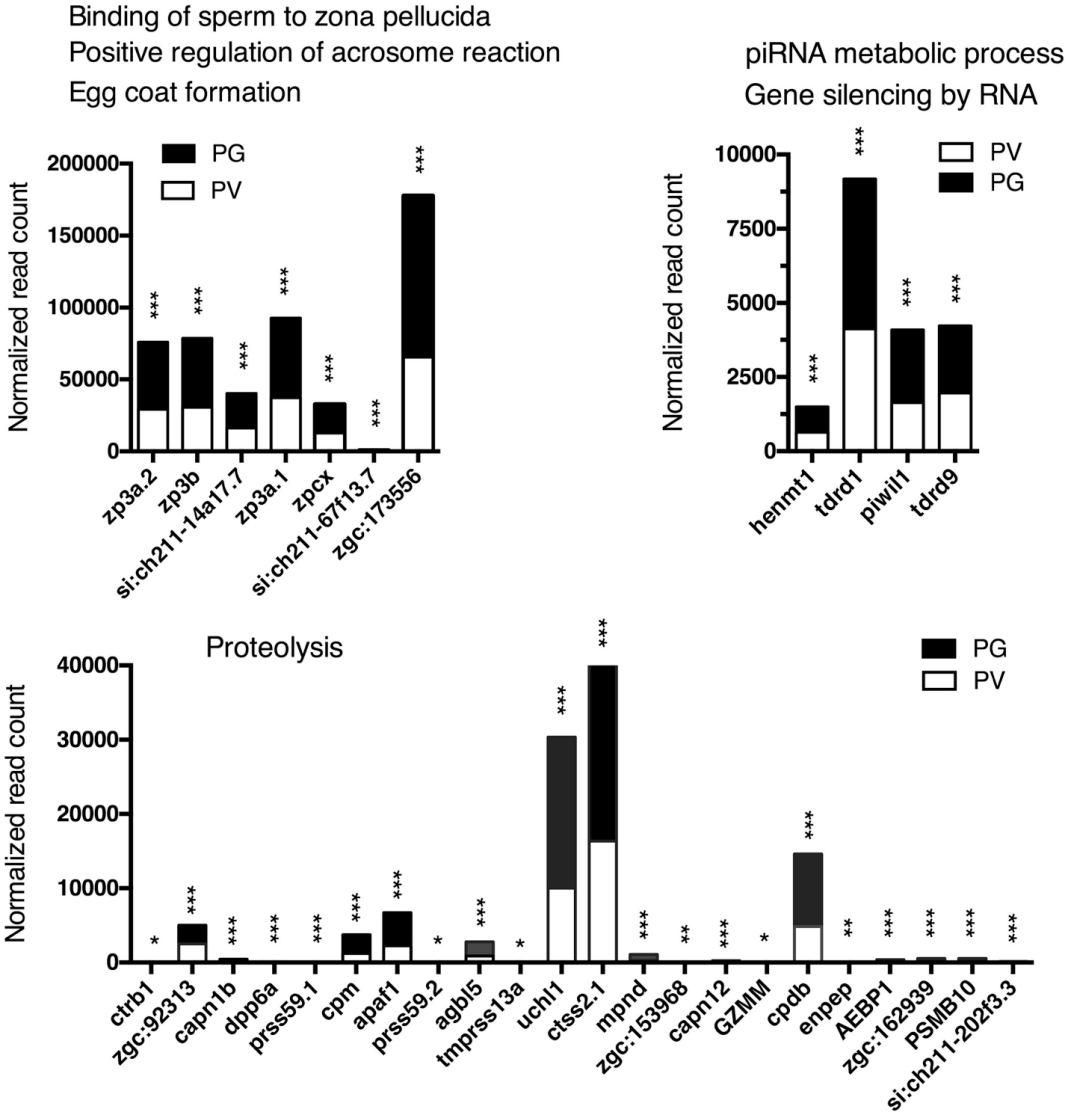
Graphic illustration of expression levels of various DEGs down-regulated in different biological processes related to egg coat formation and egg-sperm interaction, piRNA metabolism and RNA silencing, and proteolysis in PV follicles. The GO terms chosen for plotting were those with *P* < 0.1. *P < 0.05; **P < 0.01; ***P < 0.001.

### Pathway analysis for DEGs in PG and PV follicles

In addition to enrichment analysis for GO terms, we also performed KEGG pathway analysis to identify pathways potentially involved in follicle activation. Nineteen pathways were found to be significantly enriched for genes up-regulated during PG-PV transition (*p* < 0.05). Interestingly, most of these pathways are involved in signal transduction, including phosphatidylinositol signaling pathway, VEGF signaling pathway, hedgehog signaling pathway, FoxO signaling pathway, MAPK signaling pathway, TGF-β signaling pathway, Jak-STAT signaling pathway, ErbB signaling pathway, ECM-receptor interaction and cytokine-cytokine receptor interaction (Figure 8A). 

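The KEGG maps of Supplemental Figure 1 were read for gene labels on 13 of the pathways, and 572 labels were taken down, of which 208 could be paired with an identifier. Of the 190 labelled genes that were tested, 133 were called higher and 20 lower in PV follicles. With the replicate number as a block, 150 of them were called, and under scaling by the library total 140 were called higher and 10 lower. Labels without an identifier were mostly uncoloured on the maps. A comparison of the maps with random gene lists is void, because fewer than 80% of the labels have a value. Among the tested genes with a red label, 131 were called higher and 1 lower. Of the signaling maps, the one for cytokine-cytokine receptor interaction held 22 genes called higher and 5 called lower among 34 tested, and the MAPK map 26 and 5 among 36. The numbers were 16 and 3 among 28 for FoxO, 12 and 1 among 20 for TGF-β, and 11 and 2 among 17 for ErbB. On the phosphatidylinositol map 16 of 17 tested genes were called higher and none lower, and on the hedgehog map 6 of 10. The growth factor gene pdgfaa (ENSDARG00000055505) rose from 2.32 ± 2.16 to 88.6 ± 22 normalized counts (SD, n = 3 each), a log2 fold change of 4.90 (standard error 0.47, adjusted p = 9.87e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the map for ECM-receptor interaction, itga3b (ENSDARG00000012824) had a log2 fold change of 4.00 and lamb1a (ENSDARG00000101209) one of 3.15. The PG libraries held at most 2 counts of itga6a (ENSDARG00000042282), and PV follicles had at least 44-fold more. For fsta (ENSDARG00000052846) of the TGF-β map, PG libraries held no count and the rise was at least 6.4-fold. The hedgehog map held prkacab (ENSDARG00000016809) at a log2 fold change of 2.78 and smo (ENSDARG00000002952) at 1.61. The gene with the highest mean count on the FoxO map, ccnb1 (ENSDARG00000051923), was lower in PV follicles, with a log2 fold change of -1.23. Its call was lost under scaling by the library total, at -0.81. The enrichment of the pathways themselves was not analysed here.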

Several metabolic pathways were also enriched for up-regulated DEGs, including glycerophospholipid metabolism and glycosaminoglycan biosynthesis. 

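On the glycerophospholipid map, 13 of the 16 tested genes were called higher and 2 lower. All 14 red labels of this map but only 2 of its 22 uncoloured labels had an identifier, so these calls do not test the map. Its genes included chpt1 (ENSDARG00000014572), with a log2 fold change of 3.03, and gpcpd1 (ENSDARG00000016011), with 2.38. The fall of lpcat4 (ENSDARG00000035028) was -1.21, its call was lost under scaling by the library total, and the map leaves its label uncoloured. The map for steroid biosynthesis has 17 labels, of which 6 had an identifier, all of them red on the map, so that their being called higher does not test the map. Of these, cyp51 (ENSDARG00000042641) had at most 12 counts in a PG library, and its log2 fold change of 1.96 lost its call in 3 of the 6 fits that each left out 1 library.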

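Of the 72 uncoloured labels on the endocytosis map, 9 had an identifier, so the calls on this map do not test it. Among all its labels, 38 of 103 had an identifier and 37 of the genes were tested. PV follicles had higher levels of 26 of them and lower levels of 3 by both thresholds, and of the latter kind 1 was left under scaling by the library total. The transferrin receptor gene tfr1a (ENSDARG00000101322) rose from 86.6 ± 43.9 to 1058 ± 185 normalized counts (SD, n = 3 each), a log2 fold change of 3.47 (standard error 0.24, adjusted p = 1.03e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of rab5b (ENSDARG00000016059) was 3.00. The gene with the highest mean count on the map, hspa8 (ENSDARG00000068992), had a log2 fold change of -1.11 (standard error 0.04). The call for hspa8 was lost under scaling by the library total or by the oocyte-specific genes, where its log2 fold changes were -0.69 and -0.99.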

Interestingly, a large number of up-regulated genes belonged to the pathway of endocytosis (Figure 8A). Compared with up-regulated pathways, fewer pathways were found to be down-regulated including tight junction and tryptophan metabolism (Figure 8B). The enriched KEGG pathways for both up- and down-regulated genes are shown in the Supplemental Figures 1, 2, respectively.

**Figure 8:**
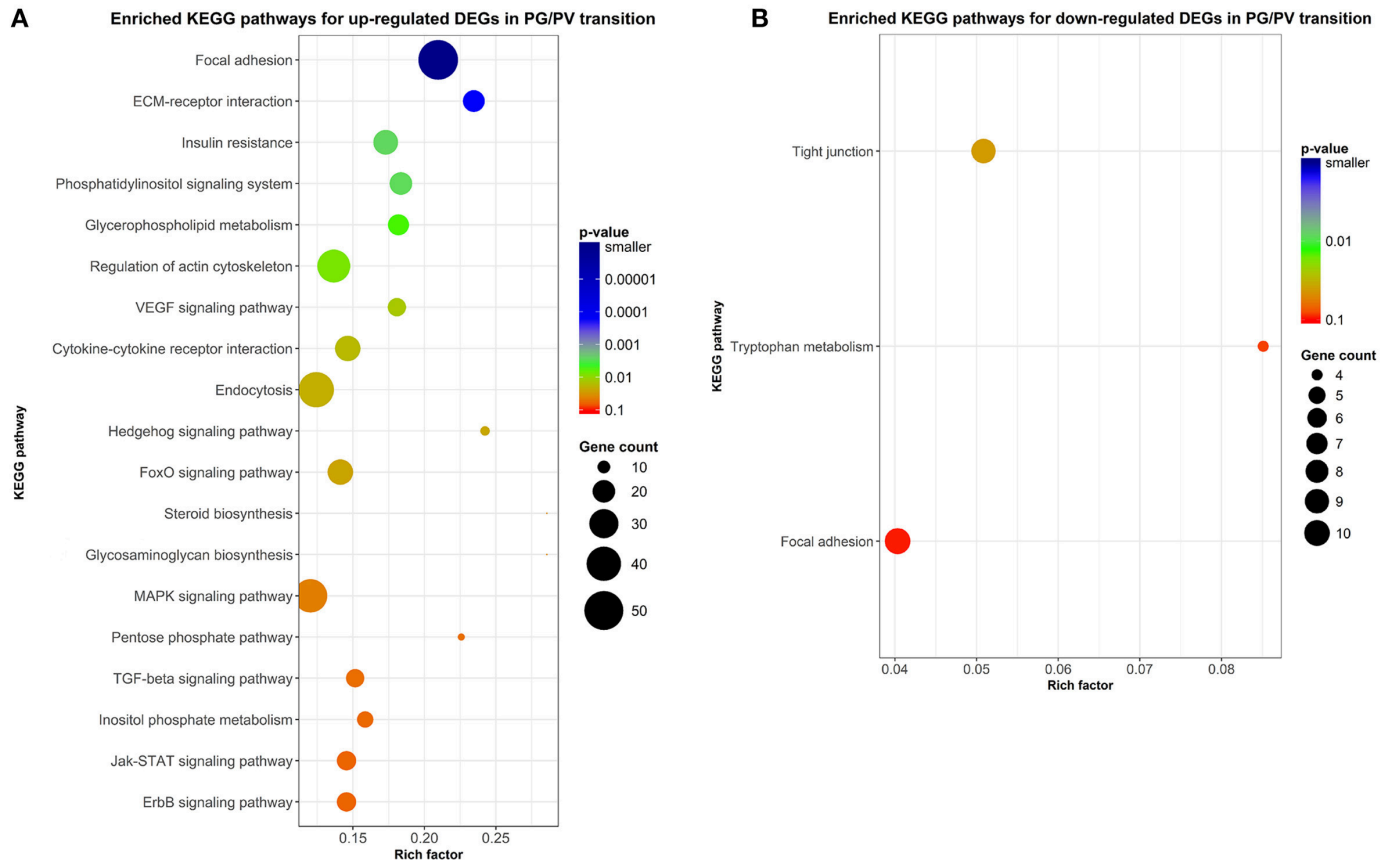
Scatter plots of enriched KEGG pathways. **(A)** Enriched KEGG pathways for up-regulated DEGs in PG/PV transition. **(B)** Enriched KEGG pathways for down-regulated DEGs in PG/PV transition. Rich factor is the ratio of number of DEGs for particular KEGG pathway over the number of genes in background for that KEGG pathway. The size and color of the circles in the plots are scaled with respect to the number of DEGs and *p*-value respectively.

### Expression of oocyte- and follicle cell-specific genes during follicle activation

Ovarian follicles consist of oocytes and somatic follicle cells. According to our published and unpublished data, the oocyte-specific genes often showed little changes in expression during follicle activation, whereas those expressed in the follicle cells are often up- or down-regulated. To provide further evidence for this observation, we examined the expression changes of genes specifically expressed in the oocytes and follicle cells. Since this issue has not been systematically studied in the zebrafish, the information about the localization of gene expression in the two compartments was based on previous studies in the zebrafish and a dataset available in the sheep (65), which was the first comprehensive RNA-seq study in mammals on transcriptomes of oocyte and granulosa cells in early follicles.

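Figure 9 lists 132 genes as oocyte-specific, and all of them could be paired with an identifier of the count table. Of the 109 that passed the expression filter, 82, or 75.2%, were not DEGs. Their median log2 fold change was -0.05, with quartiles of -0.76 and 0.54. This median lay at percentile 59.7 among the medians of 10000 random gene lists of the same size matched on mean expression. Not being a DEG here did not mean an equal level, since 42 of the 82 had an adjusted p of 0.05 or less. For the Y box binding protein gene ybx1 (ENSDARG00000004757), there were 7433 ± 400 normalized counts in PG and 5299 ± 527 in PV follicles (SD, n = 3 each), a log2 fold change of -0.49 (standard error 0.07, adjusted p = 0.000142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Kit receptor gene kita (ENSDARG00000043317) had 8.63 ± 7.8 normalized counts in PG and 7.15 ± 10.3 in PV follicles (SD, n = 3 each), and did not pass the filter. In the 4 fits with 1 library left out in which kita passed it, its log2 fold change ran from -0.75 to 0.26 and it was not called.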

In agreement with our observations, most of genes expressed in the oocytes showed stable expression from PG to PV stage, including some well-known oocyte factors such as *kita* (Kit receptor A) and *ybx1* (Y box binding protein 1). 

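Of the tested oocyte-specific genes of Figure 9, 18 were called lower and 9 higher in PV follicles. This balance depended on the scaling. With each library scaled by its total, 10 were called lower and 22 higher. Under scaling by the oocyte-specific genes, 16 were called lower and 13 higher. That scaling is taken from these same genes, so it does not test their balance. The relaxin receptor gene rxfp2b (ENSDARG00000019660) had a mean of 306 normalized counts in PG and 60.4 in PV follicles (n = 3 each), a log2 fold change of -2.31 (standard error 0.20, adjusted p = 4.85e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For spo11 (ENSDARG00000013837), which acts in meiotic recombination, the log2 fold change was -1.49 (standard error 0.11). The transporter gene abcb4 (ENSDARG00000010936) rose from 36.7 ± 16.7 to 304 ± 23.6 normalized counts (SD, n = 3 each), a log2 fold change of 3.06. The amino acid transporter genes slc7a3a (ENSDARG00000020645) and slc7a3b (ENSDARG00000061566) had log2 fold changes of 1.99 and 1.80. In the fits that each left out 1 library, these 5 genes kept their direction and their calls. The share of all counts that fell on the listed oocyte genes was 4.43% ± 0.105 (SD, n = 3) in PG and 2.39% ± 0.0697 (SD, n = 3) in PV follicles. Most of this drop was in the 9 zp genes of Figure 9, which took 3.17% of all counts in PG and 1.5% in PV follicles.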

Some oocyte-specific genes showed decreased expression, including *rxfp2b* (Insl3 receptor)*, spo11* (initiator of meiotic double stranded breaks), and members of zona pellucida (ZP) family proteins, whereas some were increased such as *abcb4* (a member of the ATP-binding cassette transporter family) and *slc7a3a/b* (cationic amino acid transporter 3). In contrast, a large number of genes expressed in the follicle cells displayed significant changes in their expression during the PG-PV transition and most were up-regulated. 

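Of the 55 follicle cell-specific genes listed in Figure 9, 41 passed the expression filter. Among these, 20 were called higher and none lower in PV follicles, or 48.8% of the tested genes, against 24.8% of the oocyte-specific genes. The odds ratio was 2.89 (Fisher's exact test on genes, two-sided, p = 0.00604), and genes are not independent replicates. With the replicate number as a block it was 2.76 (Fisher's exact test, two-sided, p = 0.00963). The median log2 fold change of the follicle cell-specific genes was 1.51, which is 1.56 above that of the oocyte-specific genes (permutation test over genes, two-sided, p = 1e-05, the smallest p that 100000 resamples can give). It was above the medians of all 10000 random gene lists matched on mean expression. With the block, the difference in medians was 1.71 (permutation test over genes, two-sided, p = 1e-05). Of the tested follicle cell-specific genes, 32 had an adjusted p of 0.05 or less. By that threshold alone, without one on the fold change, no difference between the lists was detected, with 32 of 41 against 69 of 109 genes (odds ratio 2.06, Fisher's exact test, two-sided, p = 0.118). The setting that moved the comparison most was a minimum of 10 counts in every library, which left 20 follicle cell-specific genes, 1 of them a DEG. The odds ratio was then reversed, at 0.149 (Fisher's exact test, two-sided, p = 0.0411). That minimum removes genes that were low in PG follicles. The 26 tested genes that Figure 9 lists for both compartments had a median log2 fold change of 0.32, and 9 of them were called higher.

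**Figure D2:**
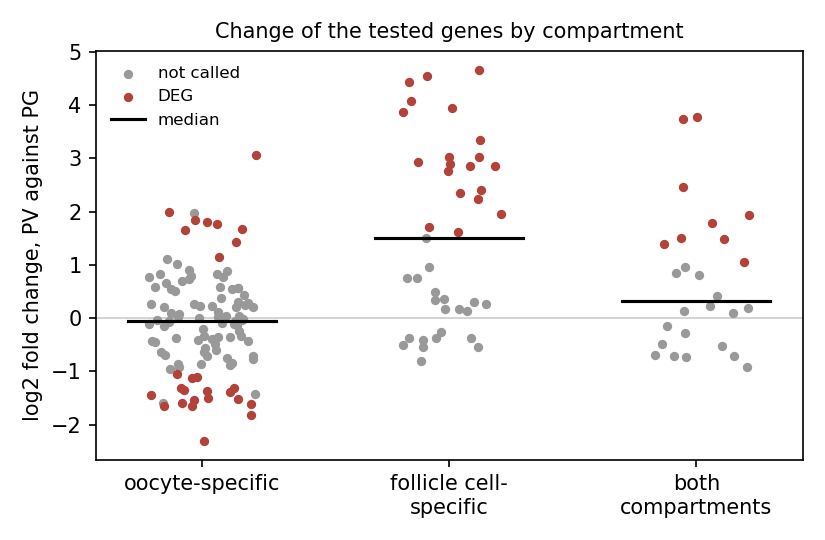
Log2 fold change between PV and PG follicles (y axis) of each tested gene that Figure 9 lists as oocyte-specific, follicle cell-specific or expressed in both compartments (x axis). Each point is a gene, red where it is a DEG and grey where it is not, and black lines are medians, at -0.05, 1.51 and 0.32.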

Many of the top up-regulated genes are related to steroidogenesis, synthesis of estrogens and their actions, and signaling of various endocrine and paracrine factors, including *nr5a1a/b* (steroidogenic factor 1), *cyp19a1a* (ovarian aromatase) and its transcription stimulator *foxl2* (forkhead box L2), *esr1* and *esr2b* (estrogen receptors), *fshr* (FSH receptor), *notch3* (neurogenic locus notch homolog protein 3)*, inha* and *inhbaa* (inhibin and activin subunits), *acvrl1* (a type I receptor of TGF-β superfamily), *wnt4a* (a ligand of frizzled family receptors), *egfra* and *erbb2* (receptors of EGF family), *bmpr2a/b* (type II receptors of BMPs), and *kitlga* (Kit ligand A) (Figure 9).

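The steroidogenic factor gene nr5a1a (ENSDARG00000103176) rose from 10.8 ± 10.4 to 192 ± 7.81 normalized counts (SD, n = 3 each), a log2 fold change of 3.86 (standard error 0.40, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its paralog nr5a1b (ENSDARG00000023362) had 1.19 ± 2.06 normalized counts in PG and 9.31 ± 6.63 in PV follicles (SD, n = 3 each) and did not pass the filter with all 6 libraries. The gene foxl2 (ENSDARG00000042180) had a log2 fold change of 1.70 (standard error 0.58, adjusted p = 0.0265 from the same edgeR test with Benjamini-Hochberg adjustment). This call was lost with the replicate number as a block (adjusted p = 0.0665 from the same edgeR test), without the expression filter, in DESeq2's test and in 4 of the 6 fits that each left out 1 library. The log2 fold change was 3.35 for wnt4a (ENSDARG00000071208), 2.92 for egfra (ENSDARG00000013847), 2.36 for erbb2 (ENSDARG00000026294) and 1.62 for kitlga (ENSDARG00000070917). The receptor genes bmpr2a (ENSDARG00000011941) and bmpr2b (ENSDARG00000020057) rose by 3.03 and 2.77, and acvrl1 (ENSDARG00000018179) by 3.02, on the log2 scale. All 5 PG counts of acvrl1 were in 1 library, and its lowest log2 fold change was 2.45 when each library was left out in turn. The call for kitlga was lost in 2 of those 6 fits, at log2 fold changes of 1.12 and 1.45.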

**Figure 9:**
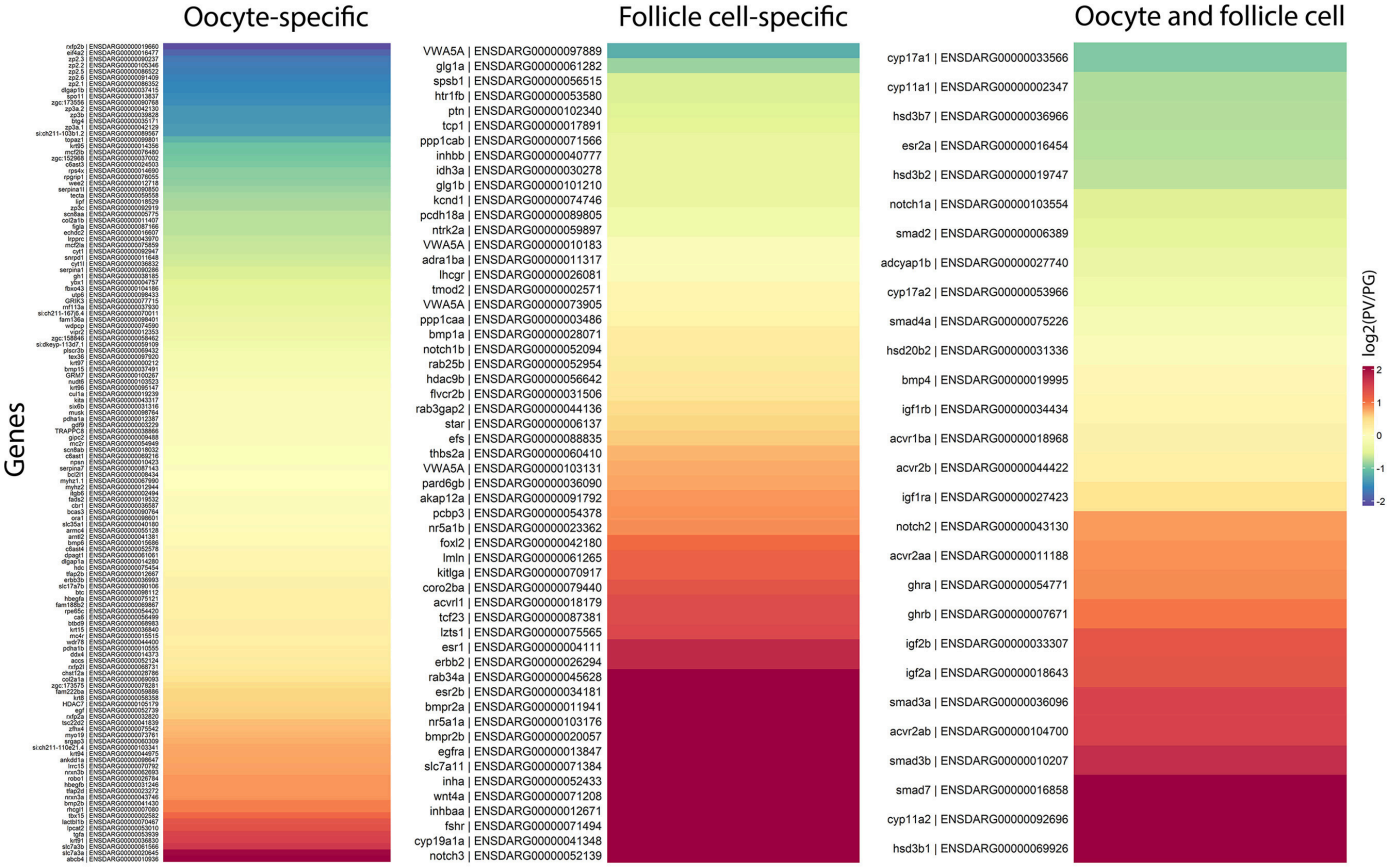
Heatmaps of gene expression change during PG/PV transition with respect to cell type specificity in the ovarian follicle, viz. oocytes and follicle cells. The genes in red indicates those that increased expression from PG to PV whereas those in blue decreased expression in the process.

## Discussion

The follicle development in the zebrafish consists of two major phases, i.e., PG and SG. The SG phase is further divided into previtellogenic (PV), early vitellogenic (EV), mid-vitellogenic (MV), late vitellogenic (LV), and full-grown (FG) stages according to follicle size and morphological characteristics (3, 66, 67). Although zebrafish is now being commonly used as a model for studying fish reproduction and its folliculogenesis in the ovary is well characterized at morphological level, the molecular mechanisms underlying follicle activation or PG-PV transition remain largely unknown. Using NGS-based RNA-seq, the present study demonstrated, for the first time, a comprehensive gene expression profile during ovarian follicle activation in the zebrafish. Our data showed that although most of the genes detected were common between the two follicle stages, many genes showed stage specificity in expression. Our analysis revealed a large number of candidate genes that were potentially involved in the activation of ovarian follicles or PG-PV transition, which also marks puberty onset when it occurs for the first time in zebrafish life cycle.

The quality of RNA-seq analysis was validated by real-time qPCR on twelve selected genes with six up- and six down-regulated from PG to PV. These genes were chosen based on either their positions in the Volcano plot or previous studies. All twelve genes showed consistent results in RNA-seq and qPCR analyses. The up-regulation of *cyp19a1a, fshr, amh, inha* and *inhbaa* is consistent with previous studies (11, 23, 36, 68) and the increased expression of *notch3* agrees with our unpublished data (Lau and Ge, unpublished). A recent RNA-seq study in the coho salmon also demonstrated increased expression of *cyp19a1, fshr, amh* and *inha* in 11-KT-induced PG-PV transition (19). Interestingly, the expression of zona pellucida (Zp/*zp*) genes (*zp2* and *zp3*) showed significant reduction during PG-PV transition. This seems contradictory to the role of Zp proteins in follicle development because the chorion, which consists of Zp proteins, is one of the hallmarks for follicle activation or PG-PV transition (23). This pattern of *zp* expression, however, agrees well with previous studies in both zebrafish and other species. 

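Figure 9 lists 9 zp genes, and PV follicles had lower levels of each. The log2 fold changes were -1.64 for zp2.3 (ENSDARG00000090237), -1.60 for zp2.2 (ENSDARG00000105346), -1.54 for zp2.6 (ENSDARG00000091409), -1.38 for zp3a.2 (ENSDARG00000042130), -1.36 for zp3b (ENSDARG00000039828) and -1.32 for zp3a.1 (ENSDARG00000042129), with standard errors of at most 0.06. The smallest fall was in zp3c (ENSDARG00000092919), -0.76 on the log2 scale (adjusted p = 3.68e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the fold-change threshold. In PG follicles zp2.2 had 189805 ± 9097 normalized counts (SD, n = 3) and in PV follicles 62459 ± 2248 (SD, n = 3). The zp genes together took 3.17% ± 0.0832 (SD, n = 3) of all counts in PG and 1.5% ± 0.0637 (SD, n = 3) in PV follicles. Under scaling by the library total, the zp genes of Figure 9 were still lower in PV, but the 3 zp3 genes zp3a.1, zp3a.2 and zp3b fell short of the fold-change threshold, at -0.90, -0.96 and -0.95.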

The transcripts of *zp2* and *zp3* were abundantly expressed in the PG oocytes, and their levels decreased significantly while entering the PV stage. This was also confirmed by *in situ* hybridization, transgenesis and promoter analysis (69–71). Furthermore, their expression was independent of estrogen signaling (70). This has been confirmed in other fish species such as coho salmon (57).

In addition to the aforementioned genes, further analysis of the RNA-seq data identified a large number of biological processes and pathways that are potentially involved in controlling follicle activation, including those concerning transcription, translation, metabolism, and various cellular activities such as proliferation, differentiation, migration, and death. These are expected because follicle activation involves significant structural remodeling. Herein we will focus our discussion on the following aspects: signal transduction, angiogenesis, endocytosis, glycosaminoglycan biosynthesis, RNA silencing, and proteolysis.

### Signal transduction

Follicle activation is a critical step of early folliculogenesis, which involves dramatic changes in both structure and function (1, 72). A large body of evidence has accumulated in recent years in both mammals and fish that follicle activation or recruitment involves extensive regulation by endocrine and paracrine factors (20, 73, 74), which activate a variety of signaling pathways (75). As master hormones that control gonadal development and function, the pituitary gonadotropins (FSH and LH) signal mostly through cAMP/PKA pathway (76, 77). Loss of FSH receptor (*fshr*) in the zebrafish led to complete arrest of folliculogenesis at PG stage (4), suggesting an important role for gonadotropin signaling at follicle activation. Our demonstration of increased *fshr* expression (67) and enrichment of biological process *response to cAMP* during PG-PV transition provides supportive evidence for such regulation.

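The panel for response to cAMP in Figure 5 plots 4 genes, and each was called higher in PV follicles. The largest change was in jun (ENSDARG00000043531), which rose from 82.5 ± 14 to 754 ± 78.1 normalized counts (SD, n = 3 each), a log2 fold change of 3.15 (standard error 0.12, adjusted p = 2.35e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The related genes junba (ENSDARG00000074378) and junbb (ENSDARG00000104773) had log2 fold changes of 2.92 and 2.59. For fshr, the normalized counts were 2.38 ± 2.06 in PG and 75.9 ± 14.7 in PV follicles (SD, n = 3 each). No PG library held more than 5 counts of it.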

Together with gonadotropins, steroid hormones are believed to be essential for normal folliculogenesis, in particular the estrogen signaling pathway (78, 79). The involvement of gonadal steroids in follicle activation is supported in the present study by enriched GO terms of steroid hormone mediated signaling pathway and cellular response to estrogen stimulus. 

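The estrogen receptor gene esr1 (ENSDARG00000004111) had 10.8 ± 9.37 normalized counts in PG and 58.2 ± 11.8 in PV follicles (SD, n = 3 each), a log2 fold change of 2.23 (standard error 0.54, adjusted p = 0.0046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For esr2b (ENSDARG00000034181), the log2 fold change was 2.86 (standard error 0.56). The progestin receptor gene pgr (ENSDARG00000035966) rose by 2.62 (standard error 0.57) on the log2 scale. The androgen receptor gene ar (ENSDARG00000067976) had the most counts of the 4, 72.8 ± 20.3 in PG and 325 ± 39.4 in PV follicles (SD, n = 3 each), a rise of 4.28-fold. In each of the 4 genes the 3 PV values lay above the 3 PG values, and with the replicate number as a block the largest adjusted p was 0.0103 from the same edgeR test.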

Among the genes significantly up-regulated were nuclear estrogen receptors (*esr1* and *esr2b*), androgen receptor (*ar*) and progestin receptor (*pgr*). The increased expression of nuclear estrogen receptors agrees well with our recent study in the zebrafish (80) and the reports in the coho salmon that E2 had potent stimulatory effect on the growth of PV follicles and accumulation of cortical alveoli (18, 19). In mammals, androgen signaling has been reported to be essential for normal folliculogenesis (81), and the disruption of androgen signaling resulted in defective folliculogenesis (82). In fish, lines of evidence from different species also point to the importance of androgens in early follicle development, especially growth of PG follicles and PG-PV transition (14, 16–19). Using RNA-seq approach, a recent study in the coho salmon demonstrated significant changes in ovarian transcriptome after exposure to 11-KT. A variety of genes were up-regulated by 11-KT, including genes associated with steroidogenesis and steroid action (19), similar to our data in this study. In Japanese huchen and common carp, both progestin (DHP, 17α, 20β-dihydroxy-4-pregnen-3-one) and E2 have been shown to regulate early oogenesis (83). A recent study in the zebrafish showed that the disruption of *pgr* led to female infertility due to failed ovulation (84). It would be interesting to examine if the loss of *pgr* has any impact on early follicle development. Taken together, steroid-mediated signaling pathway might be one of the pivotal mechanisms that regulate PG-PV transition in the zebrafish ovary.

In addition to gonadotropins and steroids, a large number of local ovarian paracrine factors especially peptide growth factors have been reported to play roles in controlling mammalian folliculogenesis especially during early stages (76, 85), including families of IGF (86), EGF (87), TGF-β (88), activin (89), BMP including BMP15 and GDF9 (90), Kit (91), and Notch (92). These growth factors and their signaling components also exist in the zebrafish ovary (22, 24–27, 30, 34, 93, 94). The importance of these ovarian paracrine factors in controlling zebrafish follicle activation is strongly supported by our RNA-seq data. A series of GO terms concerning signal transduction pathways, mostly those in growth factor signaling, were enriched in up-regulated genes, including transmembrane receptor protein tyrosine kinase signaling pathway, TGF-β receptor signaling pathway, transmembrane receptor protein serine/threonine kinase signaling pathway, BMP signaling pathway, and Notch signaling pathway. Consistent with GO enrichment analysis, the KEGG pathway analysis also suggested seminal importance for various cellular signaling pathways in follicle activation. Most pathways with significant enrichment for up-regulated genes turned out to be signal transduction pathways, including phosphatidylinositol, VEGF, TGF-β, hedgehog, FoxO, MAPK, Jak-STAT, and ErbB signaling pathways. Most of these pathways have been implicated in ovarian follicle activation or recruitment in mammals (95–97). Among these pathways, the phosphatidylinositol or PI3K/PTEN/Akt signaling system is well known to be particularly important for follicle recruitment or activation in mammals (98). The defects in this signaling pathway are closely associated with female infertility (99, 100). In summary, our transcriptomics data provide strong support to traditional views that ovarian follicle activation or recruitment involves pituitary gonadotropins, steroid hormones and local growth factors.

### Angiogenesis

In addition to signal transduction pathways as described above, one of the most interesting discoveries of the present study was that a large number of biological processes related to angiogenesis or blood vessel formation were enriched in up-regulated genes during PG-PV transition, including angiogenesis, sprouting angiogenesis, vasculogenesis, blood vessel development, blood vessel morphogenesis, lymph vessel formation, response to hypoxia, and regulation of VEGF receptor signaling pathway. 

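The map of the VEGF signaling pathway in Supplemental Figure 1 gave 9 tested genes out of 26 labels, of which 8 were called higher and 1 lower in PV follicles. All of the labels with an identifier are coloured on the map, so these calls do not test it. Under scaling by the library total the call of the lower gene was lost. The ligand gene vegfaa (ENSDARG00000103542) had a log2 fold change of 1.74 (standard error 0.21, adjusted p = 5.06e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The receptor gene kdr (ENSDARG00000017321) had 9.39 ± 9.63 normalized counts in PG and 34.2 ± 8.12 in PV follicles (SD, n = 3 each), and a log2 fold change of 1.66 (adjusted p = 0.0442 from the same edgeR test). The kdr call was lost with the replicate number as a block (adjusted p = 0.0721 from the same edgeR test) and in 4 of the 6 fits that each left out 1 library. The largest change on the map was in pxnb (ENSDARG00000060766), 2.76 on the log2 scale, whose call was lost in 2 of those fits.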

The VEGF signaling pathway was also significantly enriched in KEGG pathway analysis as described above. This result suggests that follicle activation or PG-PV transition must involve active angiogenesis or formation of blood vessels, which is likely to ensure sufficient supply of nutrients, hormones and oxygen to support fast growing follicles.

In mammals, the ovary is one of the few organs where physiological angiogenesis occurs in adult, and ovarian angiogenesis has been well documented to be essential for normal follicle growth and maturation (101, 102). A recent study in infantile rats demonstrated a significant increase in VEGF production during preantral-antral transition, further supporting a role for angiogenesis during follicle activation (103). In fish, the oocyte growth involves incorporation of hepatic vitellogenin from the maternal blood stream, making angiogenesis and sufficient blood supply a critical condition for normal folliculogenesis. So far there have been very few studies on ovarian angiogenesis in fish models. In tilapia, both VEGF and its receptor VEGFR2 (Flk-1) were shown to be expressed in the granulosa cells with increasing levels during follicle growth, whereas angiopoietin-2 (Ang-2) and its receptor Tie-2 were expressed in the theca and granulosa cells respectively with expression mostly observed in early SG follicles (104). This agrees well with our transcriptome data in the present study.

### Endocytosis

Different from follicle growth in mammals, which mostly involves proliferation of somatic granulosa and theca cells surrounding the oocyte, the growth of follicles in fish and other oviparous species, especially in the SG stage, is largely due to phenomenal growth of the oocytes because of accumulation of hepatic yolk protein vitellogenin (105). The uptake of vitellogenin from the blood stream by the growing oocytes is mediated by receptor-dependent endocytosis (106, 107). In agreement with this, our pathway analysis revealed endocytosis pathway as one of the major pathways that were significantly enriched with a large number of up-regulated genes. This strongly suggests that although the exogenous vitellogenesis does not occur at PV stage, the increased expression of endocytosis-related genes prepares the follicles for vitellogenin uptake in the subsequent phase of oocyte growth.

### Glycosaminoglycan biosynthesis

The glycosaminoglycans (GAGs) are the most abundant heteropolysaccharides in the body and they are also important components of proteoglycans. The GAG biosynthesis includes two pathways for heparan sulfate/heparin and chondroitin sulfate/dermatan sulfate synthesis respectively. Interestingly, the genes involved in these pathways were significantly increased in PV follicles. It was recently reported that ovarian GAGs promoted gonadotropin-induced follicle development in the mouse, and these GAGs might act, at least partially, by stimulating angiogenesis (108), which agrees with the increased angiogenic activities discussed above. 

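On the map for chondroitin sulfate and dermatan sulfate synthesis, 6 of the 7 tested genes were called higher in PV follicles and none lower. The map has 13 labels, and the 6 genes called higher are its 6 red labels. Of its 7 uncoloured labels 1 had an identifier, so these calls do not test the map. The gene chpfa (ENSDARG00000078392) rose from 44.3 ± 5.6 to 227 ± 22.3 normalized counts (SD, n = 3 each), a log2 fold change of 2.33 (standard error 0.16, adjusted p = 7.93e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For chst7 (ENSDARG00000044341) it was 2.37 and for ust (ENSDARG00000006044) 1.07. The log2 fold change of csgalnact1a (ENSDARG00000040535) was 1.63 with a standard error of 0.54, and its call was lost in 4 of the 6 fits that each left out 1 library. The call for ust was lost in 1 of them. The heparan sulfate map was not analysed here.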

Earlier studies demonstrated that the synthesis of proteoglycans with core proteins and GAGs changed significantly during ovarian folliculogenesis regulated by FSH (109). These studies and our data all suggest important roles for GAGs during folliculogenesis, especially follicle activation.

Although the exact roles of GAGs in PG-PV transition remain unclear, we speculate that they may be related to the biogenesis of the cortical alveoli (CA) or cortical vesicles/granules in the oocytes, which is a major hallmark of PV stage as compared to PG (66, 110). The cortical alveoli play an important role in cortical reaction during fertilization (111), and their contents contain rich glycosylated materials (112) including glycoproteins such as polysialoglycoprotein (113, 114) and GAG-like substances (115).

### RNA silencing

Our GO and KEGG analyses showed that most enriched biological processes and pathways contained up-regulated genes during PG-PV transition, suggesting increased biological activities in the process. However, some GO terms were significantly enriched for down-regulated genes, including *piRNA metabolic process* and *gene silencing by RNA*. piRNAs (Piwi-interacting RNAs) are a special group of small RNAs (24–31 nt long) that are associated with the Piwi proteins, a subgroup of the Argonaute family. These small RNAs and Piwi are specifically expressed in the germ cells to target transposons and other genes (116). 

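The 4 genes of the piRNA panel in Figure 7 each fell between the stages. The Piwi gene piwil1 (ENSDARG00000041699) had 4110 ± 83.9 normalized counts in PG and 1649 ± 40.6 in PV follicles (SD, n = 3 each), a log2 fold change of -1.32 (standard error 0.04, adjusted p = 7.73e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was -1.23 for henmt1 (ENSDARG00000018871), -1.16 for tdrd1 (ENSDARG00000007465) and -1.11 for tdrd9 (ENSDARG00000013453). These falls were larger than the spread between replicates, and their calls depended on the scaling. With each library scaled by its total, the log2 fold changes of these genes were -0.90, -0.81, -0.74 and -0.69, each still a fall. For tdrd9, scaling by the oocyte-specific genes also removed the call, at -0.98.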

Evidence has accumulated that piRNAs play important roles in germ cell development, embryogenesis and genome stability (117) although the importance has not been supported by Piwi knockout study in the mouse (118).

In addition to piRNA, microRNA-mediated RNA silencing has been reported to play important roles in ovarian folliculogenesis (119). In a recent transcriptome study, we characterized the profiles of microRNAs during the PG-PV transition in the zebrafish ovary. We identified a 13-microRNA expression signature that showed significant changes during the transition (120). Although the role of non-coding small RNAs in zebrafish folliculogenesis remains largely unknown, the enrichment of both piRNA metabolic process and gene silencing by RNA in down-regulated genes during the PG-PV transition strongly suggests an important role for RNA interference or silencing in follicle activation. This would be an interesting direction for research in the future.

### Proteolysis

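The proteolysis panel of Figure 7 lists 22 symbols, and all 20 genes that could be tested were lower in PV follicles, with a median log2 fold change of -1.37. All 20 were called, while under scaling by the library total 6 of them were, and under scaling by the oocyte-specific genes 17. The gene with the highest mean count, ctss2.1 (ENSDARG00000074656), fell from 39446 ± 1368 to 16422 ± 574 normalized counts (SD, n = 3 each), a log2 fold change of -1.26 (standard error 0.04, adjusted p = 6.19e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under the library total it was -0.85 and its call was lost. The largest falls were in genes with few counts. For enpep (ENSDARG00000057064), the log2 fold change was -3.44 (standard error 0.90) and no PV library held more than 4 counts. For prss59.1 (ENSDARG00000079274) it was -2.90 (standard error 0.51). The 3 PG and 3 PV values of ctrb1 (ENSDARG00000090428) overlapped, its log2 fold change was -2.37 (standard error 0.80), and its call was lost under the library total, with the replicate number as a block and in 4 of the 6 fits that each left out 1 library.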

Although it was not as significant as other GO terms, the proteolysis process was enriched by a large number of down-regulated genes during PG-PV transition. This is interesting and has promoted us to hypothesize that an active protein turnover may occur in PG and/or early PV follicles; however, the activity of protein degradation decreases when the follicles approach the end of PV stage (our sampling stage) prior to entering vitellogenic growth. Our unpublished proteomics analysis also showed a dramatic change in protein profile during PG-PV transition in contrast to the relatively consistent and stable profiles afterwards in vitellogenic growth (Lau and Ge, unpublished data).

### Oocytes vs. follicle cells

In addition to biological process and pathway enrichment analyses during PG-PV transition, we also looked at the expression changes of genes that are expressed in the two different compartments of ovarian follicles, i.e., oocytes and follicle cells. Since the information regarding expression localization within the follicles is limited in the zebrafish, our analysis was mostly based on previously published data in the zebrafish and a dataset available in the sheep with the assumption that most genes also have similar spatial distribution in the zebrafish follicle (65). Interestingly, as we observed in our previous studies, most oocyte-expressed genes were stable in their expression during follicle activation except a few; in contrast, a large number of genes in the follicle cells showed dramatic changes in expression, mostly up-regulated, during PG-PV transition. This suggests that the regulation of oocyte-expressed genes may likely occur at post-transcriptional level whereas those in the follicle cells are mostly controlled at the transcription level. 

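The tested follicle cell-specific genes did not change by one amount. Their log2 fold changes ran from -0.81 to 4.66, and the 95% interval of 31 of the 41 genes left out the median of the list. Of the genes that fell, 6 had an adjusted p of 0.05 or less in the edgeR test. The falls depended on the scaling, with 9 genes below no change under TMM and 4 under the library total. The listed follicle cell genes took 0.142% ± 0.00103 (SD, n = 3) of all counts in PG and 0.162% ± 0.00463 (SD, n = 3) in PV follicles. From the stable levels of most oocyte genes and the changes in the follicle cell genes, the paper proposes that the former are regulated after transcription and the latter mostly at transcription.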

The observation that many up-regulated genes that showed the most significant changes in the follicle cells were related to signaling of endocrine and paracrine factors strongly suggests that the somatic follicle cells are the site where various signaling molecules act and interact to control folliculogenesis.

In summary, the transcriptome analysis in the present study for differentially expressed genes during follicle activation provides critical insights into the candidate molecules involved in early folliculogenesis, and in particular, the regulatory networks that play roles in triggering and driving follicle activation and puberty onset. As expected, a large number of signal transduction pathways were activated during PG-PV transition or follicle activation, which may be responsible for signaling of endocrine hormones and paracrine factors such as gonadotropins, steroids, and growth factors. In addition, a variety of pathways concerning angiogenesis or blood vessel formation were also activated during follicle activation, indicating increased demand for supplying nutrients, hormones, and oxygen to the growing follicles. Other pathways responsible for specific events or processes such as biogenesis of cortical alveoli and vitellogenin uptake were also significantly enriched. The follicle activation or PG-PV transition may also involve other regulatory mechanisms such as RNA silencing and proteolysis. With the powerful genome editing technologies (TALEN and CRISPR/Cas9) available now in the zebrafish model, the functions of novel genes identified can be further validated by targeted loss-of-function approach.

## Ethics statement

This study was carried out in accordance with the recommendations by the Legislative Council of Macao Special Administrative Region under Article 71 (1) of the Basic Law. The protocol was approved by the Research Ethics Committee of the University of Macau.

## Author contributions

BZ designed and executed all the experiments, writing the manuscript. LP: data analysis. YC: data analysis. WG: experimental design, writing the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic Analysis for Differentially Expressed Genes in Ovarian Follicle Activation in the Zebrafish
**Source:** Front Endocrinol (Lausanne). 2018 Oct 11;9:593. doi: 10.3389/fendo.2018.00593
**Supplement:** Supplementary file 1

Table 1. Primers used in real-time qPCR

| Gene | Accession no. | Primer no. | Sequence | Expected size |
| --- | --- | --- | --- | --- |
| *ef1a* | NM_131263 | 728 | GGCTGACTGTGCTGTGCTGATTG | 409 |
|  |  | 729 | CTTGTCGGTGGGACGGCTAGG |  |
| *cyp19a1a* | NM_131154 | 818 | TGTGCGTGTCTGGATCAATGG | 220 |
|  |  | 819 | AAGCCCTGGACCTGTGAGAG |  |
| *fshr* | NM_001001812 | 957 | AACATGCACATAGAGAGGATTCCCAG | 334 |
|  |  | 958 | GCTCAGTAAACAGCTCCAGGC |  |
| *inha* | XM693951 | 520 | AGCCTCCTCTGCCAGTGTTG | 301 |
|  |  | 521 | ATGTTGATGGAAGCGATGGTCTC |  |
| *inhbaa* | ENSDARG00000012671 | 931 | AACAGGCAGAACAGACGGAGATC | 180 |
|  |  | 932 | GCAGCCGAATGTTGACGTTAGC |  |
| *notch3* | NM_131544 | 1188 | TAAGGATGAGATAGATGAGTGCCAGTC | 199 |
|  |  | 1189 | ACAGTCACACCGATAGCCATTAGG |  |
| *amh* | AY677080 | 641 | ATGAAGTGTTGATGAGAAAGGTGGATG | 323 |
|  |  | 642 | TACAGTCGGCGTGGAGGAATTG |  |
| *gadd45ga* | NM_205691 | 4253 | CCGGAACAGCACTAGAGGAG | 127 |
|  |  | 4254 | GTAGCCAGAACGCAGAAAGC |  |
| *lpl* | NM_1311277 | 4263 | CCTCGGGATTGGAAACTACA | 153 |
|  |  | 4264 | AGCACAGGTCGTCTTCAGGT |  |
| *MARCH4* | NM_001030165 | 4259 | GTTCTCCAGAGACCGCAAAG | 116 |
|  |  | 4260 | GACACGGACTCAACAGCTCA |  |
| *ube2ql1* | XM_680552 | 4261 | CTTCTCTCCTCCGTTCATGC | 170 |
|  |  | 4262 | GACCCTGTCCTTTCACCAGA |  |
| *zp2.1* | NM_001039883 | 4255 | CCTGGTTTGGTGCTTTTTGT | 156 |
|  |  | 4256 | GAAGTGGTTGGCTGACCTGT |  |
| *zp2.5* | NM_131330 | 4257 | CCTGGTTTGGTGCTTTTTGT | 147 |
|  |  | 4258 | GAAGTGGTTGGCTGACCTGT |  |

# Supplementary material for: Transcriptomic Analysis for Differentially Expressed Genes in Ovarian Follicle Activation in the Zebrafish
**Source:** Front Endocrinol (Lausanne). 2018 Oct 11;9:593. doi: 10.3389/fendo.2018.00593

# Up-regulated Pathways

## Glycosaminoglycan biosynthesis – chondroitin sulfate/dermatan sulfate

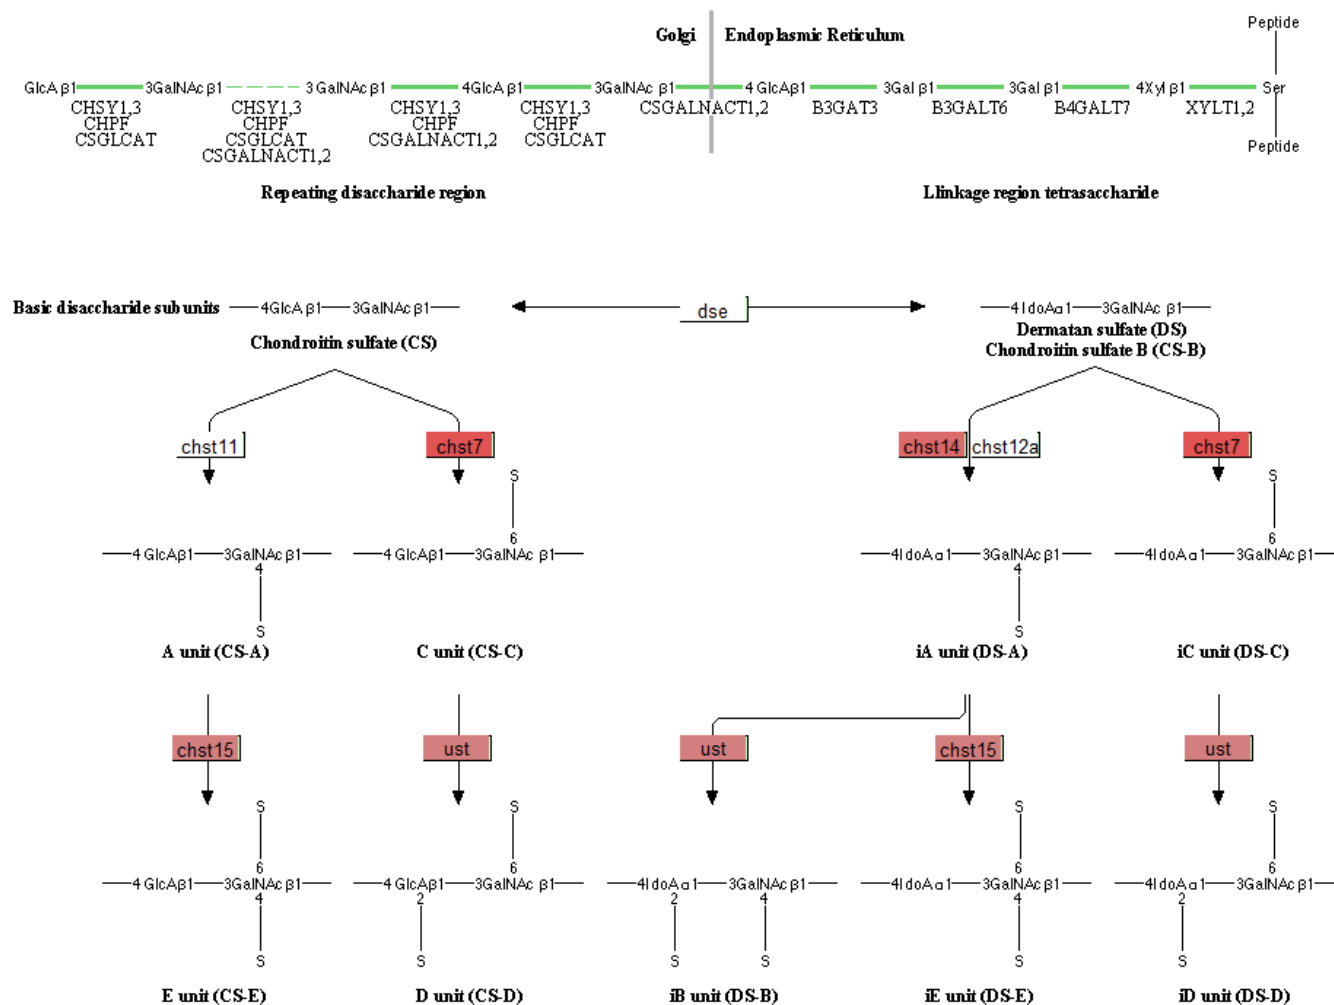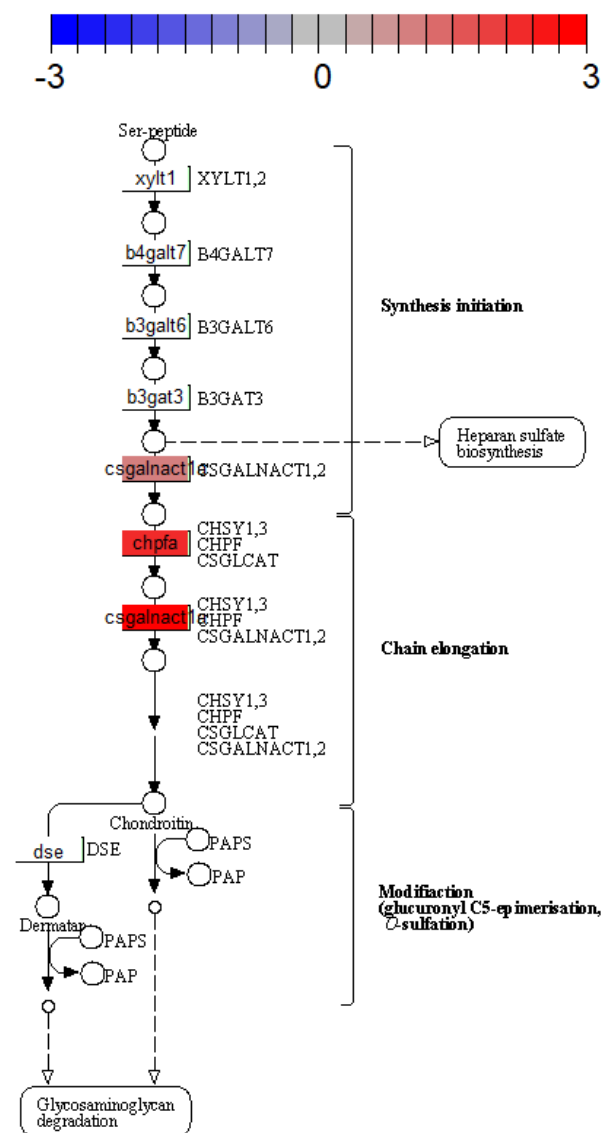

# Steroid biosynthesis

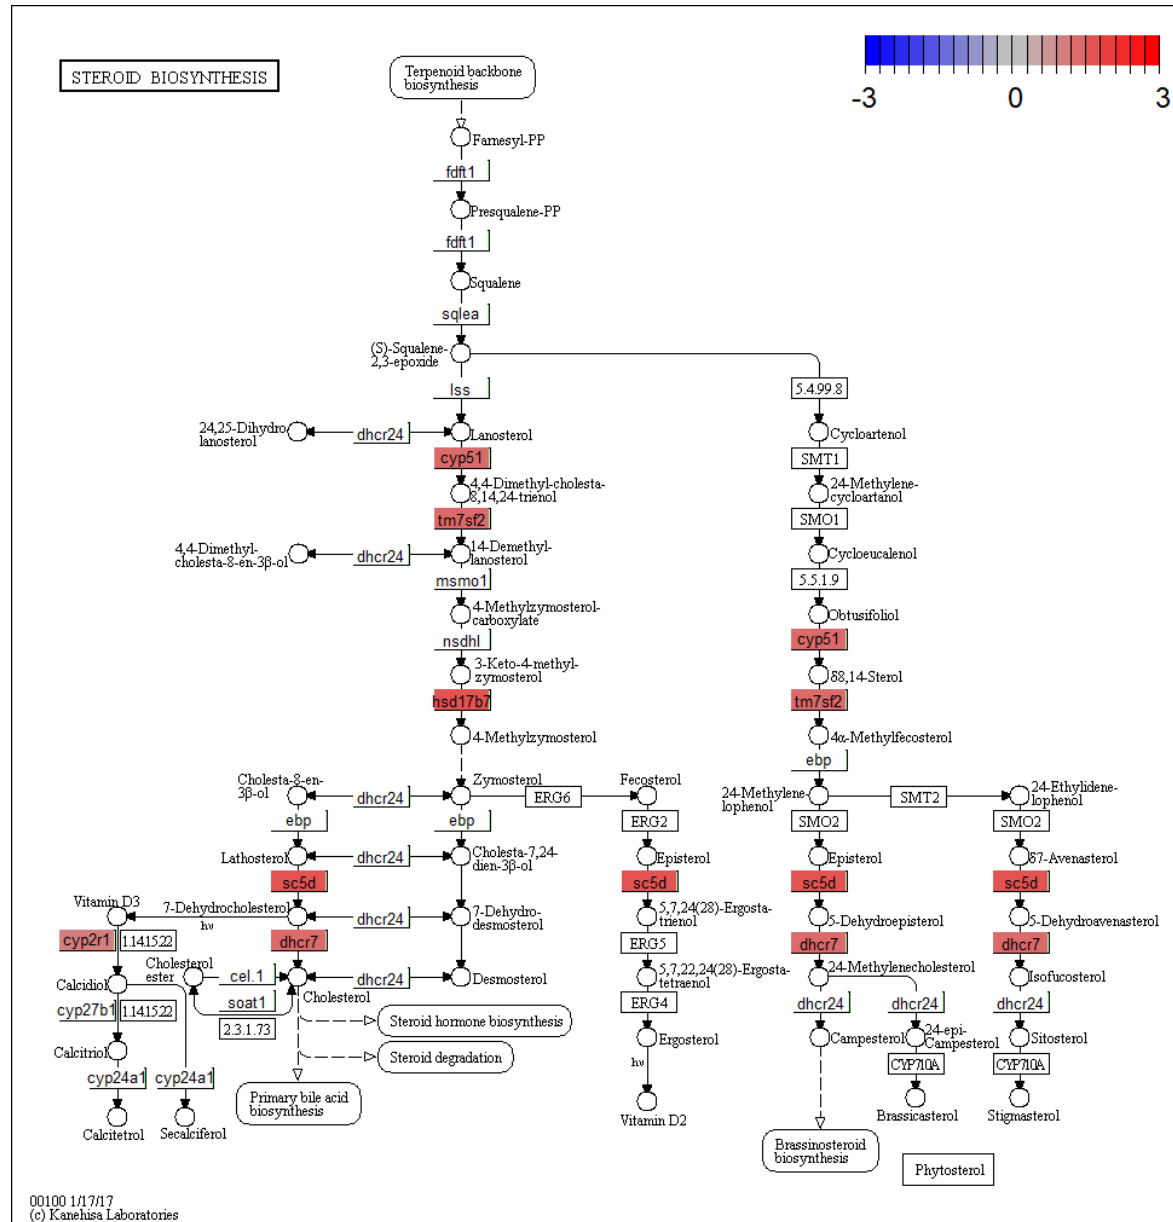

## Inositol phosphate metabolism

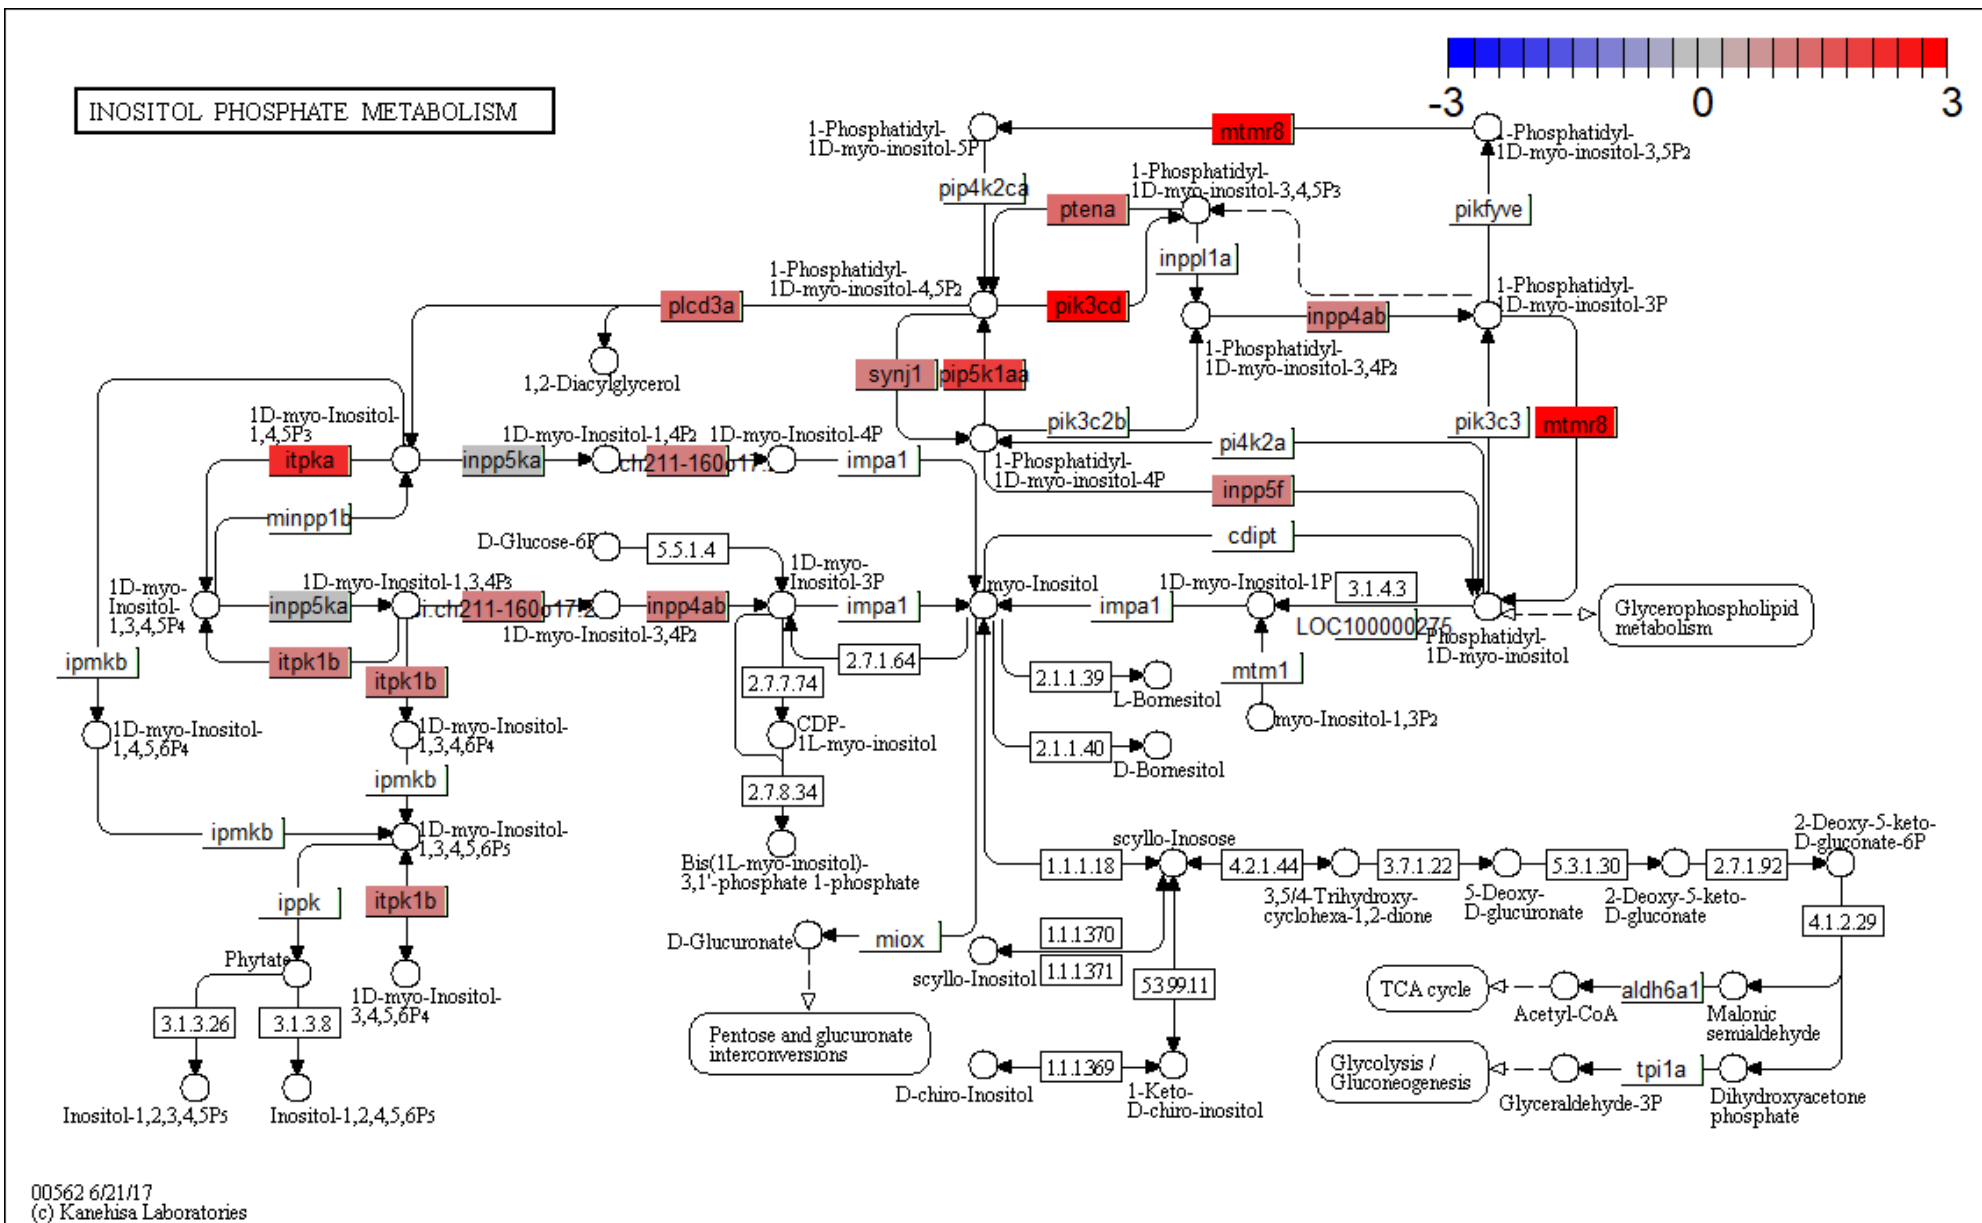

## Phosphatidylinositol signaling system

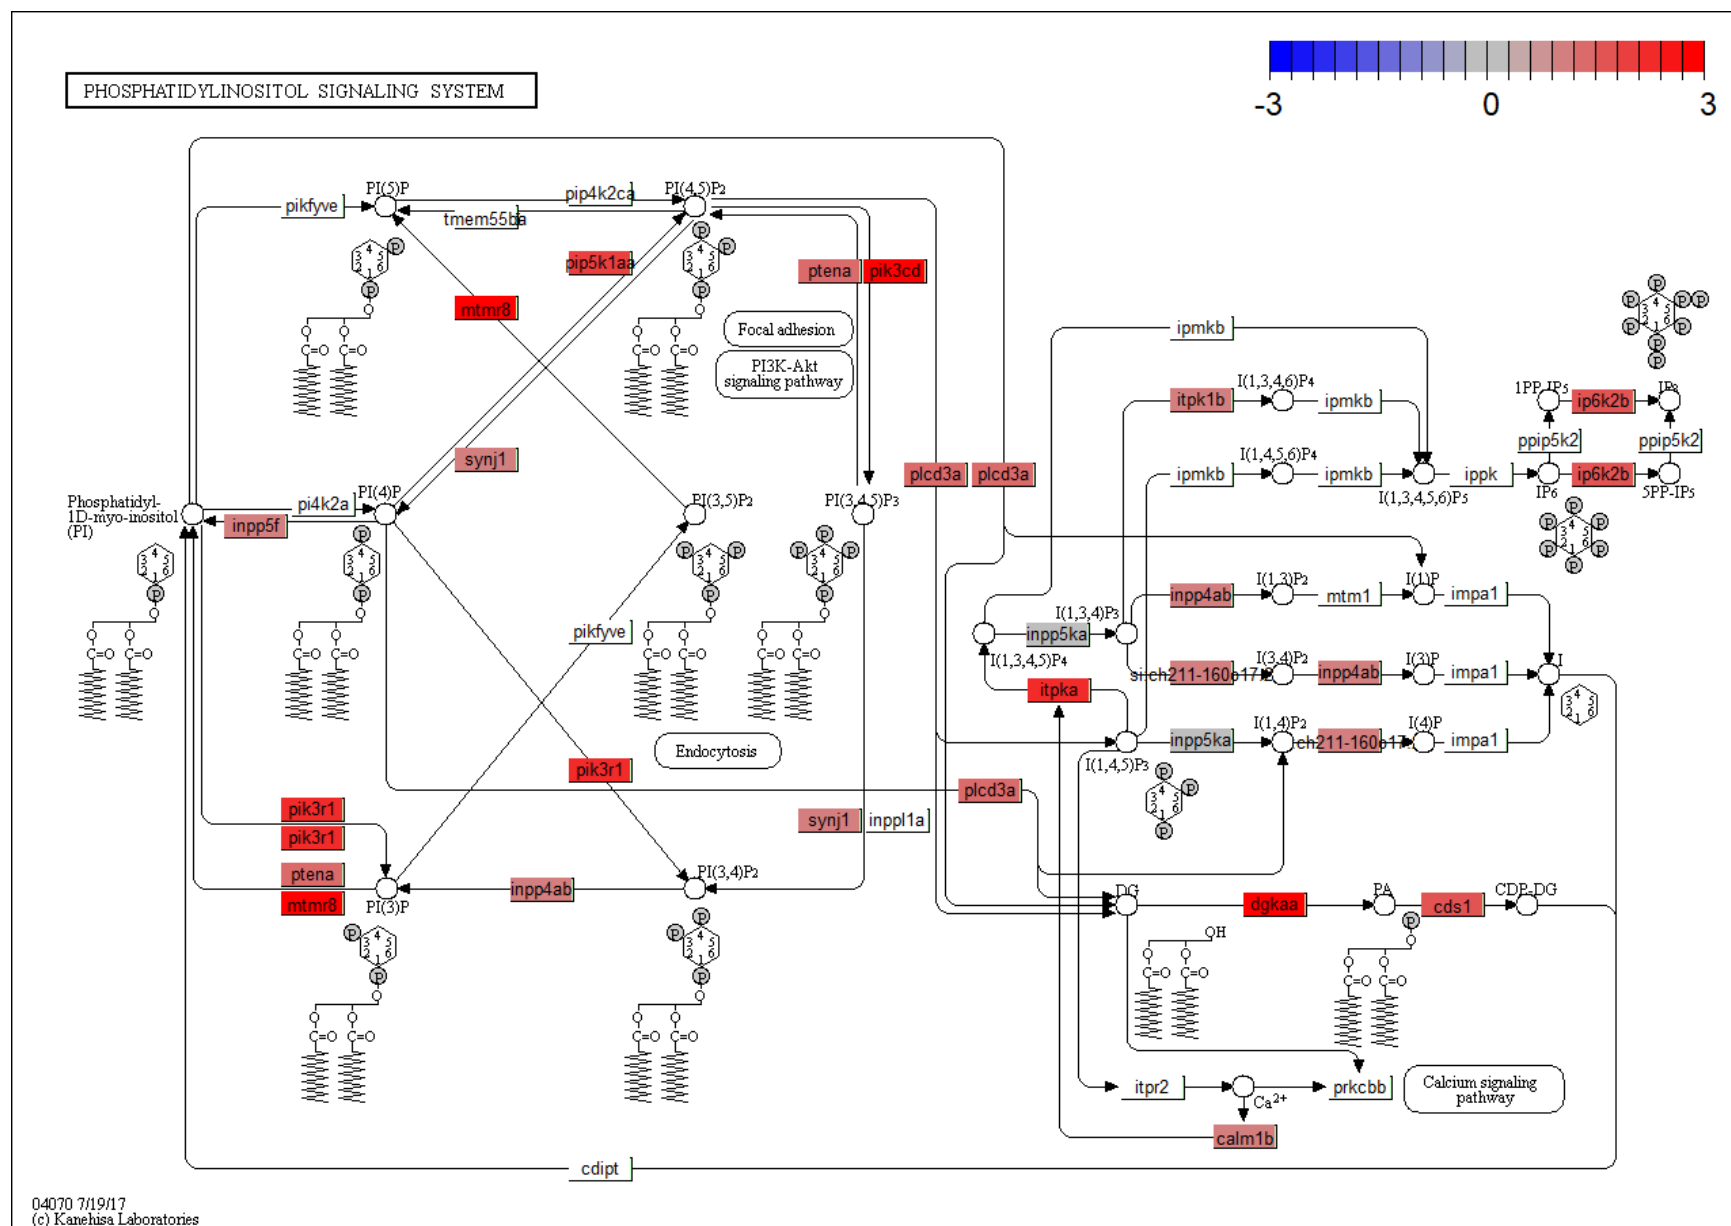

# MAPK signaling pathway

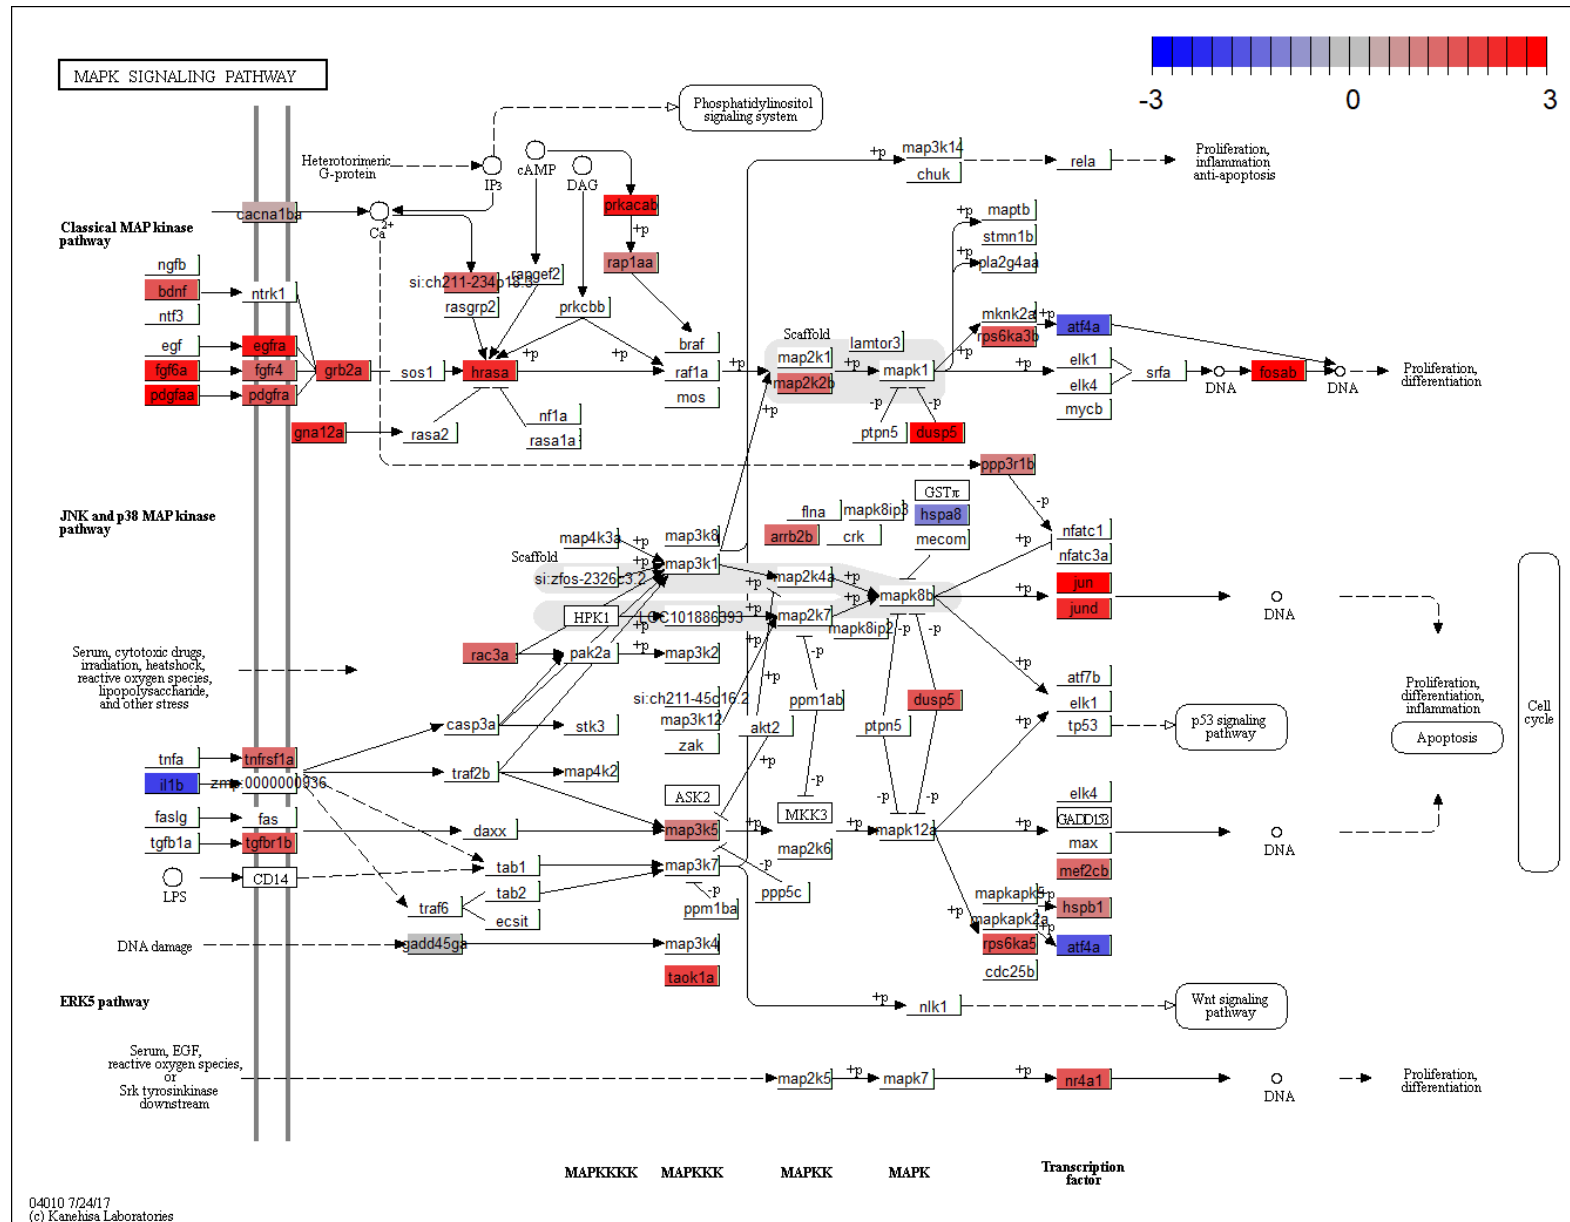

## ERBB signaling pathway

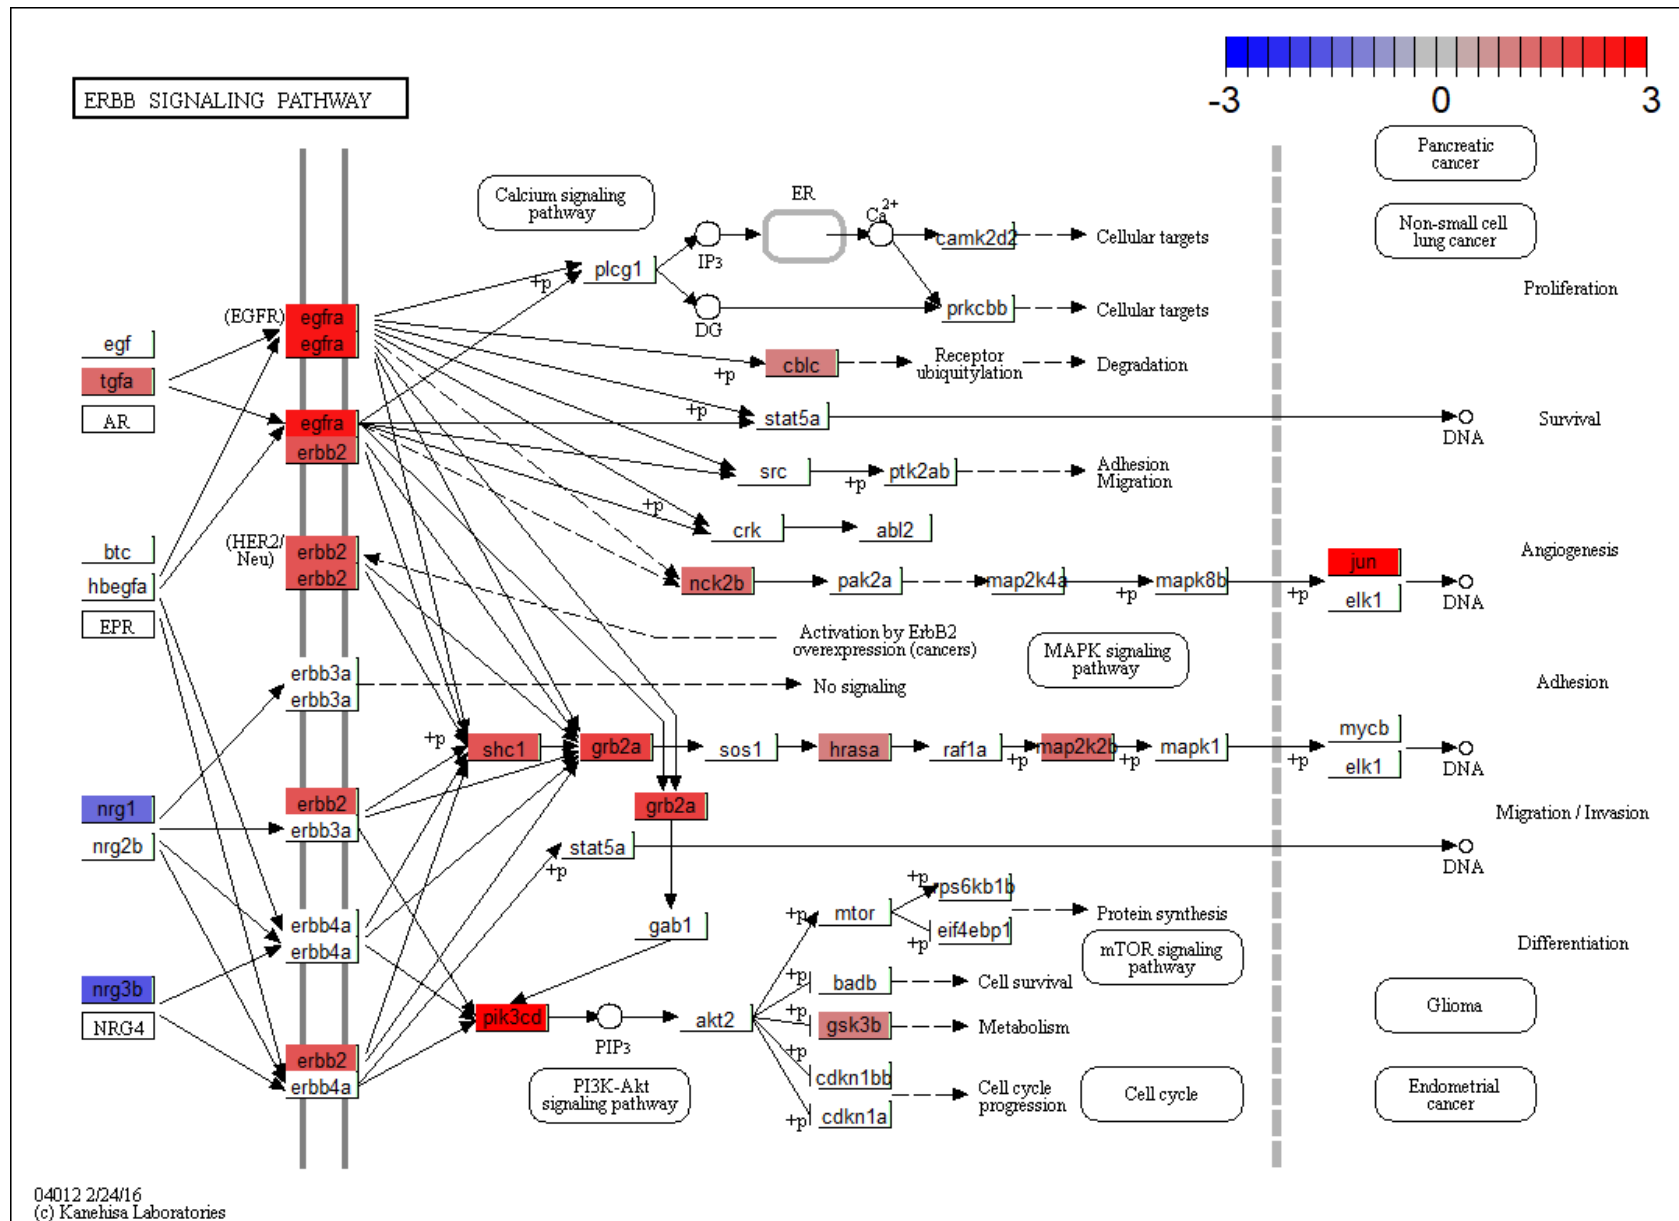

## TGF-beta signaling pathway

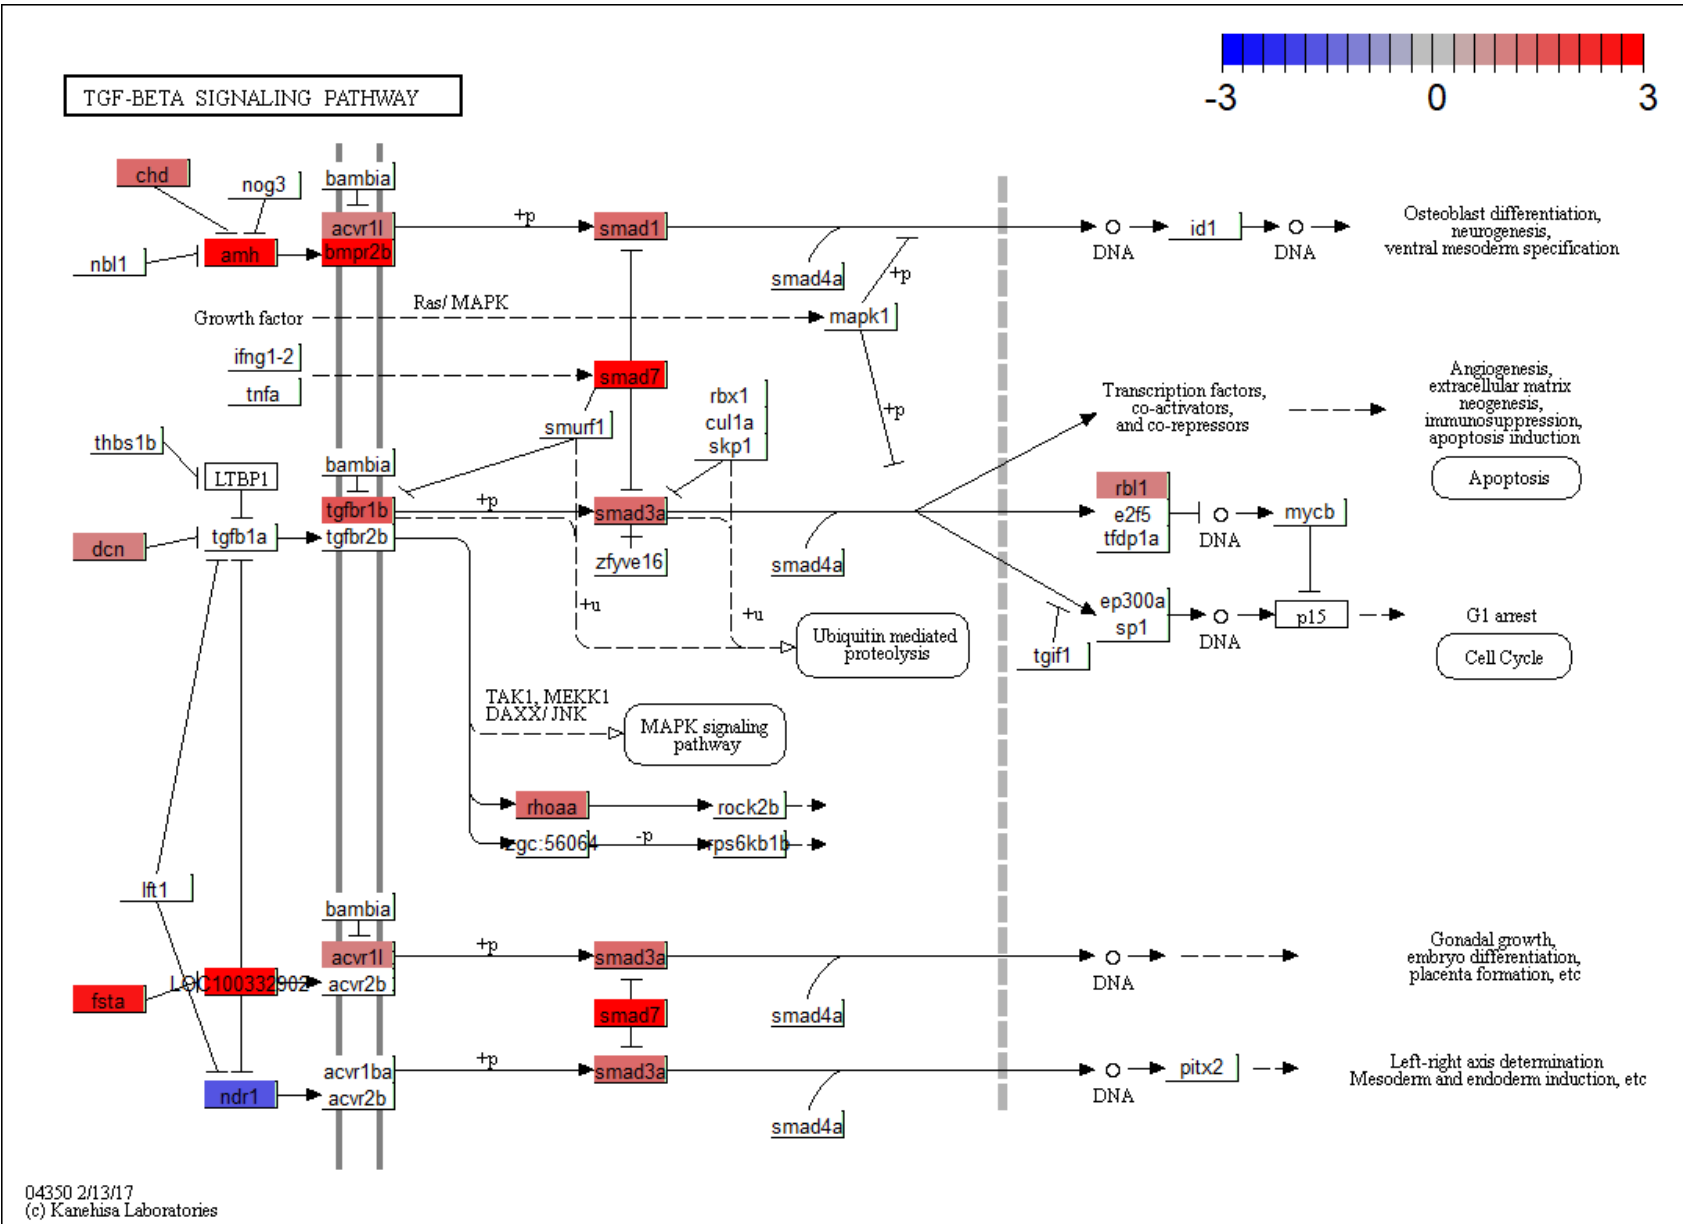

# VEGF signaling pathway

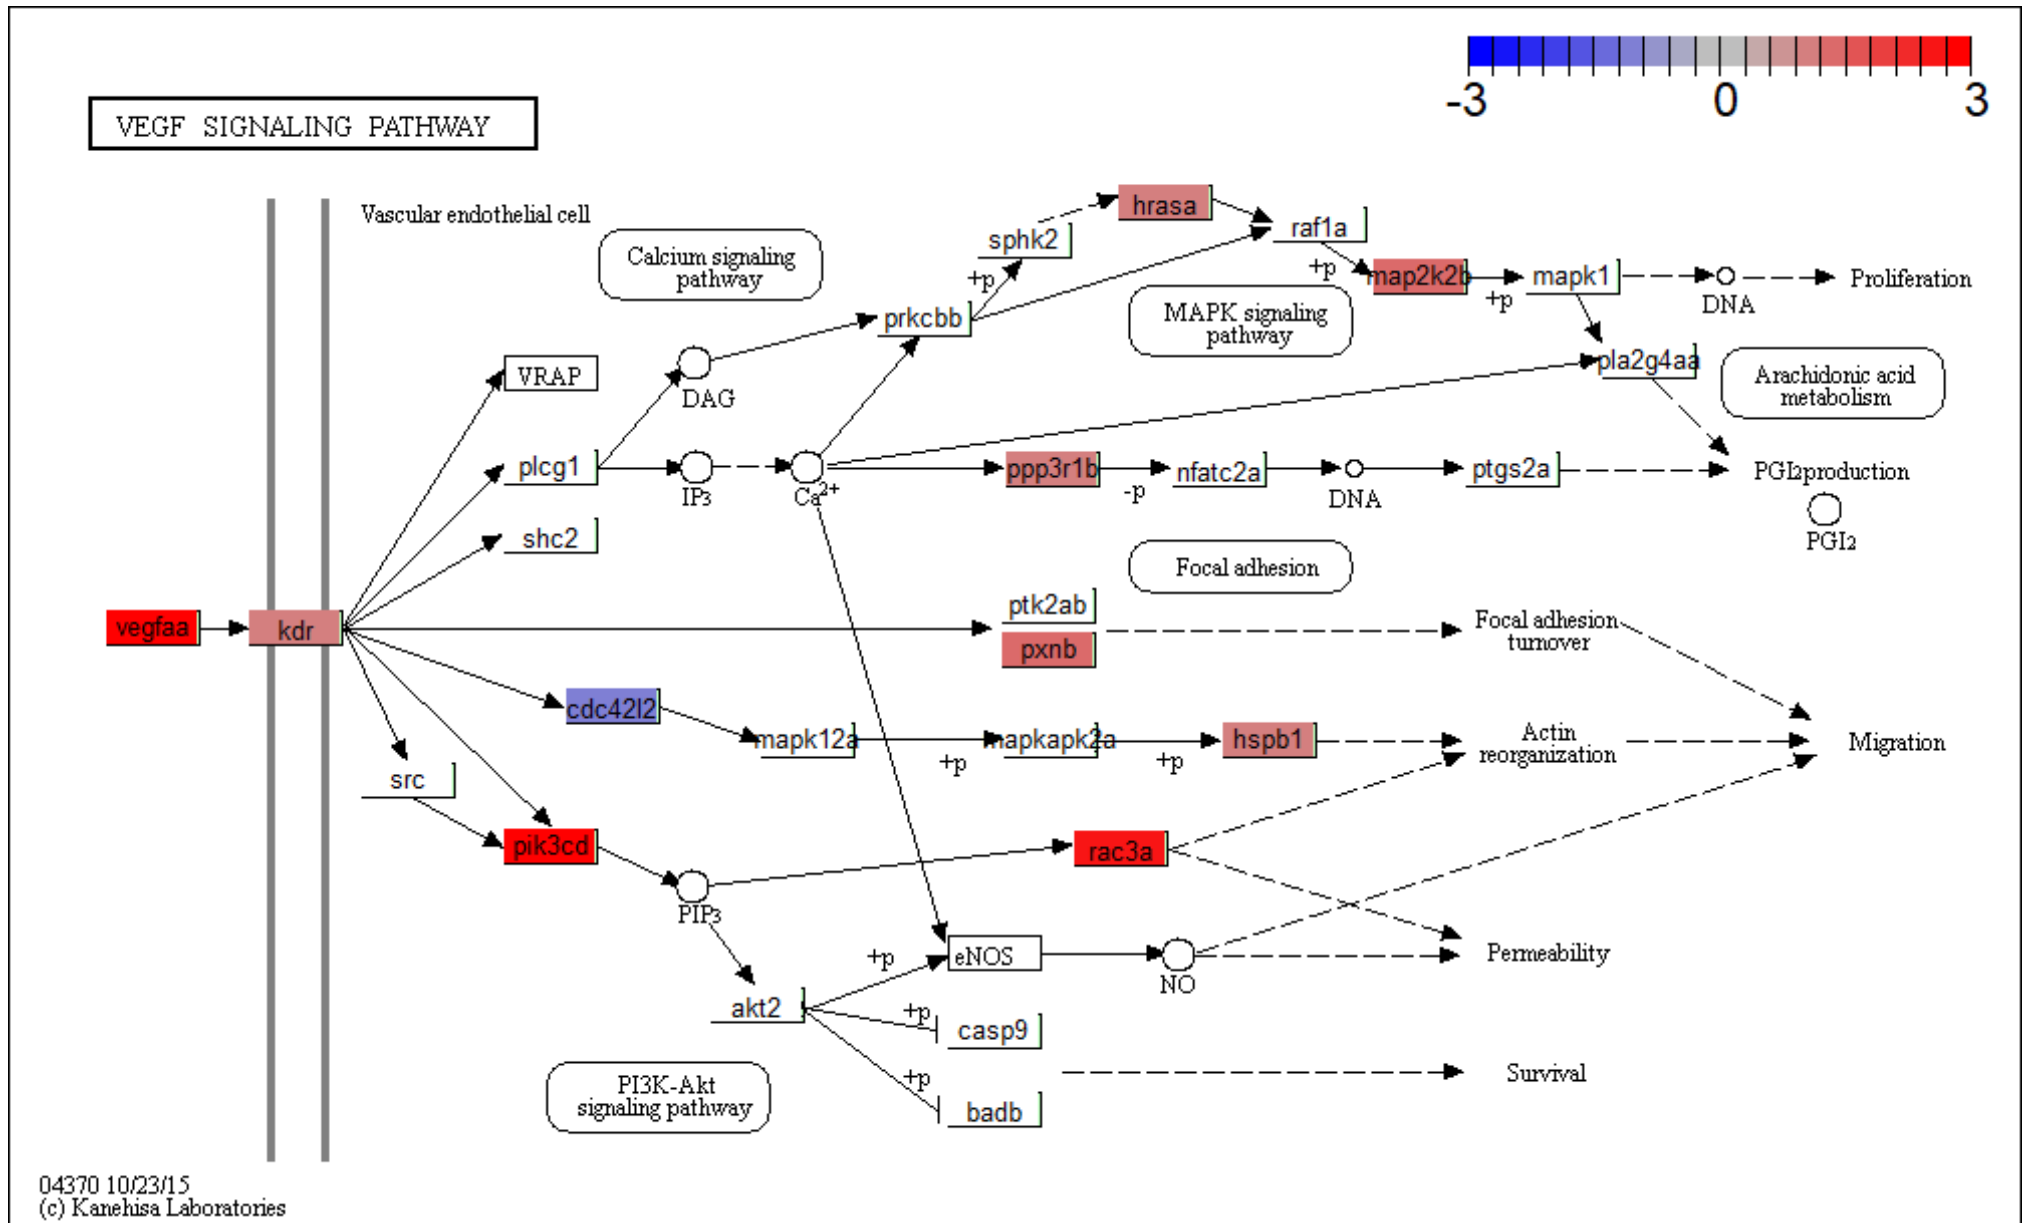

# Foxo signaling pathway

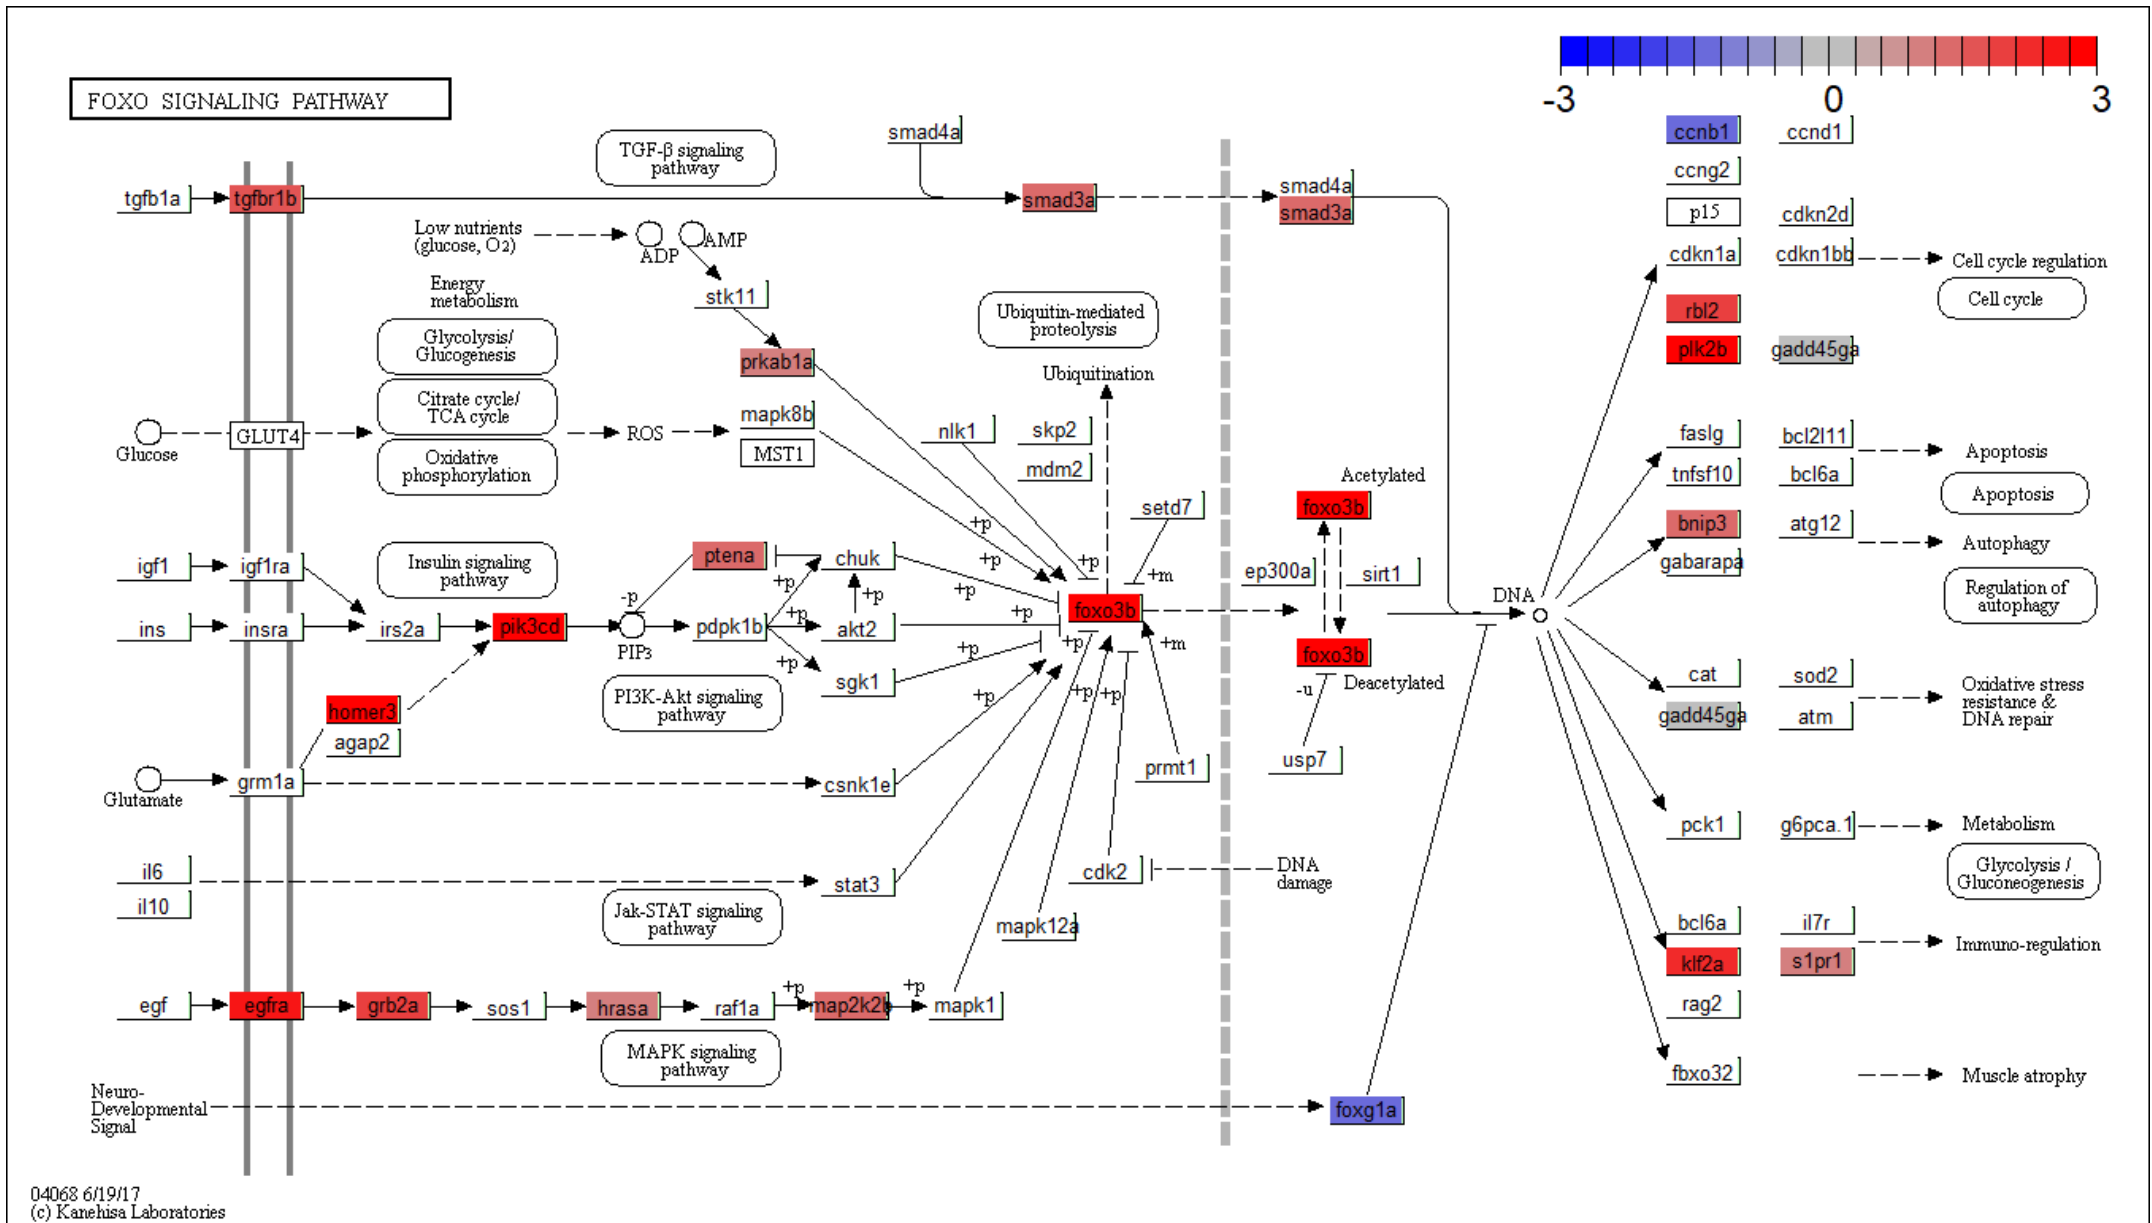

## Hedgehog signaling pathway

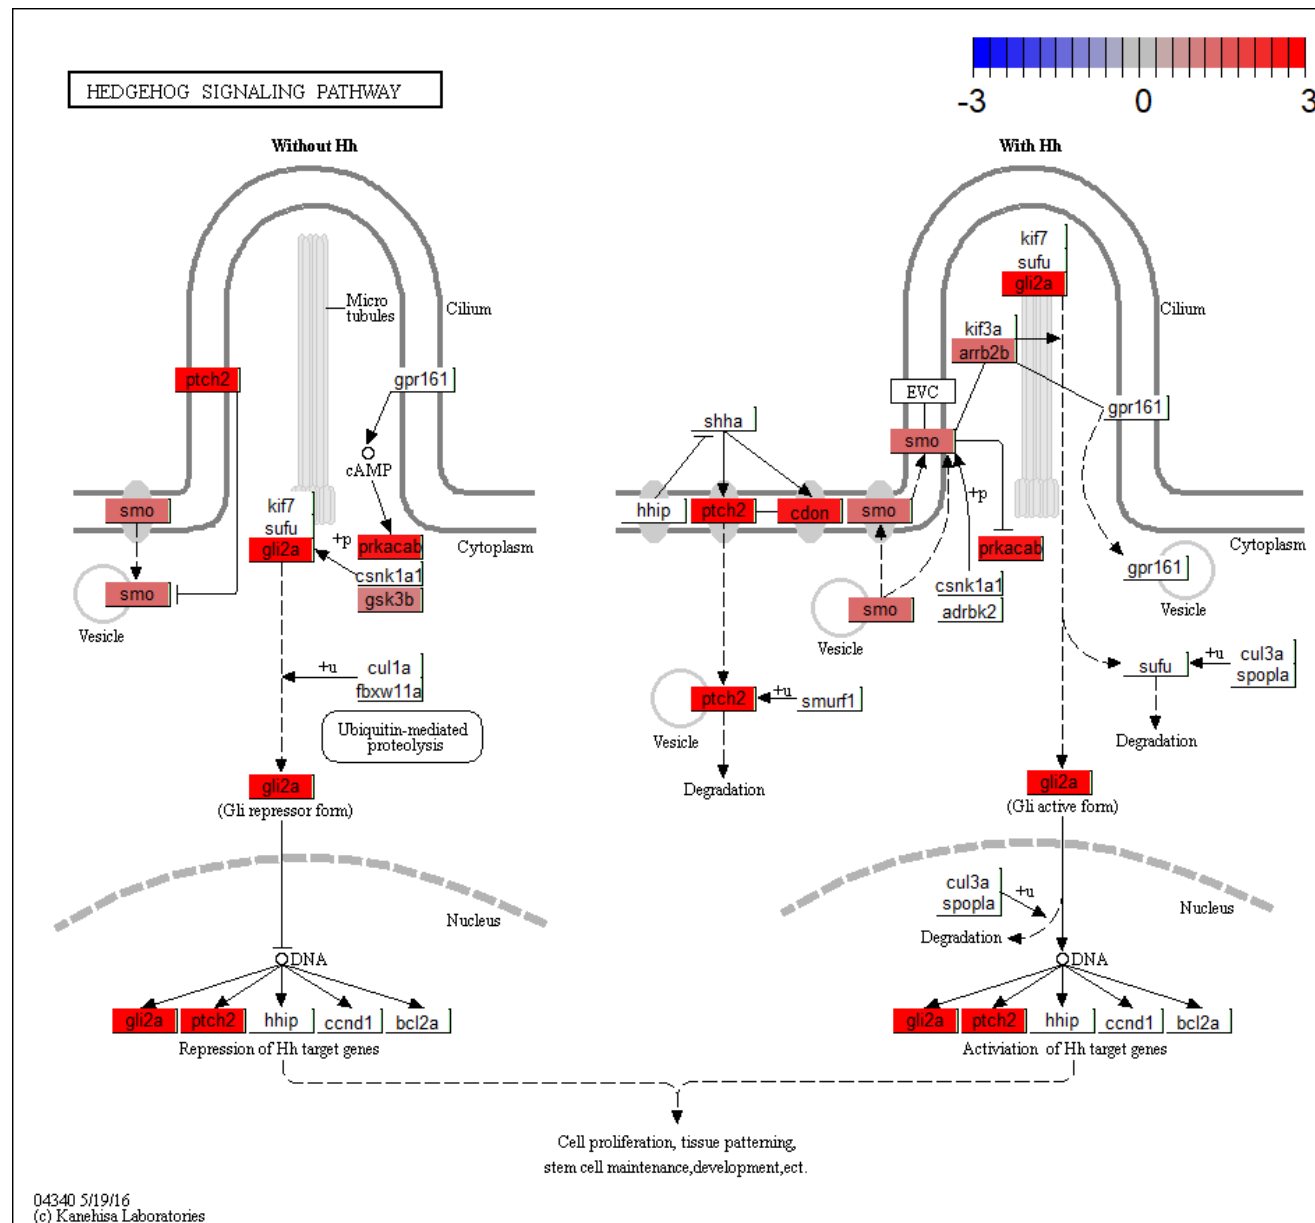

# Cytokine-cytokine receptor interaction

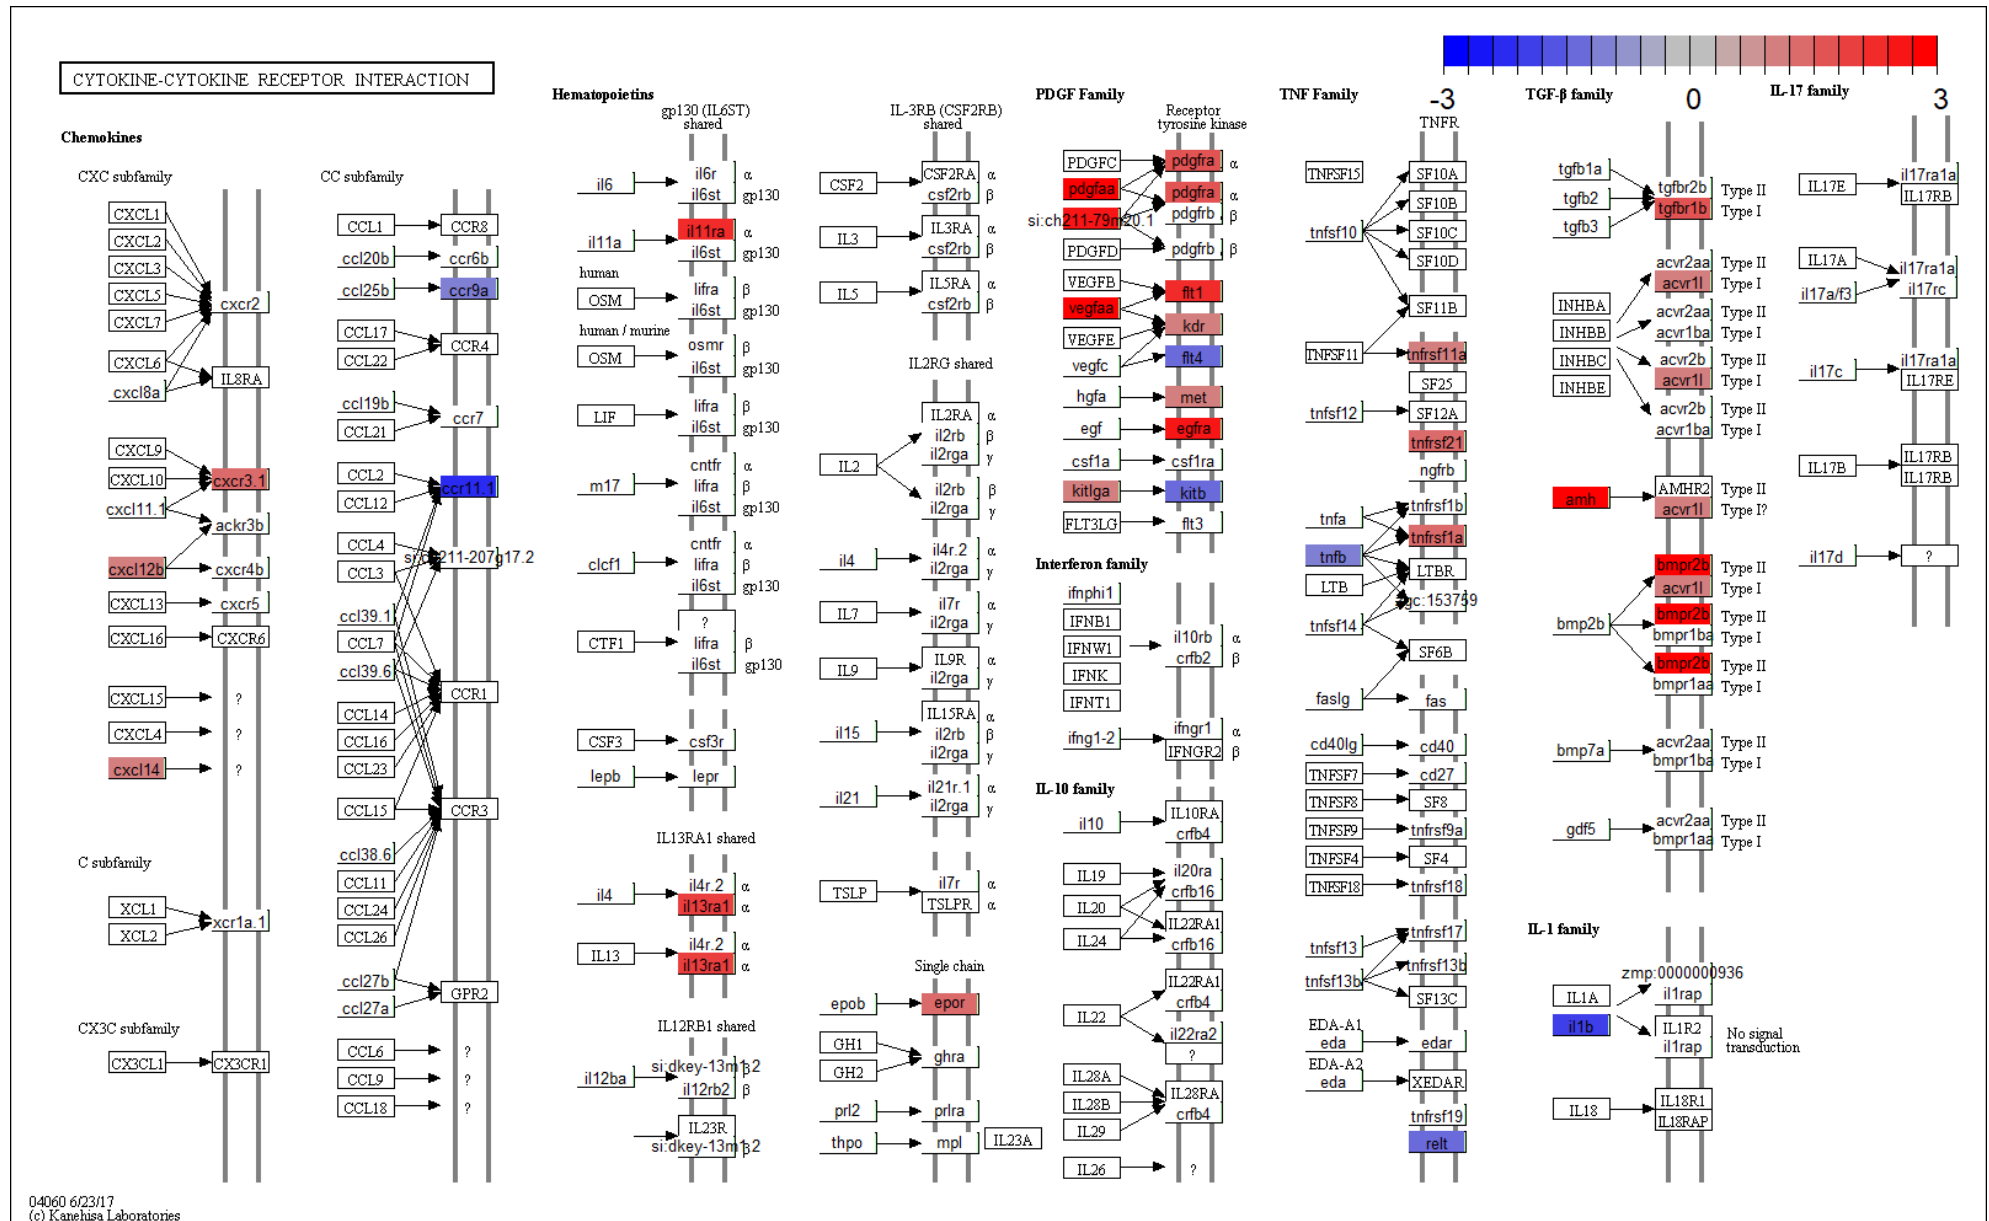

# ECM-receptor interaction

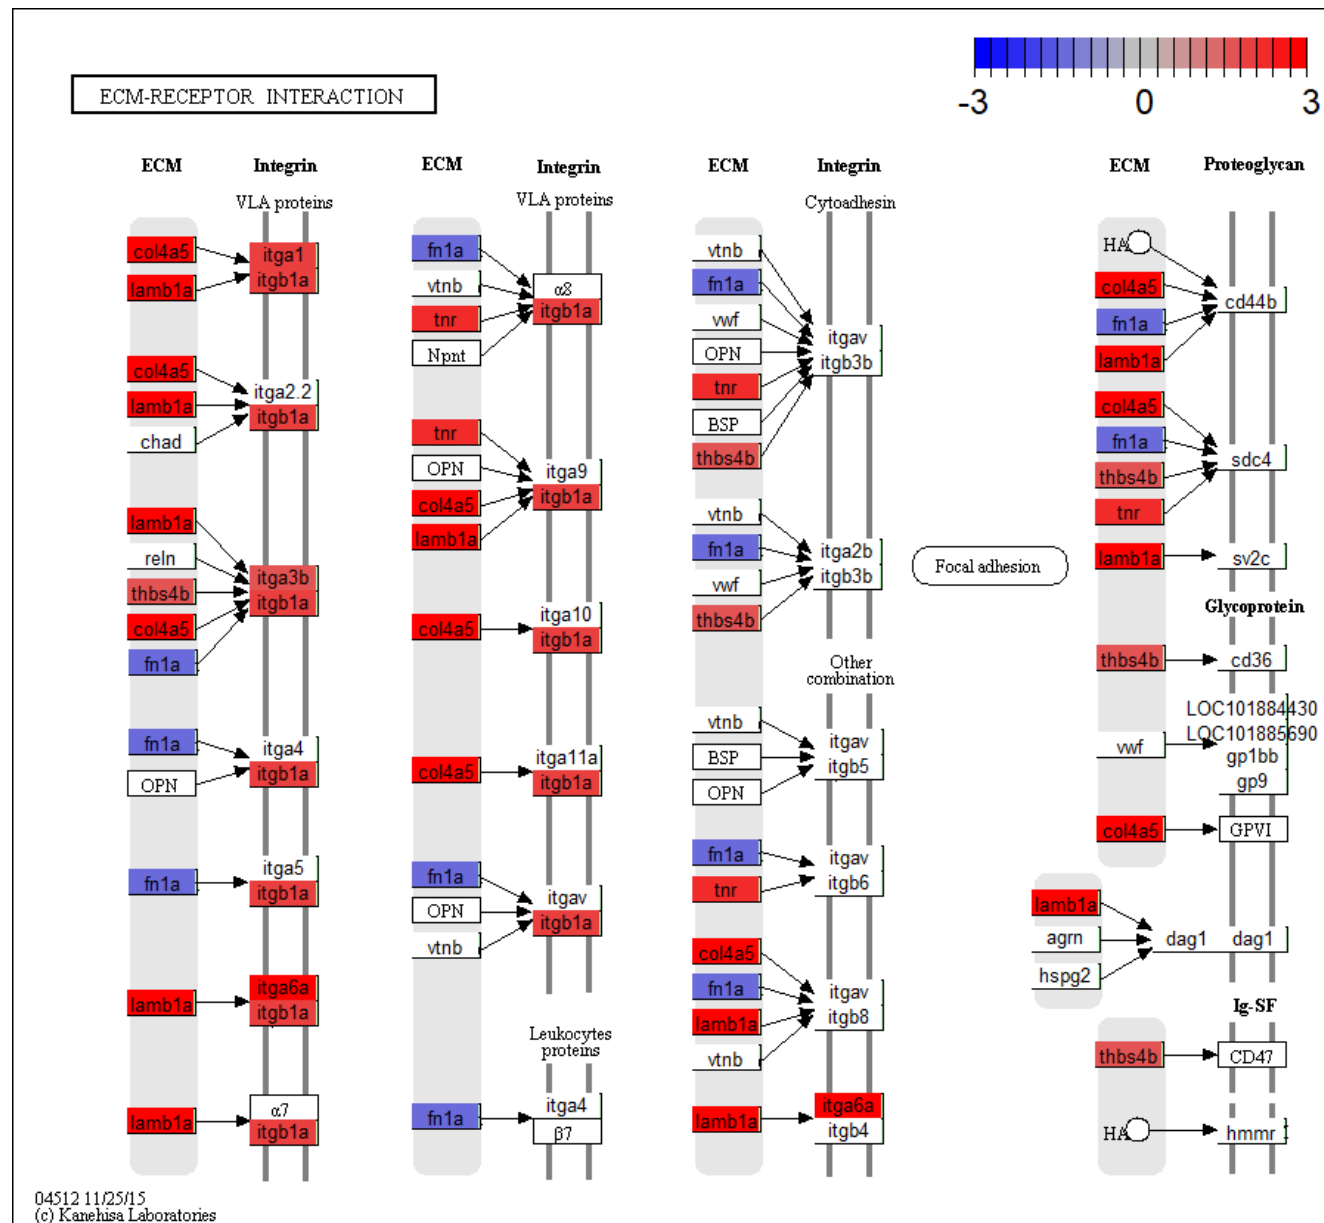

## Endocytosis

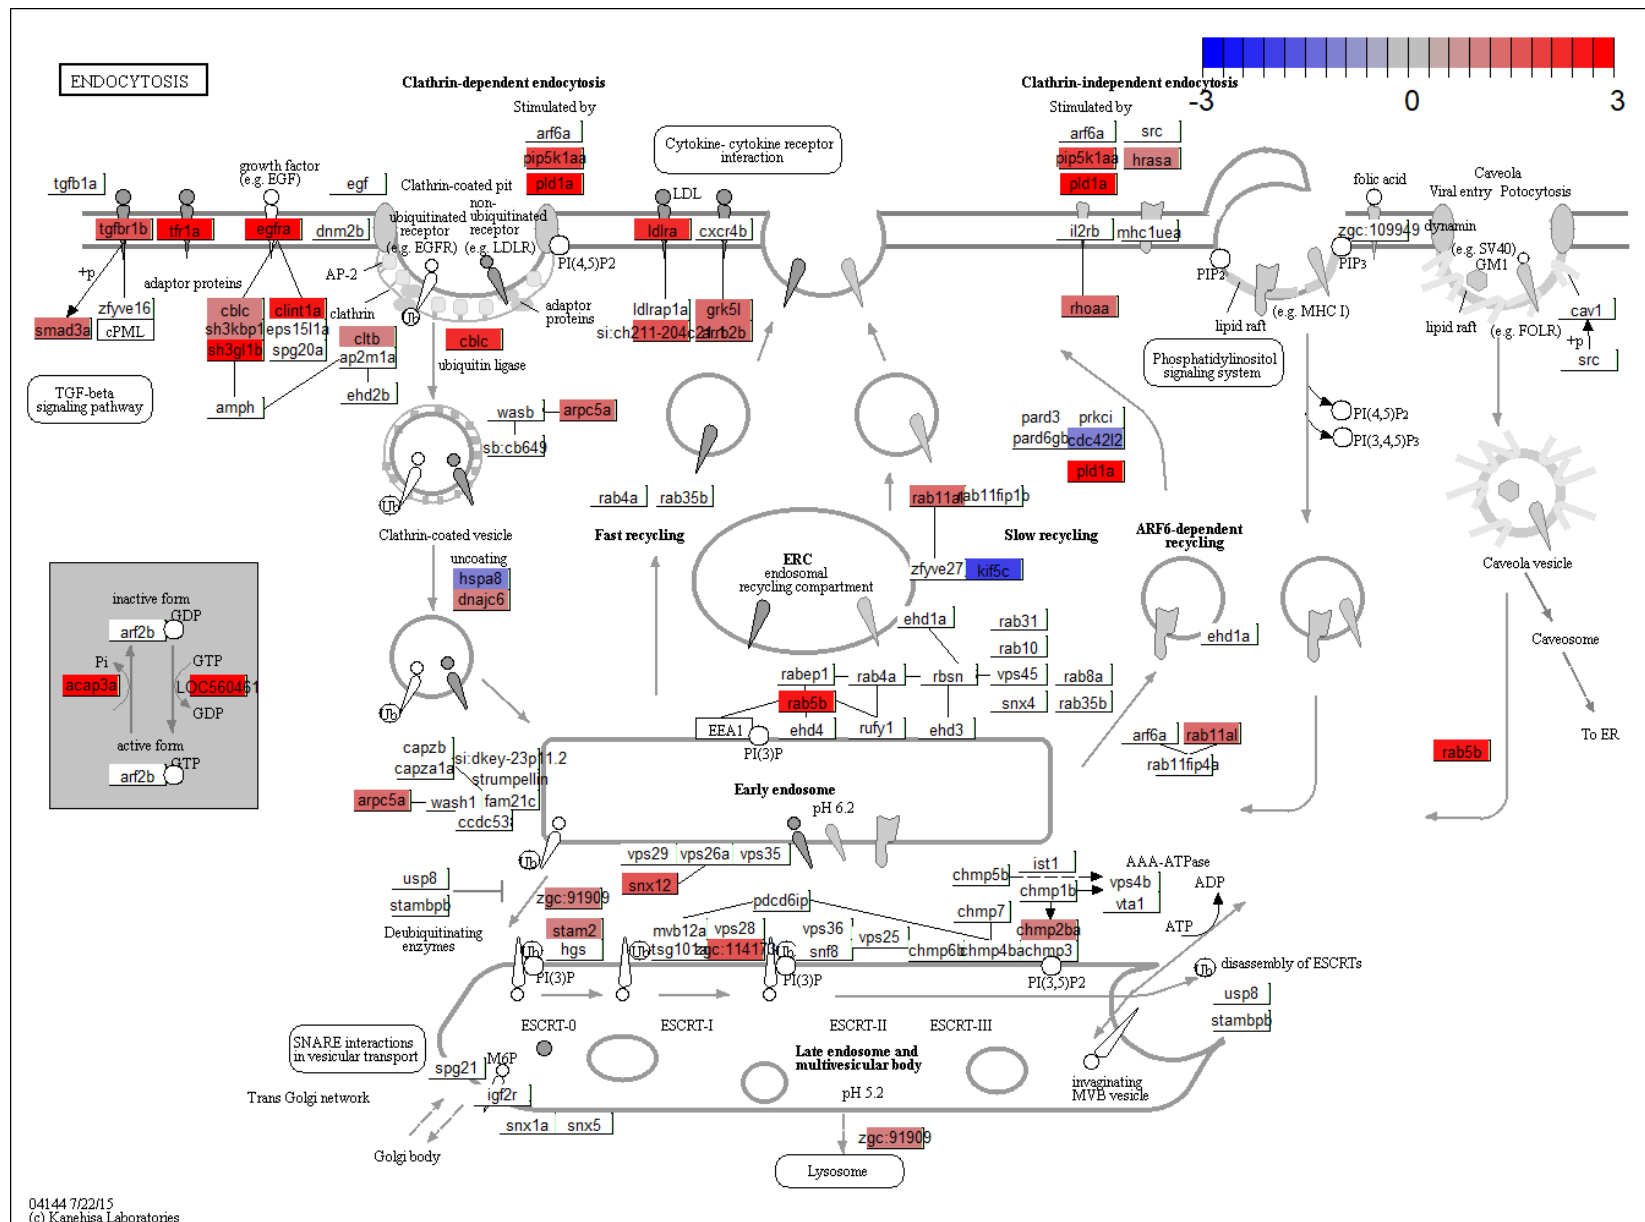

# Pentose phosphate pathway

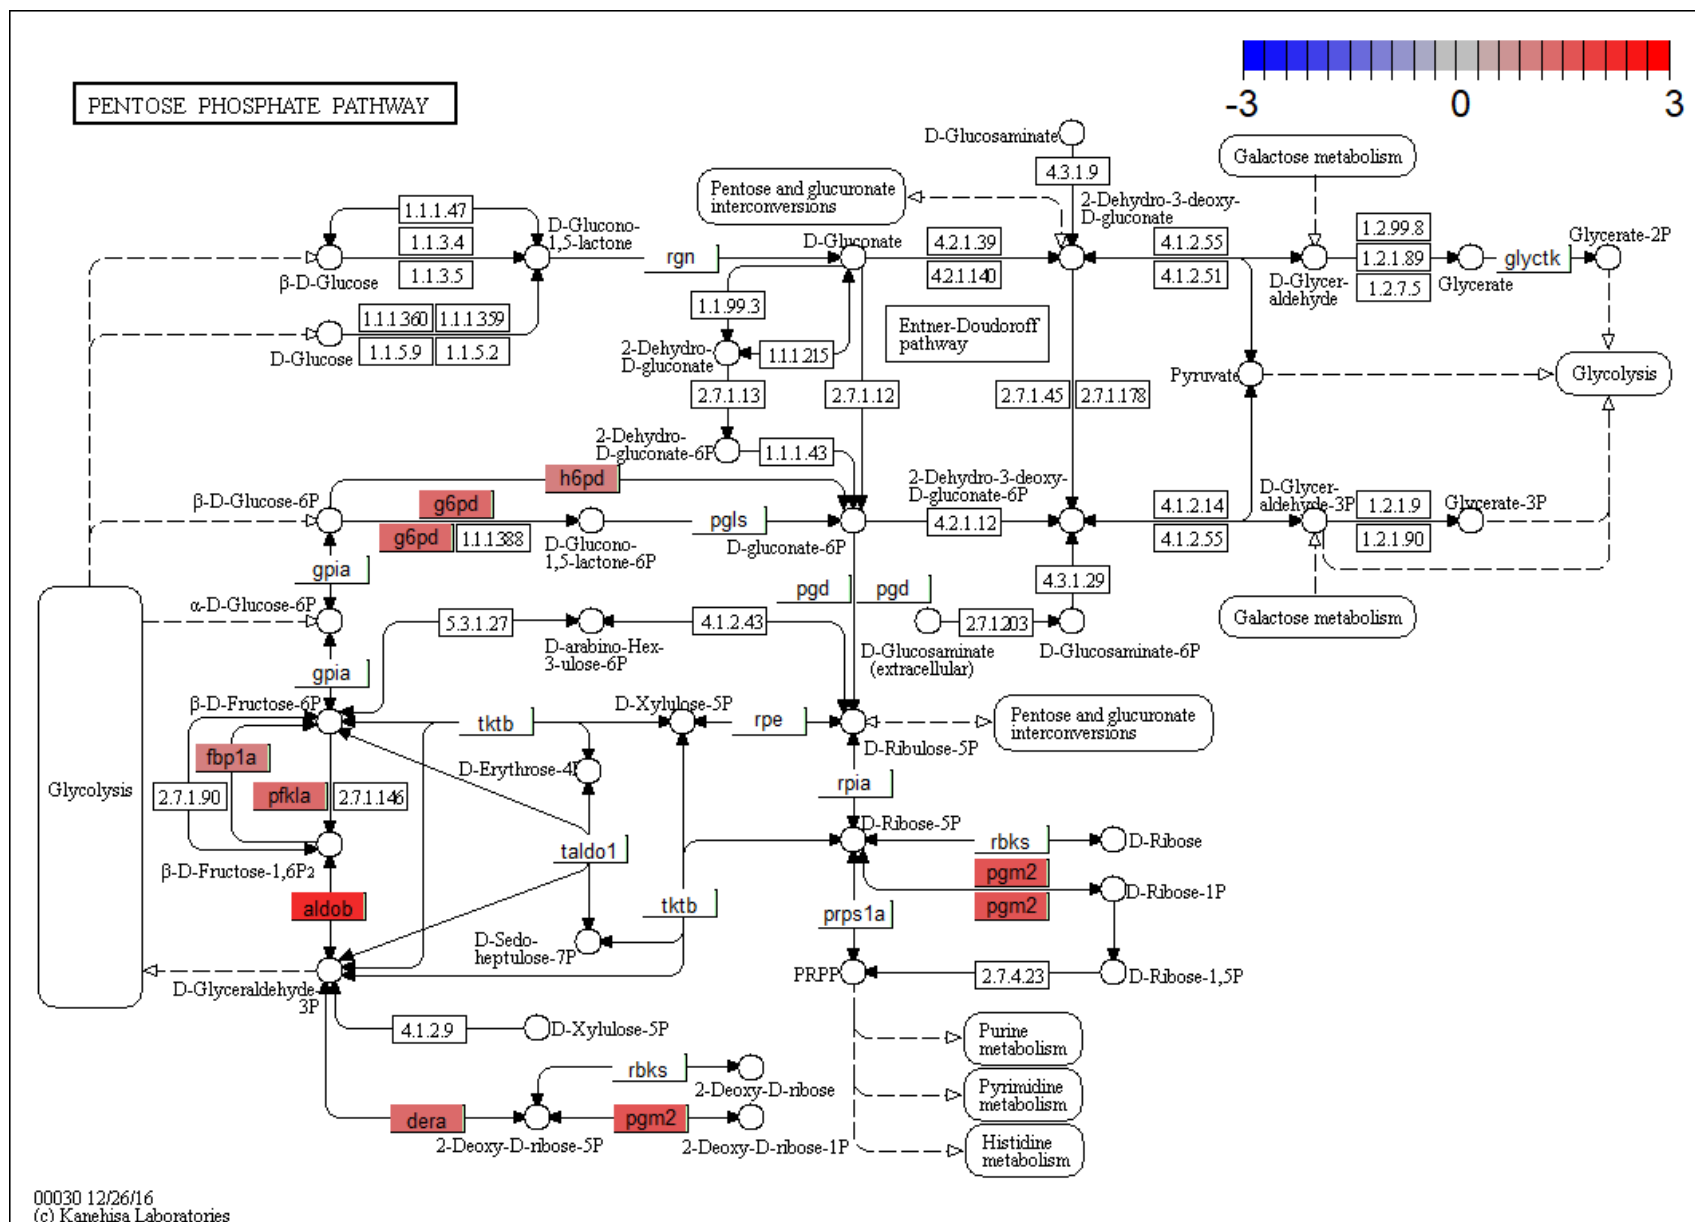

## Glycerophospholipid metabolism

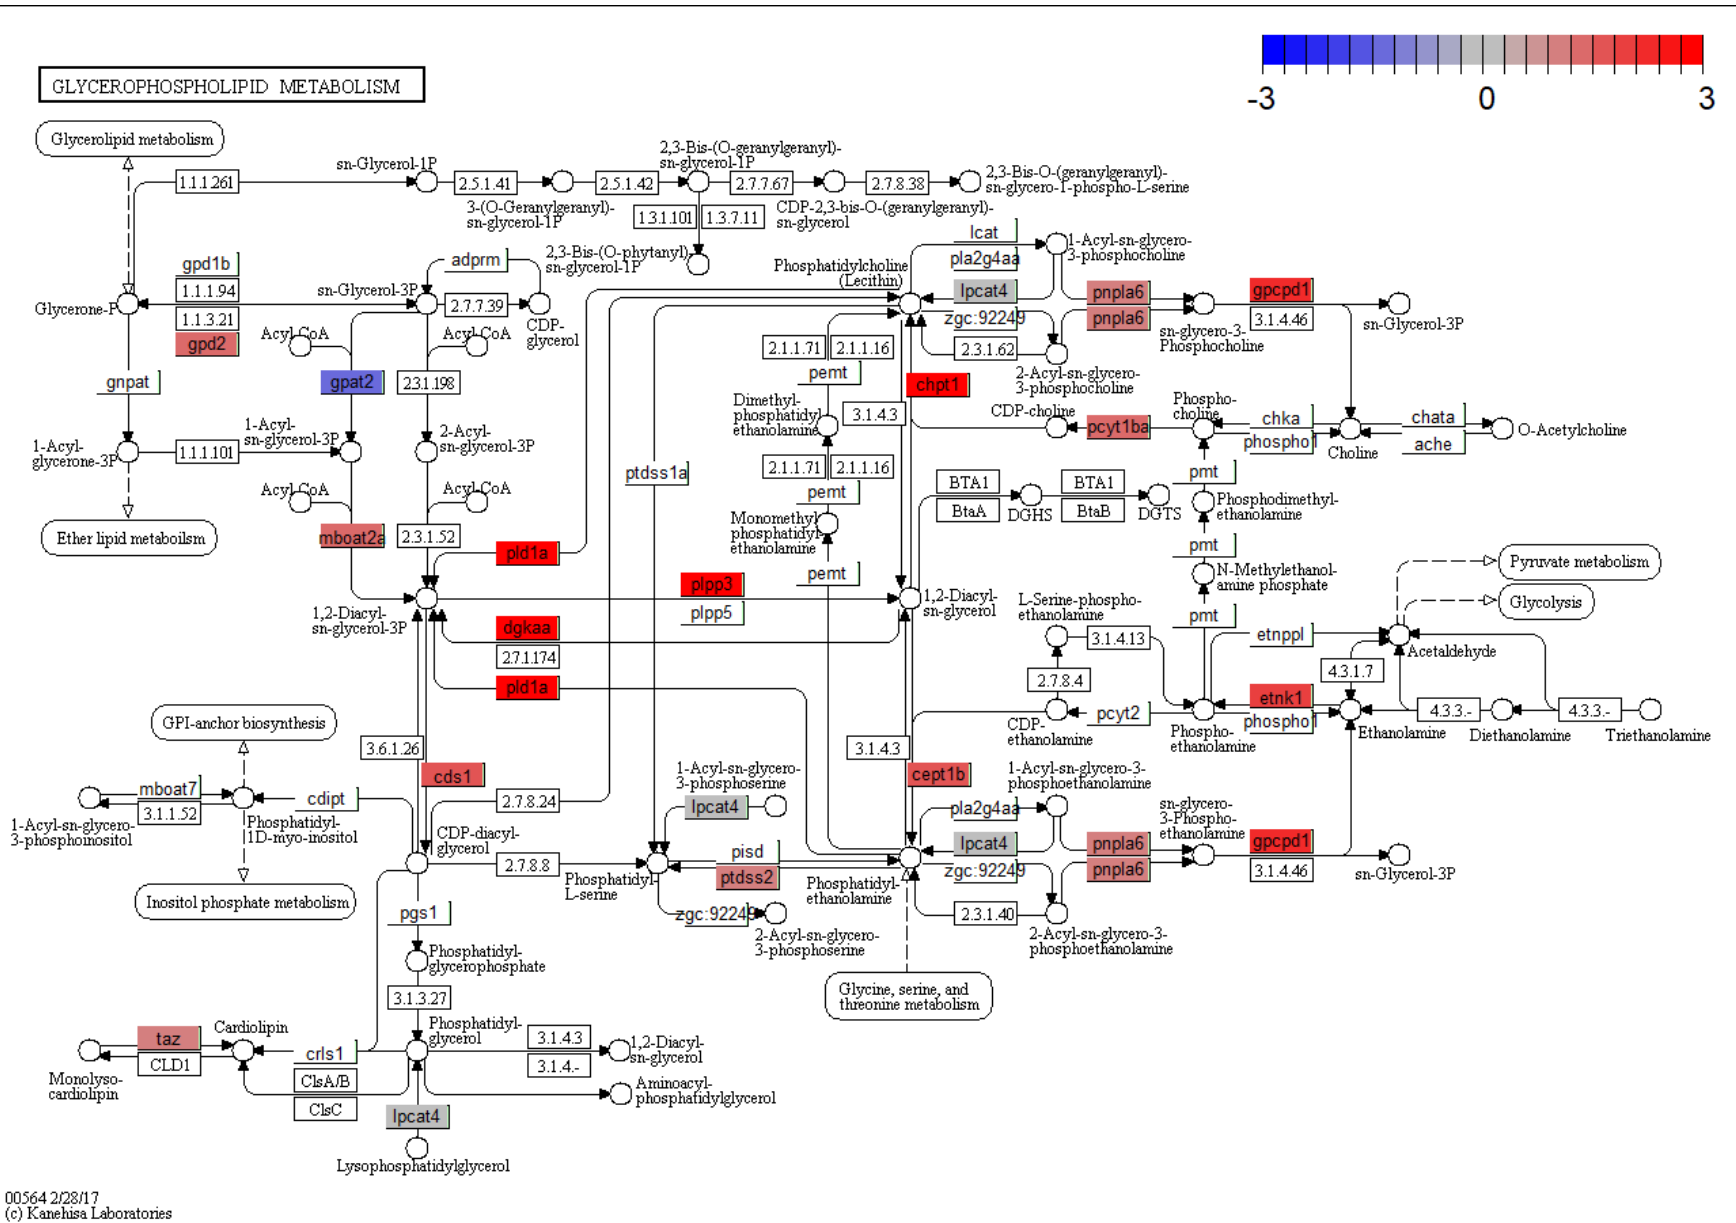

# Focal adhesion

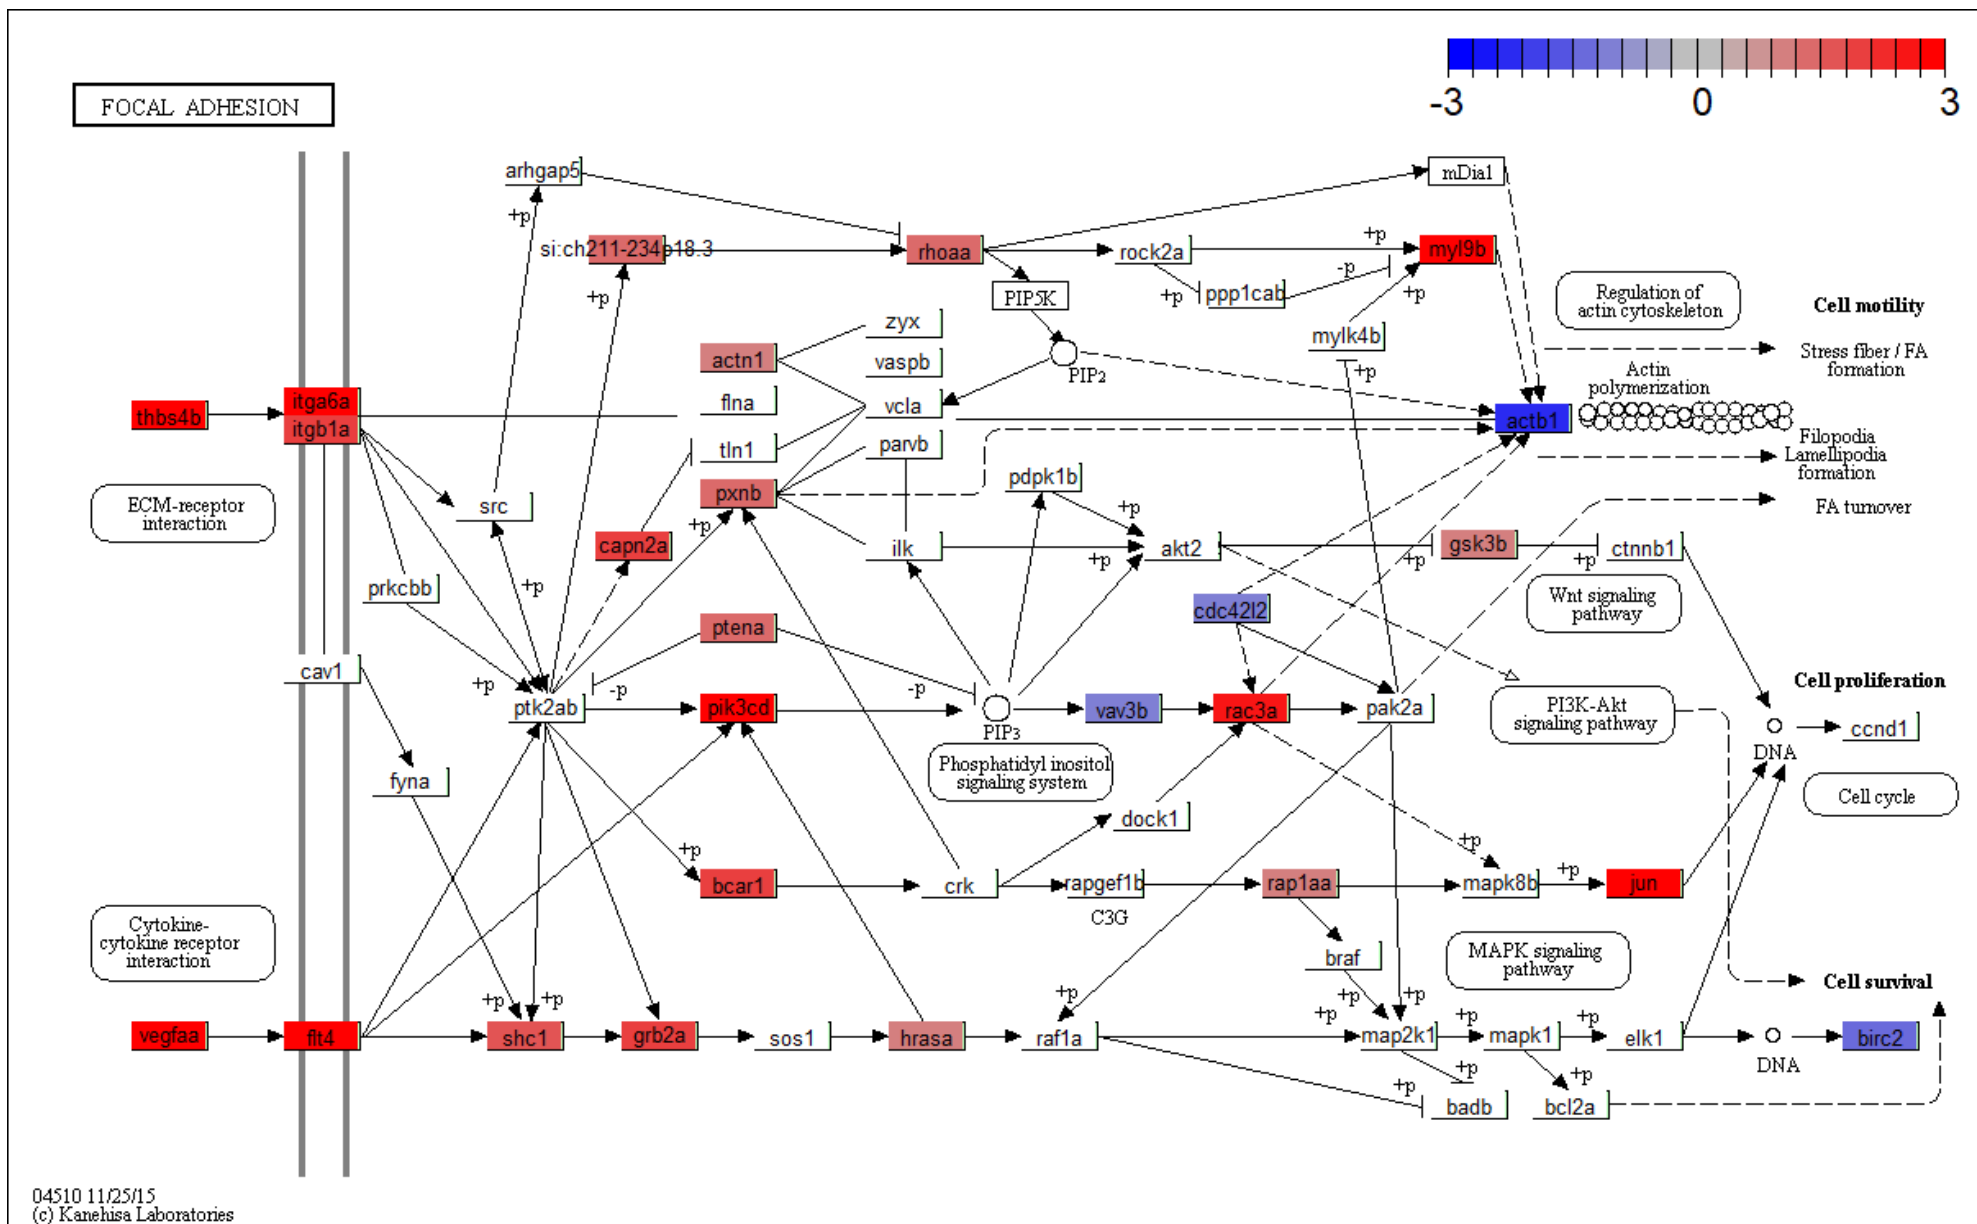

## Regulation of actin cytoskeleton

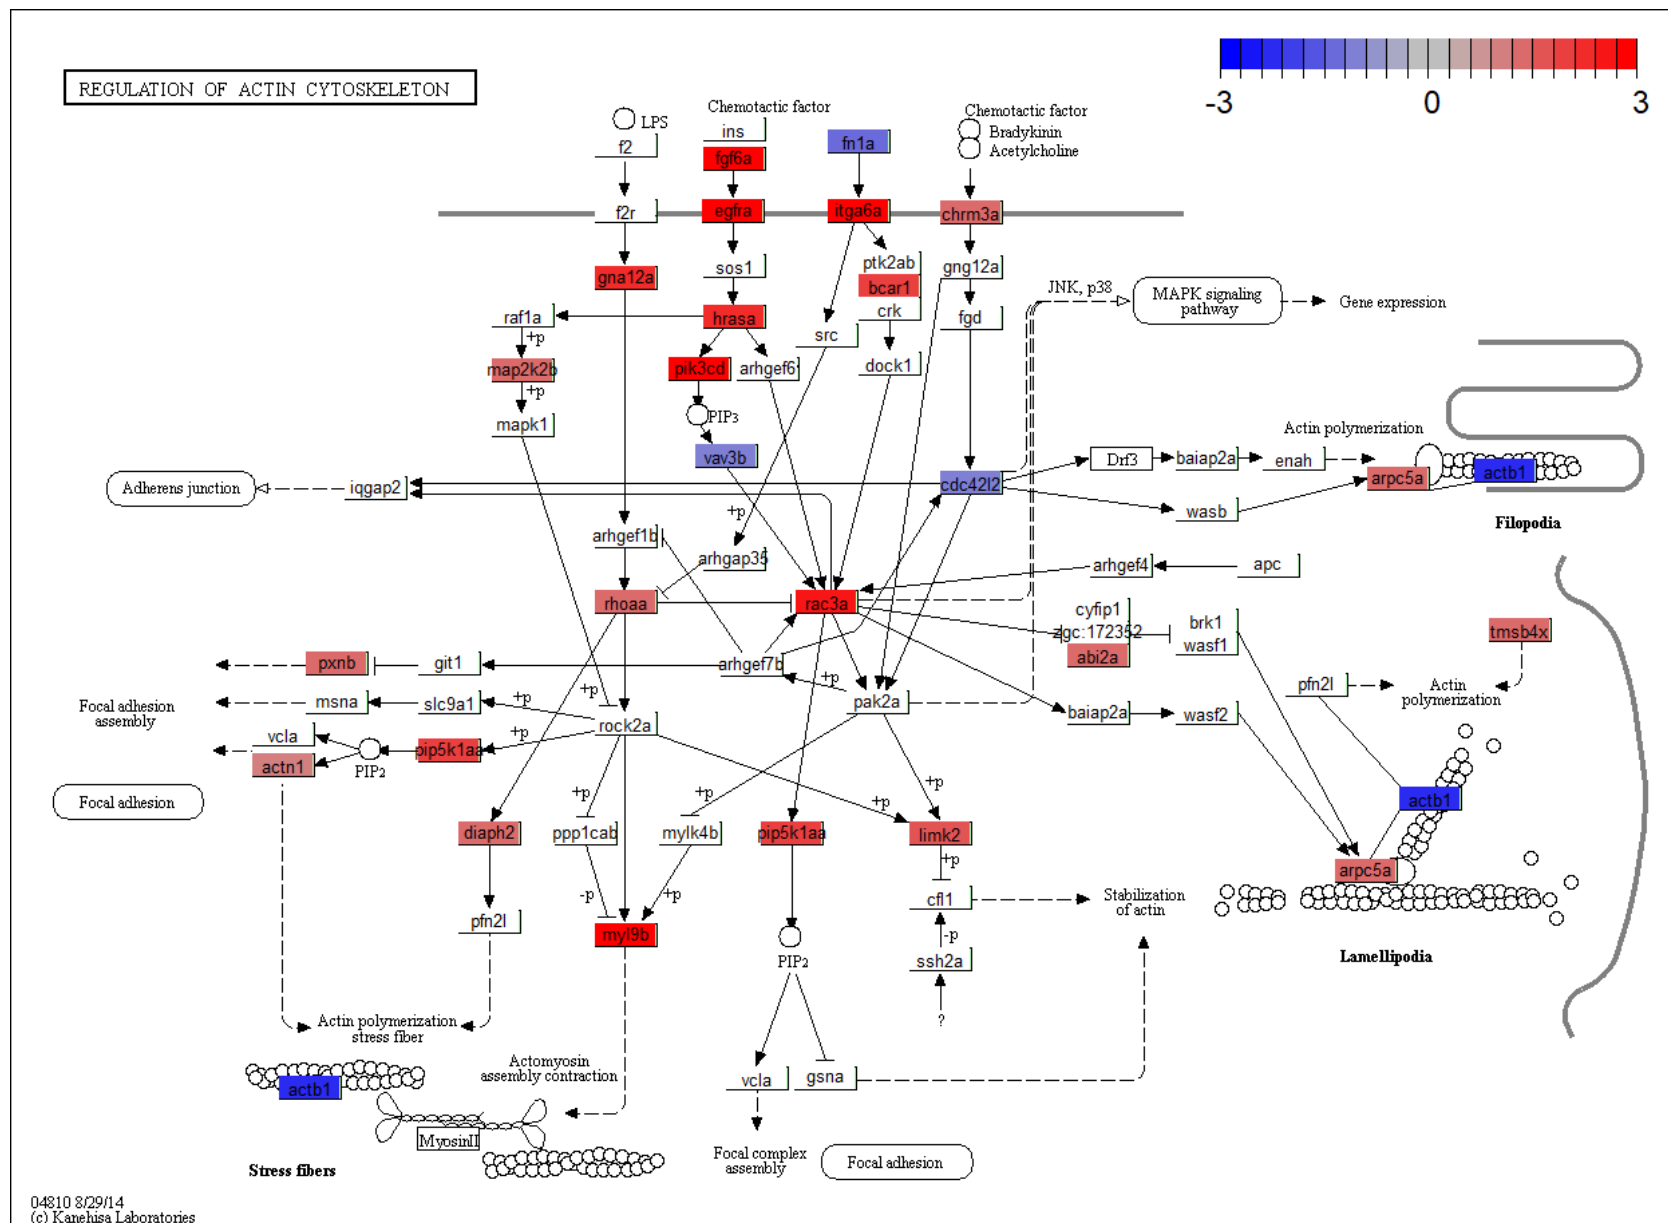

**Supplement:** Supplementary file 3

How the deposited data were processed for this re-analysis (not part of the article)

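RNA from PG follicles and PV follicles of zebrafish was sequenced in 6 libraries, 3 per stage. The authors aligned the reads to the GRCz10 assembly with TopHat2 and assembled them with StringTie, and they deposited a raw count for each of 31540 Ensembl genes, which the prepDE script of StringTie derives from the coverage of a gene and a read length. The authors also deposited normalized counts, a signal made by dividing each library's counts by 1 size factor of DESeq2. These factors ran from 0.554 to 1.42. The raw counts were used for every result, and the normalized counts were used only to check that they are the raw counts divided by those factors.

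The stage of each library was taken from its label. PG and PV follicles came from the same 3 groups of 3 fish according to the methods, so libraries with the same number may come from the same group of fish, although the paper does not state that the numbers match. The main model therefore held no block, and a model with the replicate number as a block was fitted beside it. As a check, the log2 deviations of each library from its stage mean were correlated between stages across the 12241 genes with a mean normalized count of at least 50. The mean correlation was -0.01 for same-numbered and 0.00417 for differently numbered libraries. The 3 values of each stage are few, and 3 against 3 give a permutation p of no less than 0.1, so single genes were tested with a model across all genes.

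Genes were filtered with filterByExpr of edgeR (minimum count 10, minimum total 15), which left 15899 of them, and libraries were scaled by TMM. The tests were edgeR's quasi-likelihood tests (version 4.0.16, with limma 3.58.1 and R 4.3.3), with p-values adjusted by the Benjamini-Hochberg method, and DESeq2 (version 1.42.0) was used as an alternative. Genes with an adjusted p of 0.05 or less and a log2 fold change of at least 1 in size were taken as DEGs. On simulated counts drawn for the same 15899 genes with 200 changed genes, the edgeR model recovered 191 of them and made 1 call among the others. The simulated changes were few, drawn as rises and falls alike, and all larger than the fold-change threshold. Every gene was given the same spread between replicates. The simulation therefore does not test the scaling, or genes with a wider spread or smaller changes. Comparisons of gene lists used Fisher's exact test and permutation tests with 100000 resamples in scipy (version 1.17.1), with numpy 2.4.6 and pandas 2.3.3, and each list was set against 10000 random lists matched on mean expression. Figures were drawn with matplotlib 3.10.9. A gene was detected in a stage when at least 1 of its 3 libraries held at least 1 count.

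Totals per library ranged from 14492086 to 36603108 counts, and the smallest share shown by 3 counts lay between 8.2e-06% and 2.07e-05%. Genes for which a stage held no more than 3 counts in any library are given as lower bounds of the change.

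Named genes were chosen by a rule set before the data were examined, namely every gene that the paper names as changed or stable, the genes of the egg coat and piRNA panels, the gene of highest mean count and the 3 genes of largest change in each panel of Figures 5 to 7 and each KEGG map, and the 5 largest rises and 5 largest falls among DEGs whose PG and PV values do not overlap and whose mean normalized count is at least 50. Gene lists were read from Figures 5 to 7, Figure 9 and the maps of Supplemental Figure 1. The alternatives were other scalings, DESeq2's test with unshrunken and shrunken fold changes, no filter, a minimum of 10 counts in every library, a test against a fold change of 2, the unadjusted p, the replicate block, and the omission of each library in turn. The enrichment of GO terms and KEGG pathways was not analysed here, because it needs an annotation of every tested gene to terms.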

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

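Of the tests here, the one of shared reads between genes of one name was chosen only after the result was seen. The 5 largest rises and 5 largest falls were examined among DEGs whose PG and PV values do not overlap and whose mean normalized count is at least 50, and 8 of these genes are not among those the paper discusses. Each had counts above the smallest value the depth can show in the stage where it was high.

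Among the rises, myo7aa (ENSDARG00000099871) had a log2 fold change of 6.73, klhl41b (ENSDARG00000006757) one of 6.19 and wdr37 (ENSDARG00000074611) one of 5.79. In PG follicles, myo7aa had at most 4 counts in a library, klhl41b 4 and wdr37 12. All 12 PG counts of wdr37 were in 1 library, so without that library PG follicles had no count of it. Among the falls, 4 were in genes named Metazoa_SRP, with log2 fold changes of -5.43, -5.35, -5.00 and -3.74, and the other was PKHD1L1 (ENSDARG00000040004), at -3.54.

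The size of the smallest of these changes over the fits that each left out 1 library was 3.42 on the log2 scale, and over the scalings it was 3.13. Each of the 8 genes kept its direction and call in those fits and scalings. The scalings moved the median of all genes by at most 0.42, less than any of these changes. Genes picked for values that do not overlap could hardly have changed direction in these checks. No conclusion about a single library or the scaling is therefore drawn from them. The genes were chosen for large changes, so their sizes carry that selection.

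Of 46 genes named Metazoa_SRP, 39 were tested, and all 39 were lower in PV follicles, with log2 fold changes from -5.43 to -2.33. Reads shared between copies of one RNA may move such genes together, and so may a change in that RNA between the stages or in how it was captured in the libraries, so these cannot be told apart. The names come from the part of the paper's tables that could be read, where each of the 46 is listed as lower, so their falling together follows from how they got a name, and other copies may lack one. Contamination by other cells and gene length or GC content were not tested for these genes.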

How the results depend on the processing

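The alternatives were set before the data were examined, apart from scaling by the library total without the 100 genes of highest mean count, which was chosen after seeing the data. Scaling to the qPCR reference ef1a was not run, because no gene of the count table was paired with it.

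More genes were higher than lower in PV follicles under every alternative run for these counts. Genes higher in PV ranged from 1930 to 2214 and genes lower from 854 to 987 across the 6 fits that each left out 1 library. The counts moved to 3664 and 415 under the library total, to 1223 and 614 with at least 10 counts in every library, and to 1025 and 410 when tested against a fold change of 2. Without the 100 genes of highest mean count in the scaling, 628 genes were lower. For the effect of the library total, the median of all genes moved by 0.42, and for the others the cause was not tested.

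DEGs among the genes plotted in Figures 5 to 7 numbered 95 with at least 10 counts in every library and 96 when tested against a fold change of 2, and those on the KEGG maps 95 and 89. Under the library total the former numbered 141, and of the 31 genes of Figure 7 called lower, 8 were called. The genes of Figures 5 to 7 were plotted by the paper because it had called them, while the maps also hold 42 tested genes with an uncoloured label.

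Genes detected in PG follicles only numbered 666 when all 3 libraries of a stage had to hold a count. They numbered 757 with at least 10 counts summed over the stage, where PV-only genes numbered 1251. Under both rules a gene with some PV counts can still be PG-only, so these are not subsets of the PG-only genes of the main rule. Across the 6 fits that each left out 1 library, PG-only genes ranged from 865 to 1854 and PV-only genes from 1444 to 2829. With any PV library left out, PG-only genes were the more numerous, so the order of these numbers rests on having as many libraries in both stages. Depth limits them, as most of these genes have a few counts.

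The odds ratio of follicle cell-specific against oocyte-specific genes was reversed, to 0.149, with at least 10 counts in every library (Fisher's exact test, two-sided, p = 0.0411). There 1 of 20 against 23 of 88 genes were DEGs, and the difference of medians was 0.26 (permutation test, p = 0.348). That filter removes genes that are low in PG follicles. By adjusted p alone the odds ratio was 2.06, and it was from 2.6 to 3.16 across the fits that each left out 1 library. The cause was not tested.

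Of 1930 comparisons over 133 named genes, 1871 kept direction and call, 56 lost the call in 25 genes, 34 of them in fits that left out 1 library, and 3 changed sign. These were in 2 genes near 0 and without a call. With TMM normalization, the log2 fold change of csnk1a1 (ENSDARG00000052674) was -0.24 (adjusted p = 0.199) and became 0.17 under the library total, and the log2 fold change of cul1a (ENSDARG00000019239) was -0.09 (adjusted p = 0.12) and became 0.33 there and 0.033 under scaling by the oocyte-specific genes, where the median of all genes moved by 0.42 and 0.12.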

Differences from the paper's values

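Genes detected in PV follicles only and called higher numbered 37 here, while the paper gives 110. Of the alternatives set before the data were examined, DESeq2's Wald test gave 164, the same test with shrunken fold changes 110, the fit without the expression filter 159, and the fits without PG replicate 1, 2 or 3 gave 78, 80 and 92, all within range of the paper's number. The others did not. For genes detected in PG follicles only and called lower, the number was 2 here against the paper's 24, and of these alternatives only DESeq2 with shrunken fold changes, at 24, was in range.

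Over the 4153 genes whose values could be read from the paper's supplementary table, the paper's log2 fold changes differed from DESeq2's shrunken ones by at most 0.003, with a median of 1.58e-05. From DESeq2's unshrunken ones they differed by up to 4.84, with a median of 0.15. Over these genes the paper's values are therefore those of shrunken DESeq2 fold changes, although its methods name DESeq2 and no shrinkage. Other settings are named below only because they also came within range for single genes. Within range means a difference no larger than the larger error, so it does not mean that a setting gave the paper's value. For amh, the log2 fold change was still 5.37 without PG replicate 2 and 5.70 without PG replicate 3. 15 log2 fold changes of named genes were further from the paper's than the larger error. DESeq2's shrunken fold changes brought each of them within range of the paper's value, and where no other setting is named below, none of the other alternatives set before the data were examined did so. The paper's value is -4.35 for the log2 fold change of Metazoa_SRP (ENSDARG00000098102), which was -5.43 here, and the library total and scaling by the oocyte-specific genes and leaving out PG replicate 3 or PV replicate 1 or PV replicate 3 also brought it within range. The paper gives -3.90 for the log2 fold change of Metazoa_SRP (ENSDARG00000100893), which was -5.35 here, and leaving out PG replicate 3 also brought it within range. The paper's value is -4.33 for the log2 fold change of Metazoa_SRP (ENSDARG00000101764), which was -5.00 here. The paper gives 4.11 for the log2 fold change of amh (ENSDARG00000014357), which was 5.98 here, and leaving out PG replicate 2 or PG replicate 3 also brought it within range, and without PG replicate 1 the rise is at least 21.8-fold, not over 1.5 times the paper's fold. The paper's value is 1.60 for the log2 fold change of chst7 (ENSDARG00000044341), which was 2.37 here. The paper gives 1.195 for the log2 fold change of cxcl12b (ENSDARG00000055100), which was 1.96 here, and leaving out PV replicate 2 also brought it within range. The paper's value is -1.44 for the log2 fold change of enpep (ENSDARG00000057064), which was -3.44 here, and the library total and leaving out PG replicate 2 or PV replicate 1 or PV replicate 2 also brought it within range. The paper gives 1.61 for the log2 fold change of hlx1 (ENSDARG00000009134), which was 3.58 here, and leaving out PG replicate 2 or PV replicate 1 also brought it within range, and without PG replicate 1 the rise is at least 3.97-fold, not over 1.5 times the paper's fold. The paper's value is 3.46 for the log2 fold change of inhbaa (ENSDARG00000012671), which was 4.55 here, and leaving out PG replicate 1 also brought it within range. The paper gives 2.07 for the log2 fold change of jag1b (ENSDARG00000013168), which was 2.92 here, and leaving out PG replicate 1 or PV replicate 2 also brought it within range. The paper's value is 4.69 for the log2 fold change of klhl41b (ENSDARG00000006757), which was 6.19 here, and upper-quartile normalization and leaving out PG replicate 2 or PG replicate 3 or PV replicate 1 or PV replicate 2 also brought it within range, and without PG replicate 1 the rise is at least 37.2-fold, not over 1.5 times the paper's fold. The paper gives 4.88 for the log2 fold change of myo7aa (ENSDARG00000099871), which was 6.73 here, and leaving out PG replicate 2 or PG replicate 3 also brought it within range, and without PG replicate 1 the rise is at least 36.9-fold, not over 1.5 times the paper's fold. The paper's value is 1.59 for the log2 fold change of nr2f1a (ENSDARG00000052695), which was 3.53 here, and leaving out PG replicate 1 or PG replicate 3 also brought it within range, and without PG replicate 2 the rise is at least 4.35-fold, not over 1.5 times the paper's fold. The paper gives 1.80 for the log2 fold change of tgfbr1b (ENSDARG00000042259), which was 3.89 here, and leaving out PG replicate 2 or PV replicate 1 also brought it within range, and without PG replicate 1 the rise is at least 4.91-fold, not over 1.5 times the paper's fold. The paper's value is 1.32 for the log2 fold change of wdr37 (ENSDARG00000074611), which was 5.79 here.

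Of the genes that Figures 5 to 7 plot as changed, 7 were not called here. The gene scube1 was not a DEG, with a log2 fold change of 1.80 (standard error 0.74), and it was called under the library total, the block, scaling by the oocyte-specific genes, the fit without the filter, DESeq2's test, and without PG replicate 1 or PV replicate 3. It was also called without the 100 genes of highest mean count in the scaling, an alternative chosen after seeing the values. The genes nr4a2a, styk1, bmp2a, runx1, lmln and the proteolysis gene ENSDARG00000061858 did not pass the filter. DESeq2's test with shrunken or unshrunken fold changes called each of them. Without the filter, edgeR called nr4a2a, bmp2a, runx1 and the proteolysis gene ENSDARG00000061858. Some of them were also called when a library was left out, which changes the filter, namely nr4a2a without PG replicate 1, PG replicate 3 or PV replicate 2, styk1 without the same libraries, bmp2a and runx1 without PG replicate 1, 2 or 3 or PV replicate 3, and lmln without PG replicate 3 or PV replicate 1.

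The paper names nr5a1b among the genes that rose, and it did not pass the filter with all libraries. It was called without PG replicate 2, where no PG count of it was left, and without PV replicate 2. The paper names kita as stable, and it did not pass the filter with all libraries, while 4 fits that each left out 1 library gave it log2 fold changes from -0.75 to 0.26. The MAPK map colours fgf6a (ENSDARG00000009351) as higher, while it was lower here, with a log2 fold change of -1.85, and the supplementary table of the paper lists -1.64. The box on the map can stand for a group of genes. The maps leave uncoloured inpp5ka, called higher here at 1.88, rab11fip1b, higher at 1.34, and gadd45ga, reln and lpcat4, lower at -2.54, -1.17 and -1.21. The paper's text gives a smaller number of detected genes than the 23059 counted here. The numbers in its text for genes in both stages, with those that rose and fell added, sum to 19826, which is the number counted here.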

Other observations

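The splits of the samples, the share without the 100 genes of highest mean count and the comparison within quartiles of expression are tests chosen only after the result was seen, as is the stricter comparison of gene names.

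The 6 libraries can be split into 3 and 3 in 10 ways, of which 4 part all same-numbered pairs as the stages do, and the other 6 part 1 pair. For genes higher in PV, genes lower in PV, DEGs among the genes of Figures 5 to 7, DEGs on the KEGG maps and the share of DEGs in the follicle cell-specific and oocyte-specific lists, 1 of the 4 splits gave a result as large, the split by stage itself. The smallest share that 4 splits can give is 1 in 4, so this count could not have excluded chance. The 9 other splits called 0 genes, with 21 to 57 genes at an unadjusted p of 0.05 or less and the fold change, against 3184 by stage. Each of those splits mixes the stages in both groups, so the stage difference adds to the spread within groups. Their lack of calls is therefore no measure of false calls.

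The 100 genes with the most counts took between 26.5% and 26.8% of each PG library and between 15.5% and 16.3% of each PV library. The share of DEGs that were higher was 89.8% under the library total, 81.8% when the 100 genes of highest mean count were left out of that total, and 68.9% under TMM normalization. How much of the share these genes account for cannot be told from this. No scaling here measures the RNA content of a follicle.

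The median total count was lower in PV than in PG libraries, so unequal depth alone would favour PG-only genes. With every library thinned to the smallest total, PV-only genes exceeded PG-only genes by 846. Thinning could not have shown depth as the source of that order, because depth differed in the other direction. Splits that mix the stages gave 90.1% as many genes seen in 1 group only (median of the other splits), so most genes seen in 1 stage only may be genes with counts near the detection limit.

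Within the range of mean expression of the follicle cell-specific genes, the odds ratio against oocyte-specific genes was 4.82 (Fisher's exact test, two-sided, p = 0.000212). That range kept 97 of 109 oocyte-specific genes. The alternatives were run on the full lists and not within this range. On the full lists no difference was detected by adjusted p alone (Fisher's exact test, two-sided, p = 0.118). The odds ratio there was reversed with at least 10 counts in every library. Within quartiles of mean expression over both lists, the Mantel-Haenszel odds ratio was 2.56 (permutation test within quartiles, two-sided, p = 0.0152), with 11 of 14 against 3 of 24 genes called in the lowest quartile and 0 of 6 against 12 of 32 in the highest. The difference is therefore not fully explained by expression level, and it was not seen in the highest quartile. If a larger share of follicle cell RNA in PV libraries had moved these genes together, few of their 95% intervals would leave out the median of the list, and 75.6% did. That prediction holds only for genes expressed in follicle cells alone, and the lists rest partly on sheep data. Genes also expressed in the oocyte would move by other amounts, so the intervals cannot decide this. A shared shift together with changes of single genes may still be present, and the cell composition of the follicles was not measured.

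Among DEGs that could be placed on GRCz12tu, 244 pairs were neighbours and 76.6% of the pairs changed in the same direction, against 62.6% with permuted directions (permutation test, p = 1e-05, the smallest they can give). Without the pairs whose names share a stem, which could share reads, 213 pairs were left and 73.7% changed in the same direction (permutation test, p = 0.00026). With names that differ in their leading 3 letters, 72.4% of 174 pairs did (permutation test, p = 0.00365). A candidate explanation is regulation shared between neighbours. Reads that run from a gene into its neighbour were not tested, so the pattern cannot be told apart from that.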
